# Accurate estimation of 5-methylcytosine in mammalian mitochondrial DNA

**DOI:** 10.1038/s41598-018-24251-z

**Published:** 2018-04-11

**Authors:** Shigeru Matsuda, Takehiro Yasukawa, Yuriko Sakaguchi, Kenji Ichiyanagi, Motoko Unoki, Kazuhito Gotoh, Kei Fukuda, Hiroyuki Sasaki, Tsutomu Suzuki, Dongchon Kang

## Abstract

Whilst 5-methylcytosine (5mC) is a major epigenetic mark in the nuclear DNA in mammals, whether or not mitochondrial DNA (mtDNA) receives 5mC modification remains controversial. Herein, we exhaustively analysed mouse mtDNA using three methods that are based upon different principles for detecting 5mC. Next-generation bisulfite sequencing did not give any significant signatures of methylation in mtDNAs of liver, brain and embryonic stem cells (ESCs). Also, treatment with methylated cytosine-sensitive endonuclease McrBC resulted in no substantial decrease of mtDNA band intensities in Southern hybridisation. Furthermore, mass spectrometric nucleoside analyses of highly purified liver mtDNA preparations did not detect 5-methyldeoxycytidine at the levels found in the nuclear DNA but at a range of only 0.3–0.5% of deoxycytidine. Taken together, we propose that 5mC is not present at any specific region(s) of mtDNA and that levels of the methylated cytosine are fairly low, provided the modification occurs. It is thus unlikely that 5mC plays a universal role in mtDNA gene expression or mitochondrial metabolism.

## Introduction

Methylation of the fifth carbon of cytosine residues in mammalian nuclear DNA plays crucial epigenetic regulatory roles in diverse processes, including differentiation and cellular reprogramming^1,2^. In human genomes, about 4% of cytosines are methylated^3^, and most of these are present at CG dinucleotide sequences, with a frequency of about 80% on cytosines of CG sequences.

Mammalian mitochondria contain multicopy circular genome of approximately 16 kb, called mtDNA. The two strands of mtDNA are distinguished on the basis of nucleotide compositions and are referred to as light and heavy strands (L and H strands, respectively). mtDNA encodes 13 subunits of the oxidative phosphorylation complexes and 2 ribosomal RNAs and 22 transfer RNAs for translation of these subunits in mitochondria. The importance of mtDNA can be recognised by the fact that mutations in mtDNA and mtDNA depletion are associated with human pathology. Such abnormalities impair the oxidative phosphorylation system and result in a variety of clinical symptoms that frequently affect the neuronal system and cardiac and skeletal muscle^4–6^.

Currently, there is no consensus on methylation of mammalian mtDNA. Several early studies concluded that mtDNA contains either no or very low amounts of 5mC in cultured cells and animal liver tissues^7–11^. Moreover, no methylation of mtDNA was detected in cancer cell lines or tissues from cancer patients^12^. In contrast to these reports, other early studies proposed that the percentages of 5mC are higher in mtDNA than in nuclear DNA in animal liver and heart tissues^13,14^. Then, two recent studies made strong proposition that substantial amounts of the methylated cytosines were detected from mtDNA in human and mouse cultured cells; Infantino *et al*.^15^ reported detection of 5-methyldeoxycytidine (5mC-deoxyribose) in mass spectrometry analysis of mtDNA and Shock *et al*.^16^ proposed that 5mC was observed in mtDNA using methylated DNA immunoprecipitation. Further to these reports methylated cytosines were suggested to be present in mtDNA in various materials^17–25^. However, degrees and patterns of methylation were not fully clarified by such reports, and even confusion/doubt on mtDNA methylation could be raised when conflicting data about patterns of methylation were seen among the reports. No integrated picture of mtDNA methylation can thus be drawn from them. Furthermore, another recent investigation^26^ concluded the absence of appreciable methylation in mtDNA in human cells using bisulfite sequencing^27,28^. Further to the ambiguity of mtDNA methylation, controversial claims were made regarding whether or not DNA methyltransferases, DNMT1, DNMT3A and DNMT3B, which are responsible for nuclear cytosine methylation, are also present in mitochondria (for review see Maresca *et al*.^29^), adding more confusion to the issue of mtDNA methylation.

Such a blur situation as well as potential importance of mtDNA methylation and clinical relevance of its disturbance, if mtDNA is indeed methylated, prompted us to thoroughly investigate 5mC in mammalian mtDNA. To this end, we used bisulfite sequencing, McrBC digestion analyses and liquid chromatography mass spectrometry (LC/MS), which are distinctly differing methods for detecting 5mC. Furthermore, great care was taken to sample preparations, experimental manipulations and data analyses. Bisulfite sequencing was performed using mitochondrial nucleic acid (mtNA) fractions to obtain reads derived from mtDNA exclusively, and robust control DNAs were used to ensure that unmodified cytosines in mtDNA were not falsely identified as 5mC. Under these experimental conditions, we analysed mtDNAs from mouse ESCs and from mouse liver and brain tissues. We also examined 5mC in mtDNA of ESCs and tissues using the bacterial enzyme McrBC, which cleaves DNA containing 5mC with relaxed sequence specificity^30^, offering a powerful tool for detecting 5mC in DNA. Finally, we examined the presence of 5mC in mtDNA samples from liver tissues by LC/MS after preparing samples with an extensive purification procedure. Our exhaustive investigation revealed challenging points in studying the methylation of mtDNA and led us to propose the real status of 5mC in mtDNA.

## Results

### Whole genome bisulfite sequencing (WGBS) data show peculiar patterns of methylation in ESC mtDNA

Bisulfite sequencing relies on bisulfite conversion reaction in which unmodified cytosines in DNA strands are converted to uracils while 5mCs remain unaffected. Subsequent primer extension step(s) and/or DNA amplification step introduces thymine to the positions of uracil and cytosine to those of 5mC. The resulting DNA is then sequenced and the extent of methylation at each cytosine position is estimated from the extent of ‘unconversion’^27,28^.

WGBS combines bisulfite conversion and next-generation sequencing, and can be used to obtain information of the methylation status of a whole genome^31^. Because WGBS samples should contain all DNA from cells, as a preliminary study we examined the status of mtDNA using published WGBS metadata. Reads from mtDNA were extracted from them and aligned to reference mtDNA sequences. Then, to exclude the possibility of mapping H strand-derived reads to L strand and *vice versa*, if a read contains a G to A substitution and the average unconversion rate of cytosines in non-CG sequences in the read was ≥70%, such a read was discarded. After filtration, mtDNA methylation was estimated. Whereas effectively no signature of methylation was observed in mtDNA of tissues from mouse organs and a couple of human samples, reads from mtDNA of some samples, such as mouse ESCs, contained significant amounts of unconverted cytosines at both CG and non-CG sites, with strong preference for L strands (Supplementary Fig. S1 and Supplementary Table S1). The peculiar patterns prompted us to prepare samples from mouse ESCs and tissues by ourselves and investigate mtDNA methylation.

### Bisulfite sequencing of a selected region of ESC mtDNA did not detect 5mC

Because the cyto- chrome *b* (cyt*b*) gene region in ESC mtDNA showed a strong signature of unconverted cytosines in the above analyses (data not shown), we analysed this region using bisulfite sequencing with a conventional cycle sequencing method. mtNA that was prepared from highly purified mitochondria [sucrose density-gradient centrifugation (SDGC)-purified, nuclease-treated mitochondria, N-Mito; see below and Methods for details] from ESCs was used as the starting material to exclude the possibility of picking up numts (nuclear DNA sequences of mitochondrial origin). Because bisulfite conversions occur on cytosine residues that are not base-paired, it is crucial to denature DNA prior to the conversion step. mtNA was treated with the restriction enzyme DraI to linearise and fragment mtDNA (Supplementary Fig. S2a) to ensure denaturation. Subsequently, mtNA was spiked with methylcytosine-free lambda DNA (λDNA^−mC^), and was then heat-denatured and subjected to bisulfite conversion. Alkaline denaturation was avoided as mtDNA contains ribonucleotides in the strands^32,33^. L and H strands in the cyt*b* gene region were then respectively amplified from bisulfite-converted templates using strand-specific primers. The resulting PCR fragments were cloned into T vectors and numerous clones were sequenced. The obtained sequences were then aligned with reference sequences and methylated cytosine levels were calculated in each fragment. A λDNA region was also amplified from the same bisulfite-treated samples, cloned and sequenced as an internal control. Under the conditions in which cytosines in λDNA^−mC^ were converted with >99% conversion rate, cytosines in both strands of the cyt*b* region of ESC mtDNA were effectively completely converted in both CG and non-CG [CH (H = A, G and T)] sequences (>98.5%) (Fig. 1).

**Figure 1:**
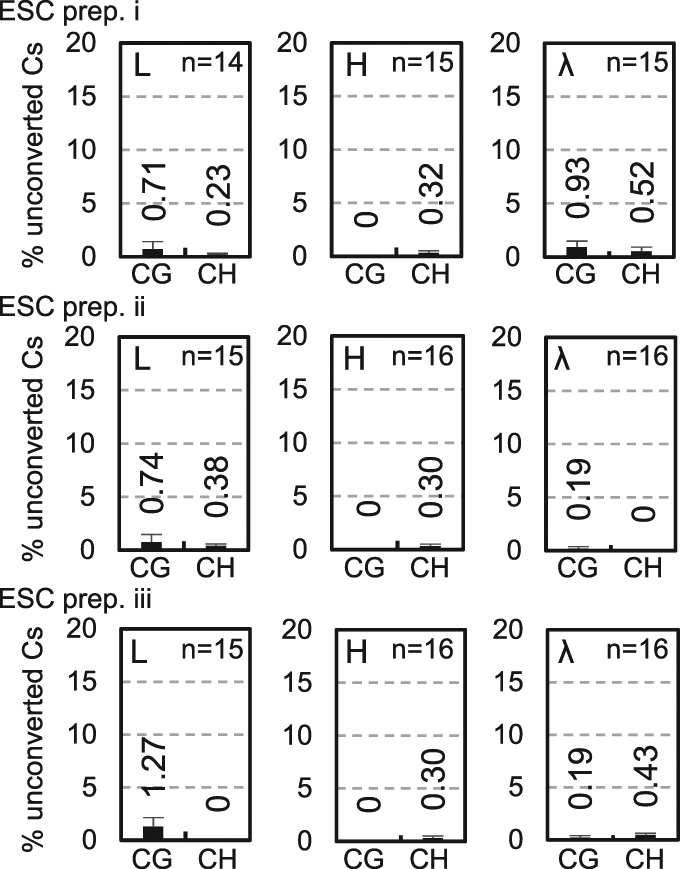
Bisulfite sequencing of cytochrome *b* gene region of ESC mtDNA. Three independent preparations of embryonic stem cell (ESC) mtDNA (ESC preps. i–iii) were examined by bisulfite sequencing. After bisulfite conversion, L and H strands of the cytochrome *b* gene region were PCR-amplified and cloned into T-vectors. Average unconversion rates of cytosines at CG sequences (CG) and those at non-CG sequences [CH (H = A, G and T)] in the cloned fragments were obtained from sequencing data for inserts of each plasmid clone, and means of average rates were calculated with SEM for L strands (L) and H strands (H). Data are presented as percentages. A region of control λDNA^−mC^ was also analysed to confirm conversion efficiency of the reactions (λ). n indicates the number of clones analysed in each category.

### Next-generation bisulfite sequencing of mtDNA did not reveal substantial methylation signatures

Because initial analyses of published WGBS data and cycle sequencing-based bisulfite sequencing of the cyt*b* region of ESC mtDNA gave inconsistent results, we decided to examine the entire mtDNA of ESCs (3 independent preparations) and those of liver and brain (2 independent preparations) using a next generation sequencer.

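The values analysed here come from 24 libraries made by post-bisulfite adapter tagging (PBAT), in which sequencing adaptors are attached by random priming after the bisulfite treatment. 10 libraries were made from ESC mtDNA, 5 from brain mtDNA, 5 from liver mtDNA and 4 from synthetic mtDNA, a PCR product that carries no 5mC. ESC preparations 1 and 2, brain preparation 1, liver preparation 1 and synthetic mtDNA were each treated with bisulfite for 5, 15, 40 and 60 min. ESC preparation 3 was treated for 60 and 90 min, and brain preparation 2 and liver preparation 2 for 60 min. Each preparation has a single library per duration, so only different preparations count as replicates and synthetic mtDNA has no replicates. For every cytosine of either strand, the authors deposited the number of first reads that cover it and the percent of these reads in which it was unconverted, given to 1 decimal. The number of unconverted reads was taken as the percent times the coverage, rounded to a whole number, which is not exact where the coverage is high. All libraries list the same cytosines, 3890 on the L strand and 1939 on the H strand of the mouse mtDNA sequence in build mm10 (GRCm38). Another 160 of the 5989 cytosines of that sequence are not in the files analysed here, and neither are the reads of λDNA. Between 257028 and 2260572 cytosine calls were made per library. The median coverage per cytosine was 24 reads on the L strand and 259 reads on the H strand. As in the paper, the unconversion rate of a site was used where its coverage was at least 10, and averages are means over sites.
The paper left out reads with at least 90% unconverted cytosines before it calculated its rates. That step works on single reads and cannot be repeated from per-cytosine values. At 60 min, between 19.1 and 36.3% of the covered L-strand sites of a library had a rate of 90% or more, so the values appear to include such reads. All L-strand rates given here are therefore rates without that exclusion. Comparisons between native and synthetic mtDNA used the 60 min libraries of the 8 preparations, or the 13 libraries treated for 40 or 60 min where the paper used those. Differences between preparations were tested with exact permutation tests, and single sites with Fisher's exact test and Benjamini-Hochberg adjustment.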

We used mtNA from highly purified mitochondria (N-Mito) as the starting material to exclusively capture mtDNA-derived fragments for deep sequencing. In these experiments, mtNA was treated with the restriction enzyme BglII to linearise mtDNA and was then spiked with λDNA^−mC^. It is a nearly 50 kb linear DNA, which is much larger than mtDNA. After heat denaturation, bisulfite conversion was performed for 5, 15, 40, 60 and 90 min to examine the efficiency of conversion. For comparison, a 16,291 bp long ‘synthetic mtDNA’, which mimics BglII-digested native mtDNA (Supplementary Fig. S2a), was generated by PCR using native mtDNA (16,299 bp) as a template and was used as an authentic 5mC-free mtDNA. DNA libraries were then constructed from 24 samples (Table 1) using post-bisulfite adapter tagging (PBAT) method^34^ (Supplementary Fig. S2b) and were subjected to multiplex deep sequencing using an Illumina MiSeq. A total of 11 million reads (0.45 million reads per library) was yielded. 

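Over all listed cytosines and 24 libraries, the median coverage was 55 reads per cytosine and the mean was 191.8 reads. Per library, the median ranged from 10 reads in B2_60 to 162 reads in B1_05, and it was 11 reads in E3_90. The L strand was covered less deeply, with a median of 24 reads, than the H strand, with a median of 259 reads. Over the sites with at least 1 read, the median was 63 reads, and over the sites with coverage of at least 10 it was 105 reads. At the median coverage of the sites used after 60 min, 3 unconverted reads are a rate of 3.7 to 12.0% on the L strand. On the H strand they are a rate of 0.47 to 3.19%. The number of 3 reads was set as the smallest that shows a rate, so lower rates were not counted as shown.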

Using these reads (150 bp), the methylation states were analysed using Bismark^35^, producing the data set with a median sequence depth per cytosine residue of 96.

**Table 1:** Sample list of MiSeq analysis.

Index No.	Samples	Duration (min)	Abbreviation
1	Liver mtNA prep - 1	5	L1_05
2	Liver mtNA prep - 1	15	L1_15
3	Liver mtNA prep - 1	40	L1_40
4	Liver mtNA prep − 1	60	L1_60
5	Liver mtNA prep − 2	60	L2_60
6	Brain mtNA prep - 1	5	B1_05
7	Brain mtNA prep - 1	15	B1_15
8	Brain mtNA prep - 1	40	B1_40
9	Brain mtNA prep - 1	60	B1_60
10	Brain mtNA prep - 2	60	B2_60
11	Synthetic mtDNA	5	S1_05
12	Synthetic mtDNA	15	S1_15
13	Synthetic mtDNA	40	S1_40
14	Synthetic mtDNA	60	S1_60
15	ESCs mtNA prep - 1	5	E1_05
16	ESCs mtNA prep - 1	15	E1_15
18	ESCs mtNA prep - 1	40	E1_40
19	ESCs mtNA prep - 1	60	E1_60
20	ESCs mtNA prep - 2	5	E2_05
21	ESCs mtNA prep - 2	15	E2_15
22	ESCs mtNA prep - 2	40	E2_40
23	ESCs mtNA prep - 2	60	E2_60
25	ESCs mtNA prep - 3	60	E3_60
27	ESCs mtNA prep - 3	90	E3_90

Samples analysed were three independent preparations of ESC mtNA, two independent preparations of liver mtNA, two independent preparations of brain mtNA and a preparation of synthetic mtDNA. Index numbers in 24 different PBAT-PE-iX-N4 (see Methods), duration of bisulfite conversion in minutes and abbreviated names are shown.

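Single reads are not in the files analysed here, so the L strand was examined site by site. After 60 min, the mean unconversion rate of L-strand cytosines with coverage of at least 10 was 32.57% ± 3.95 (SD, n = 7 native preparations). The preparations ranged from 29.74% in E1_60 to 41.28% in B2_60. Rates fell into separate groups: the median L-strand site was unconverted in 1.6% (E1_60) to 7.7% (B2_60) of reads, whereas 21.6% (B1_60) to 36.3% (B2_60) of the sites had a rate of 90% or more. Pooled over sites, 27.95% of the L-strand calls of B1_60 were unconverted (95% Wilson interval, 27.80 to 28.10%), the lowest value of the native libraries, and 54.58% of those of B2_60 (54.17 to 54.99%), the highest. The median coverage of the L-strand sites used was 25 reads in B2_60 and between 35 and 57 reads in the other native libraries. For ESC mtDNA, whose mean was 30.90% ± 1.02 (SD, n = 3), the largest change came from an alternative chosen after the values had been seen, which kept only L-strand sites with a rate under 5% in S1_40 and so selects on a low rate; the mean was then 1.34%.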

A curious, and probably alarming observation was that when methylation levels of individual reads were analysed, a significant fraction of reads that were mapped to L strands of mtDNA (roughly 30% of L strand-mapped reads) remained completely unconverted, in other words, no cytosine in such reads was converted, even after 1 h incubation with high-concentration bisulfite solution at 70 °C (Fig. 2a,b and Supplementary Fig. S2c–f). 

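In synthetic mtDNA after 60 min, the mean unconversion rate was 29.10% on the L strand (3060 sites, no replicates) and 0.61% on the H strand (1927 sites). Pooled over sites, 33.42% of its L-strand calls were unconverted (95% Wilson interval, 33.30 to 33.55%) and 0.44% of its H-strand calls (0.43 to 0.45%). These intervals treat calls as independent, although a read can hold several calls, so they cover counting error only. A rate of 90% or more was found at 19.1% of its L-strand sites and at none of its H-strand sites. The sites used had a median coverage of 81 reads on the L strand and 634 reads on the H strand. In the 7 native preparations the H-strand mean was 0.59% ± 0.14 (SD, n = 7), and no H-strand site of a native 60 min library reached 90% either. The L-strand mean of native mtDNA was 3.47 percentage points above that of synthetic mtDNA, with 7 of 7 preparations above it (exact permutation test, p = 0.25, where the smallest p that 7 preparations against 1 allow is 1 in 8). The H-strand difference was -0.022 percentage points, with 3 of 7 preparations above synthetic mtDNA (exact permutation test, p = 1). With only the L-strand sites covered at 10 or more in all 8 libraries, the L-strand difference was 0.43 percentage points, and with sites of 50% or more left out it was -0.35 percentage points. Values for λDNA were not analysed here. Because the L strand of a DNA without 5mC also gave such reads, the paper reasons that they come from the sequence of the strand and not from methylation.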

This phenomenon was also evident in the L strand of synthetic mtDNA, but was not seen in H strands nor either strands of λDNA^−^^mC^. Therefore, it should not be due to heavy methylation of L strands but should be attributable to certain character of the sequence of the strand. Hence, we excluded reads with ≥90% unconverted cytosine levels and proceeded to further analyses.

**Figure 2:**
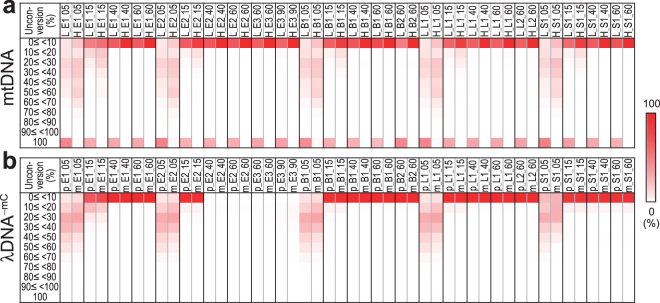
Heat map of distributions of reads acquired from next-generation bisulfite sequencing. Three independent preparations of ESC mitochondrial nucleic acid (mtNA) (E1, E2 and E3), two independent preparations of brain mtNA (B1 and B2), two independent preparations of liver mtNA (L1 and L2) and a preparation of synthetic mtDNA (S1) were subjected to bisulfite conversion for 5, 15, 40, 60 and 90 min (5, 15, 40, 60 and 90) and a total of 24 bisulfite-converted samples (Table 1) were deep-sequenced. Reads were sorted to corresponding samples with distinctions between L stands (L) and H strands (H) of mtDNA (**a**), and between plus strands (p) and minus strands (m) of spiked λDNA^−mC^ (**b**). Unconversion rates of cytosines in each read were calculated from statuses (converted or unconverted) of all cytosines in the read, and were expressed as percentages. Reads were then categorised with 10% increments of unconversion rates, and distributions of the reads in each increment block were calculated as percentages and are presented in heat maps; colour changes from white to red indicate from 0% to 100%. Calculated percentages of read distributions in increment blocks for each read assembly are shown in Supplementary Fig. S2e,f.

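After 5 min, 3394 to 3640 of the 3890 L-strand sites and 1918 to 1934 of the 1939 H-strand sites had coverage of at least 10 in a library. The numbers were 2473 to 2910 on the L strand and 1888 to 1927 on the H strand after 15 min, and 2367 to 2733 and 1873 to 1912 after 40 min. After 60 min, 3060 L-strand sites were covered in synthetic mtDNA, 1197 in B2_60 and 2134 to 2543 in the other native libraries. The H strand of the same libraries had 1927, 1759 and 1853 to 1888 covered sites, respectively. Rates could thus be calculated for most H-strand cytosines in every library, but only for 1197 L-strand cytosines in B2_60 and 1332 in E3_90.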

Rates of unconverted cytosines were then calculated for cytosine sites with coverage of ≥10, and the unconversion rates of these sites in L and H strands of mtDNA and in plus and minus strands of λDNA^−^^mC^ were separately plotted along nucleotide positions (Fig. 3a–c and Supplementary Fig. S3a–f). Average unconversion levels of cytosines with ≥10 coverage were then calculated for CG, non-CG (CH) and CN sites (N = A, G, C and T) in each strand (Fig. 3d,e and Supplementary Table S2). 

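After 60 min, the mean unconversion rate of L-strand CN sites was 30.90% ± 1.02 (SD, n = 3 preparations) in ESCs, 35.66% ± 7.94 (SD, n = 2) in brain, 31.97% ± 0.48 (SD, n = 2) in liver and 29.10% (no replicates) in synthetic mtDNA. CG sites of the L strand had lower means of 8.49% ± 0.39 in ESCs, 9.57% ± 0.16 in brain, 8.90% ± 0.52 in liver and 9.48% in synthetic mtDNA. For CH sites the means were 32.41% ± 1.06, 37.33% ± 8.24, 33.51% ± 0.52 and 30.55%, in the same order. H-strand CN sites averaged 0.50% ± 0.13 in ESCs, 0.67% ± 0.16 in brain, 0.63% ± 0.10 in liver and 0.61% in synthetic mtDNA. H-strand CG sites averaged 0.49% ± 0.16, 0.53% ± 0.18, 0.52% ± 0.01 and 0.39%, and CH sites 0.50% ± 0.13, 0.70% ± 0.16, 0.65% ± 0.12 and 0.64%. With L-strand sites of 50% or more left out, the CG mean of ESC mtDNA fell to 1.61% and the CN mean to 4.23%. Among the alternatives for the H strand, calls pooled over sites gave the lowest CN rate for liver, 0.47%.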

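In synthetic mtDNA the mean unconversion rate of H-strand cytosines was 29.46% after 5 min, 3.33% after 15 min, 0.63% after 40 min and 0.61% after 60 min (no replicates). The corresponding mean conversion on the H strand was 99.37% after 40 min and 99.39% after 60 min. Of all H-strand calls, 0.41% were unconverted after 40 min (95% Wilson interval, 0.39 to 0.42%) and 0.44% after 60 min (0.43 to 0.45%), at median coverages of 270 and 634 reads per site. L-strand cytosines of the same libraries had mean rates of 67.68, 33.39, 27.70 and 29.10% after 5, 15, 40 and 60 min. Mean conversion on the L strand was thus 72.30% after 40 min and 70.91% after 60 min, with reads of at least 90% unconverted cytosines apparently included. When only the L-strand sites with a rate under 5% in S1_40 were kept, a choice made after the values had been seen, the rate after 60 min was 0.96%. λDNA was not analysed here. From its own time courses, the paper concludes that 40 and 60 min were sufficient for conversion.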

Judging from changes in average percentages of unconverted cytosines of λDNA^−mC^ and synthetic mtDNA in bisulfite treatment time courses, 40 and 60 min were sufficient for conversion under our experimental conditions (>99% conversion in λDNA^−mC^ in all samples excepting S1_60, >98% in λDNA^−mC^ in S1_60, >99% in synthetic mtDNA in S1_40 and >98.5% in synthetic mtDNA in S1_60, in ‘CN’ columns in Fig. 3d,e). 

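The 90 min treatment was applied to ESC preparation 3 alone, so the comparison with its 60 min library has no replicates. Calls on the L strand numbered 61107 after 90 min and 206001 after 60 min, which is 29.7%. H-strand calls numbered 195921 after 90 min and 766253 after 60 min, or 25.6%. The median coverage per cytosine changed from 16 to 5 reads on the L strand and from 240 to 68 reads on the H strand. At the 1320 L-strand sites covered in both libraries, the mean unconversion rate was 33.83% after 60 min and 34.82% after 90 min. At the 1743 shared H-strand sites it was 0.64% after 60 min and 1.39% after 90 min. From the loss of reads, the paper infers that DNA deteriorates during prolonged treatment.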

Read numbers of both mtDNA and λDNA^−mC^ decreased considerably after 90 min incubation (Supplementary Fig. S2c,d), suggesting that prolonged treatment with bisulfite caused extensive deterioration of DNA. Under these conditions, mtDNA of ESCs and tissues showed similar time-dependent transition patterns as that of synthetic mtDNA. 

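The mean H-strand unconversion rate of native mtDNA was 32.22% ± 0.72 after 5 min, 5.29% ± 3.51 after 15 min and 0.61% ± 0.11 after 40 min (SD, n = 4 preparations each), and 0.59% ± 0.14 after 60 min (SD, n = 7). The matching values of synthetic mtDNA were 29.46, 3.33, 0.63 and 0.61%. After 5 and 15 min, 4 of 4 native preparations were above synthetic mtDNA on the H strand, compared with 1 of 4 after 40 min and 3 of 7 after 60 min. The spread at 15 min came from E1_15, at 10.55%, while the other native libraries lay between 3.41 and 3.67%. On the L strand, native mtDNA averaged 66.99% ± 1.07, 34.91% ± 3.76 and 30.00% ± 1.05 after 5, 15 and 40 min (SD, n = 4 each) and 32.57% ± 3.95 after 60 min (SD, n = 7). Synthetic mtDNA had 67.68, 33.39, 27.70 and 29.10% on that strand. Native minus synthetic differences on the L strand were -0.69, 1.52, 2.30 and 3.47 percentage points, and with 4 preparations against 1 an exact permutation test cannot give a p below 0.2. At 60 min the smallest p is 1 in 8, so none under 0.05 can be reached at any duration.

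**Figure D1:**
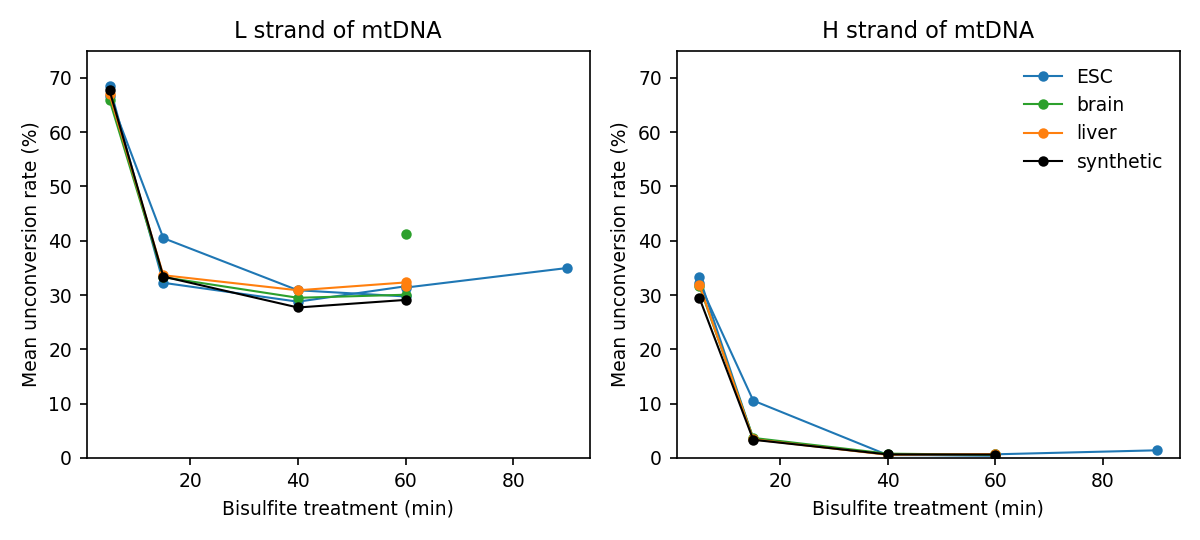
Mean unconversion rate (%, y axis) of L-strand and H-strand cytosines with coverage of at least 10 against the duration of the bisulfite treatment (min, x axis), with a line or point for each preparation of ESC, brain, liver and synthetic mtDNA. On the H strand all preparations fall below 1% by 40 min, except for the 90 min library of ESC preparation 3 at 1.39%, while on the L strand none falls below 27.70%.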

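After 60 min, mean conversion at H-strand CN sites was 99.50% in ESCs (n = 3), 99.33% in brain (n = 2) and 99.37% in liver (n = 2). Mean conversion at H-strand CG sites was 99.51, 99.47 and 99.48%, and at H-strand CH sites 99.50, 99.30 and 99.35%, in the same order. The lowest H-strand conversion of a native library was 99.21%, in B2_60. On the L strand, without the paper's exclusion of reads, mean conversion at CN sites was 69.10% in ESCs, 64.34% in brain and 68.03% in liver. It was 58.72% in B2_60, which had the lowest L-strand conversion of the 60 min libraries. With the L-strand sites of 50% or more left out, the unconversion rates were 4.23% in ESCs, 4.48% in brain and 4.32% in liver, and 4.67% in synthetic mtDNA. The H-strand CN means of ESC and brain mtDNA moved by less than the SD between preparations under every alternative, whereas the CH unconversion rate of brain went from 0.70% ± 0.16 to 0.51% with counts pooled over sites.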

Moreover, mean percentages of conversion at both CG and non-CG sites on L and H strands in all native mtDNA samples were >99% after 1 h bisulfite conversion, excepting those of the L strand of B2_60 mtDNA (≥98.9%) (Fig. 3d and Supplementary Table S2). Because overall observations of mtDNA did not indicate apparent methylation of mitochondrial genomes, we then examined whether mtDNA has a specific region(s) that is methylated substantially. mtDNA was divided into 500 bp non-overlapping windows with distinctions of the two strands and average levels of unconverted cytosines in each window were compared between samples after 40 and 60 min incubation with bisulfite. 

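Windows of 500 bp from nt 1 were compared in the 13 libraries treated for 40 or 60 min, 5 of ESC, 3 of brain, 3 of liver and 2 of synthetic mtDNA. All 66 windows, 33 per strand, had a value in every library. As the strictest reading of a higher level, a window was counted when every native library lay above both synthetic libraries. 4 windows met this rule, all on the L strand. In the window of nt 3001 to 3500, native libraries averaged 16.23% ± 2.53 (SD, 11 libraries) and synthetic mtDNA ranged from 10.38 to 11.77%. In the window of nt 3501 to 4000, the native average was 44.52% ± 5.41 against 27.86 to 33.53% in synthetic mtDNA. For nt 10501 to 11000 it was 79.69% ± 12.14 against 42.62 to 45.26%, and for nt 14501 to 15000 it was 26.59% ± 10.24 against 19.26 to 19.36%. The 40 and 60 min libraries of a preparation are not independent, so these SDs describe libraries and not preparations. Of the 78 ways to choose 2 of the 13 libraries, 5 gave at least 4 such windows, with a median of 0 and a maximum of 6. A count of 4 was thus reached by pairs other than the synthetic libraries. The synthetic pair shares a preparation and most other pairs do not, so these choices cannot show how uncommon the count is. Over only those sites covered at 10 or more in all 13 libraries, an alternative added after the values had been seen, no window met the rule, whereas comparing the means of the series gave 35 windows. In 1 window, both synthetic libraries were above every native library. For a single series above all other libraries, there were 0 windows for ESCs, 0 for liver and 1 for brain, on the H strand at nt 13001 to 13500, where brain averaged 0.65%, ESCs 0.51%, liver 0.43% and synthetic mtDNA 0.37 to 0.46%. As many windows as in brain were found in 17 of 100 drawn choices of 3 libraries. The windows with the highest means over the 13 libraries were nt 13501 to 14000 (99.38%), nt 15001 to 15500 (93.40%) and nt 4501 to 5000 (83.15%) on the L strand. Those of the H strand were nt 501 to 1000 (2.30%), nt 1 to 500 (1.07%) and nt 1501 to 2000 (1.05%). From its own comparison of windows, the paper reports no window with an apparently raised level, either in all native series or in a single series.

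**Figure D2:**
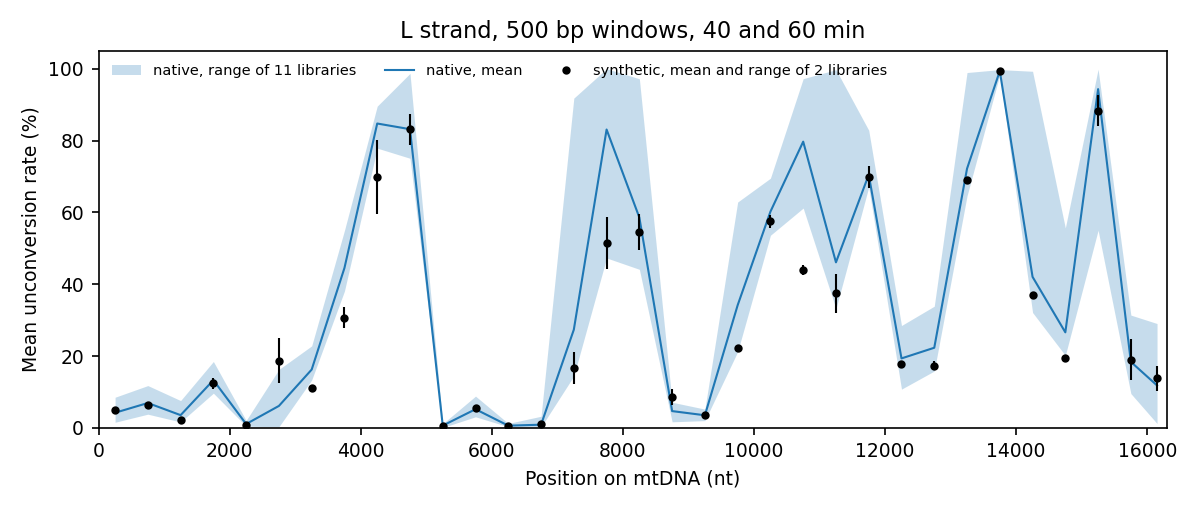
Mean L-strand unconversion rate (%, y axis) in windows of 500 bp along mtDNA (nt, x axis) in the libraries treated for 40 or 60 min, with the range and mean of the 11 native libraries and the mean and range of the 2 synthetic libraries. Native and synthetic mtDNA rise and fall together, up to 99.38% at nt 13501 to 14000, and the largest of the 4 separations is at nt 10501 to 11000, 79.69% against 42.62 to 45.26%.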

These comparisons with synthetic mtDNA series revealed no windows with apparently higher levels of unconverted cytosines in all native mtDNA series, and no windows had a single native mtDNA series (i.e., all ESC samples, all liver samples or all brain samples) with apparently higher unconversion rates than other native mtDNA series and synthetic mtDNA series (Supplementary Fig. S3g,h). Further, we specifically examined the control region (CR) of mtDNA, because it contains important cis-elements for replication and transcription^36^. 

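The control region was taken as nt 15423 to 16299, with 219 L-strand and 104 H-strand cytosines. After 60 min, its L-strand mean was 10.38% ± 2.63 (SD, n = 3 preparations) in ESCs, 19.58% ± 7.22 (SD, n = 2) in brain, 13.98% ± 4.39 (SD, n = 2) in liver and 24.03% (no replicates) in synthetic mtDNA. Over the 7 native preparations the mean was 14.04% ± 5.58 (SD, n = 7), which is -9.99 percentage points relative to synthetic mtDNA, with 1 of 7 preparations above it (exact permutation test, p = 0.25, the smallest possible being 1 in 8). After 40 min the direction was the opposite: native mtDNA averaged 21.14% ± 6.56 (SD, n = 4) against 12.01% in synthetic mtDNA, a difference of 9.13 percentage points with 4 of 4 preparations above it. H-strand cytosines of the region averaged 0.48% ± 0.11 (SD, n = 7) in native and 0.38% in synthetic mtDNA after 60 min, a difference of 0.098 percentage points with 6 of 7 preparations above it (exact permutation test, p = 0.5). After 40 min the H-strand means were 0.40% ± 0.11 (SD, n = 4) and 0.30%, with 3 of 4 preparations above synthetic mtDNA. In the legend of Fig. 3 the region ends at nt 16034, and over that shorter region the 60 min differences were -10.31 percentage points on the L strand and 0.10 percentage points on the H strand. Coverage of the region was uneven, with 36 L-strand sites at 10 or more in B2_60 and 191 in S1_60. No comparison after 40 or 60 min gave a p-value under 0.05, which the design cannot reach. From its own comparison, made without reads of at least 90% unconverted cytosines, the paper reports no substantial signal that was shared by and specific to native mtDNA.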

Comparison of data from native mtDNA and synthetic mtDNA with 40 and 60 min incubation did not suggest substantial signals that were common and specific to all native samples (Fig. 3c,f, Supplementary Fig. S3c and Supplementary Table S2). 

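Single positions were compared between native and synthetic mtDNA after 60 min by Fisher's exact test on unconverted and converted reads, summed over the 7 native preparations. 4129 sites were tested, 2256 on the L strand and 1873 on the H strand, with a median of 649 reads in native and 271 reads in synthetic mtDNA. At this depth, 3 unconverted reads correspond to a rate of 0.46% in native and 1.11% in synthetic mtDNA, and smaller rates were below this set limit. With Benjamini-Hochberg adjustment at 0.05, 13 sites had a higher rate in native mtDNA, 12 of them on the L strand and 1 on the H strand, and 29 sites had a lower rate, 28 on the L strand and 1 on the H strand. The rate was above that of synthetic mtDNA in every covering native preparation at all 13 higher sites, and below it in every covering preparation at 11 of the 29 lower sites. None of the higher sites and 2 of the lower sites were among the 243 tested sites of the control region. Summing reads treats the preparations as a single sample, and synthetic mtDNA has no replicate, so these counts do not include variation between preparations. Among the 13 higher sites, the largest difference was at L-strand nt 9626 in ND3. There, 91.67% of 72 native reads and 58.82% of 34 synthetic reads were unconverted (adjusted p = 0.0168, Fisher's exact test, higher in 3 of 3 covering preparations). At L-strand nt 3497 in ND1, 98.04% of 204 reads were unconverted against 82.22% of 45 reads (adjusted p = 0.0198, Fisher's exact test, 6 of 6). At L-strand nt 4062, 4061 and 4051 in ND2, the differences were 4.96, 4.55 and 4.09 percentage points, each higher in 7 of 7 preparations, with adjusted p-values of 0.0198, 0.0155 and 1.005e-04 in the same test. At these 5 sites, synthetic mtDNA itself had rates between 58.82 and 95.77%. Without ESC preparation 1, nt 9626, 3497, 4062 and 4061 no longer passed, at differences of 31.80, 15.56, 4.85 and 4.42 percentage points. With the 40 and 60 min reads summed, nt 3497 did not pass either (adjusted p = 0.0975, Fisher's exact test). Tested on the H strand alone, no site passed in either direction, and with the 40 and 60 min reads summed 35 sites were higher and 48 lower.
Of the 2902 sites covered in all 8 libraries, 16 were unconverted in every read of every library. Those named here, L-strand nt 4798 and 4799 in ND2 and nt 11854, 11857 and 11861 in ND5, had 100% in synthetic mtDNA as well, over 919 to 1620 reads in all. No H-strand site had a mean rate above 10.61%. A comparison of ESC with tissue mtDNA at 3951 sites, with reads summed over 3 and 4 preparations, gave 0 sites (Fisher's exact test, adjusted p under 0.05). Any of the 35 splits of the 7 preparations into 3 and 4 gives at least 0 sites, and their median was 8 and their maximum 66. With the replicate number as a block, in a Cochran-Mantel-Haenszel test paired by the replicate numbers of the labels, 0 sites passed as well, and the smallest adjusted p-value was 0.79. The numbers did not pair the samples: the mean correlation of site deviations was -0.021 on the L strand and -0.043 on the H strand for preparations with the same number, and 0.012 and 0.026 for the others. From the deep-sequencing data, the paper proposes that no specific position of mtDNA carries 5mC at a detectable frequency, should mtDNA contain any.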

Taken together, these deep-sequencing analyses suggest that 5mC is not present at any specific position(s) in mtDNA with a detectable frequency, even if mtDNA would contain it.

**Figure 3:**
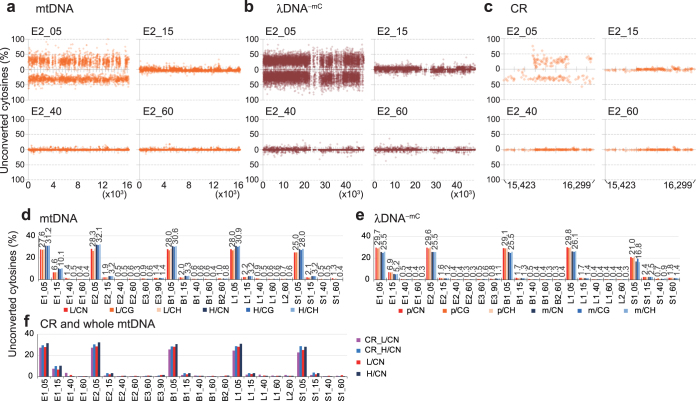
Analysis of methylation status of mtDNA by next-generation bisulfite sequencing. (**a**–**c**) Cytosine unconversion rates at cytosine sites with coverage of ≥10 in whole mtDNA of an ESC mtNA preparation (E2) (**a**), λDNA^−mC^ mixed as an internal control (**b**) and the control region (CR) of the mtDNA (**c**) are plotted according to nucleotide numbers (X axis) from 1 to 16,299 for mtDNA, from 1 to 48,502 for λDNA^−mC^ and from15,423 to 16,034 for the CR, and unconversion rates in percentages (Y axis). Nucleotide positions on X axes are shown below graph fields. Plots for L strands of mtDNA and plus strands of λDNA^−mC^ are shown above X axes with percentages of unconversion increasing upwards, and H strands and minus strands below X axes downwards. Graphs with higher resolution are shown in Supplementary Fig. S3. (**d,e**) Average unconversion rates of cytosines with coverage of ≥10 in whole mtDNA and λDNA^−mC^. For each sample shown are average unconversion rates of all cytosines in CN (N = A, G, C and T), CG and non-CG sequences in L strands and H strands of whole mtDNA (L/CN, L/CG, L/CH, H/CN, H/CG and H/CH, respectively) (**d**) and in plus strands and minus strands of λDNA^−mC^ (p/CN, p/CG, p/CH, m/CN, m/CG and m/CH, respectively) (**e**). Percentages of unconverted cytosines in L/CN, H/CN, p/CN and m/CN are shown above the bars. (**f**) Comparisons of average unconversion rates of cytosines with coverage of ≥10 in L strands and H strands of the CR of mtDNA and whole mtDNA (CR_L/CN, CR_H/CN, L/CN and H/CN, respectively). Sample names are presented as in Fig. 2.

In addition, inspection of time-dependent changes in the patterns of bisulfite conversion of mtDNA revealed intriguing differences between strands; unconversion rates of cytosines in L strands seemed to be more variable than those in H strands (Supplementary Fig. S3a,c). 

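In the 60 min libraries, the median rate of L-strand sites lay between 1.6 and 7.7%, and at least 19.1% of the sites had a rate of 90% or more. H-strand sites had a median rate of 0 to 0.3%, and between 23.2 and 56.2% of them had no unconverted read. With increasing duration, the SD of L-strand site rates in synthetic mtDNA went from 30.87 percentage points after 5 min to 40.20 after 15 min, 40.19 after 40 min and 40.02 after 60 min. In H-strand sites of the same libraries it went from 9.01 to 2.02, 2.36 and 1.93 percentage points (no replicates).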

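After 60 min, the SD of unconversion rates over sites with coverage of at least 10 was 42.11 ± 1.65 percentage points on the L strand and 1.35 ± 0.38 on the H strand (SD between preparations, n = 8, synthetic mtDNA included). L-strand SDs ranged from 40.02 to 45.78 and H-strand SDs from 0.94 to 1.93 percentage points. The paired difference was 40.77 ± 1.74 percentage points, with the L strand higher in 8 of 8 preparations (exact sign-flip permutation test, p = 0.0078, the smallest that 8 preparations allow). In the control region the SDs were 29.19 ± 6.15 and 0.62 ± 0.13 percentage points, and their difference was 28.57 ± 6.15 (exact sign-flip permutation test, p = 0.0078, n = 8). With reads drawn down to 10 at every site, so that both strands had equal depth, the difference over whole mtDNA was 39.73 percentage points. Leaving out sites with a rate of 50% or more reduced it to 7.98 percentage points, with the L strand still higher in every preparation. These SDs include the reads that the paper left out. The paper takes the comparison of SDs as evidence that L-strand cytosines vary more in conversion than H-strand cytosines.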

These observations were supported by comparisons of standard deviations for cytosine unconversion rates between the two strands in each sample (Supplementary Fig. S3i,j). Finally, we analysed reads derived from mtDNA with ≥90% unconverted cytosine levels (Supplementary Fig. S4a). These reads were aligned to the reference mtDNA sequence and coverage numbers at cytosine sites were plotted if they are greater than 10 (Supplementary Fig. S4b,c). In these analyses, synthetic and native mtDNA gave similar patterns, suggesting that the resistance of cytosines to bisulfite conversion (Fig. 2) is not due to methylation.

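The pattern of L-strand rates along mtDNA was compared between libraries as the correlation across sites, which are not independent replicates. After 60 min, Pearson's r between synthetic and native libraries was 0.982 to 0.991 over 1197 to 2538 L-strand sites, and between pairs of native libraries it was 0.980 to 0.991. For H-strand sites, most of which have rates near 0, the ranges were 0.376 to 0.857 with synthetic mtDNA and 0.221 to 0.643 between native libraries. All 1197 L-strand sites covered in B2_60, the least covered library, were also covered in synthetic mtDNA. These correlations use every read and not only the reads with at least 90% unconverted cytosines, which cannot be told apart in the files analysed here. From the likeness of synthetic and native mtDNA in its own plots, the paper infers that resistance to conversion is not due to methylation.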

### mtDNA is not affected by treatments with McrBC

McrBC cleaves DNA between two 5′-RmC recognition sites (R = A or G; mC = methylated cytosine), where numbers of nucleotides between the two sites are optimally 40–80 bp but can be more than 1 kbp with reduced efficiency of digestion, and cleavage is triggered by encounters of two DNA-translocating McrBCs^30,37,38^. As reported previously^39^, McrBC enzyme activity is dependent on GTP; while McrBC digested nuclear DNA of mouse tissues in the presence of GTP, the absence of GTP prevented the digestion (Fig. 4a and Supplementary Fig. S6a). Because enzyme-mediated determinations of DNA methylation could be disturbed by false positives due to non-specific DNA cleavage by possible contaminating nucleases in McrBC preparations, we controlled the activity of McrBC according to the presence of GTP. Model DNA fragments with a part of mouse mtDNA sequence were generated using PCR with dATP, dGTP, dTTP and dCTP or 5-methyl-dCTP as substrates. Although fragments with unmodified cytosines were essentially unaffected by McrBC treatments, those with modified cytosines were digested efficiently (Fig. 4b,c), confirming that McrBC cleaves DNA containing 5mC.

**Figure 4:**
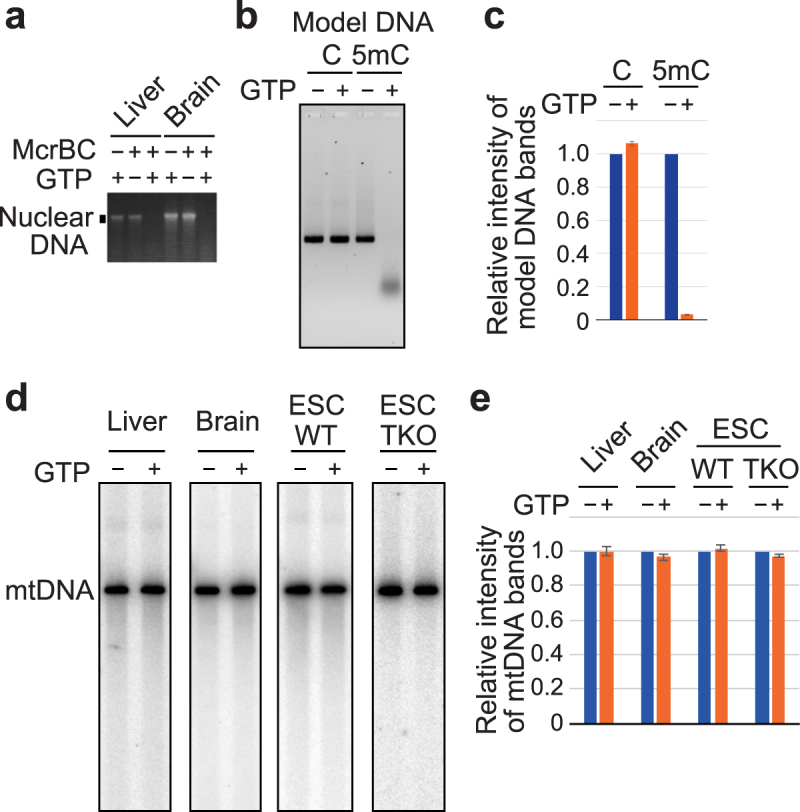
Analysis of mtDNA with methylated cytosine-sensitive endonuclease McrBC. (**a**) Ethidium bromide staining image of nuclear DNA after agarose gel electrophoresis. Samples were total nucleic acid (total NA) from mouse liver and brain tissues incubated without (−) or with (+) McrBC and without (−) or with (+) GTP. The full-length gel is presented in Supplementary Fig. S6a. (**b**) PCR-generated DNA fragments containing unmodified cytosines (C) or 5mC were treated with McrBC with or without GTP, and then were electrophoresed and visualised by Sybr Green I staining. (**c**) Quantification of the full-length band region in (**b**). Intensities of bands in −GTP lanes were expressed as 1 and the relative intensities of corresponding + GTP lanes were calculated for each experiment. Assays were performed three times and means are shown with SEM. (**d**) Southern hybridisation images of linearised mtDNA of liver, brain, wild-type ESCs (WT) and TKO ESCs (TKO) treated with McrBC in the absence or presence of GTP. Blot images with cropped regions which are necessary to be shown in this study are presented in Supplementary Fig. S6b. (**e**) Band intensities of full-length mtDNA (−GTP) were expressed as 1 and the relative intensity values of bands with McrBC cleavage (+GTP) were calculated for each experiment for each sample. Two independent preparations of samples were analysed for three times (technical triplicates) and the average of technical triplicates was given for each sample. Subsequently, means were calculated from the two average values and are presented in the graph with errors of the means.

To examine methylation of mtDNA, we performed McrBC cleavage assays. mtNAs from ESCs and mouse tissues were initially treated with the restriction enzyme BlpI and mtDNA was linearised. Samples were then incubated with McrBC in the presence or absence of GTP, and after gel electrophoresis, mtDNAs were visualised using Southern hybridisation. As shown in Fig. 4d,e and Supplementary Fig. S6b, band intensities of the linearised mtDNAs of wild-type ESCs, liver and brain showed no substantial reduction upon treatment with McrBC. In addition, similar result was obtained when mtDNA of triple-knockout (TKO) ESCs that lack DNMT1, DNMT3A and DNMT3B was incubated with McrBC. These data suggest that mtDNAs do not contain appreciable amounts of 5mC.

### Investigation of 5mC in mtDNA by LC/MS

To further investigate mtDNA methylation, we performed LC/MS analyses, which are more sensitive than the above two methods in detecting 5mC and give quantitative information. However, LC/MS analyses require pure mtDNA that is strictly free of nuclear DNA contamination, producing considerable technical challenges. Specifically, because samples are digested into mononucleosides prior to injection into an LC/MS instrument, the presence of nuclear DNA in mtDNA fractions precludes discrimination between nucleosides from mitochondrial and nuclear DNA. Thus, after preparing crude mitochondria using differential centrifugation (Fig. 5a), we further purified mitochondria using ultracentrifugation with a sucrose density gradient. Subsequently, we treated SDGC-purified mitochondrial fractions with nuclease and proteinase to degrade residual contaminating nuclear DNA and washed the mitochondria extensively to eliminate nuclear DNA (N-Mito) (Fig. 5a). The quality of mitochondrial preparations was then confirmed according to enrichment of the mitochondrial proteins Fp70 (a subunit of respiratory complex II localised in inner mitochondrial membrane), p32 (a mitochondrial matrix protein) and TFAM (a mtDNA binding protein), and successful elimination of nuclear fractions was supported by reductions in histone H3 signals in N-Mito fractions (Fig. 5b and Supplementary Figs S5 and S6c). Subsequently, mtNA was extracted from N-Mito, and mtDNA from mtNA fractions was electrophoresed, was visualised with ethidium bromide (Fig. 5c and Supplementary Fig. S6d) and was gel-purified.

**Figure 5:**
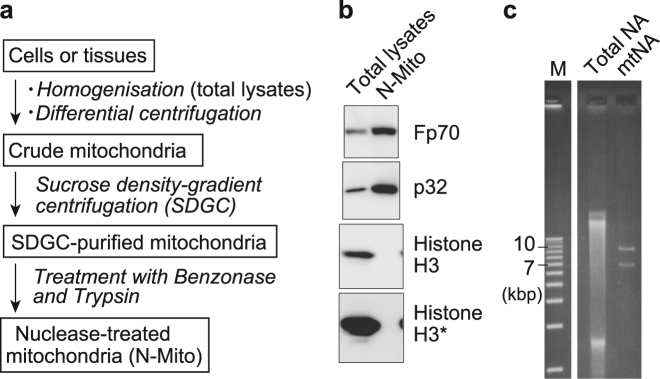
Preparation of mitochondria and highly purified mtDNA. (**a**) Flow of mitochondrial preparation with three grades of mitochondrial fractions and key experimental steps. (**b**) Western blot analysis of total cell lysates (total lysates) and nuclease/protease-treated mitochondrial preparations (N-Mito) from mouse livers using antibodies against Fp70, p32 and histone H3. The panel with histone H3* is a longer exposure image of the panel above. (**c**) An example of ethidium bromide stained image of liver total NA and liver mtNA purified from N-Mito; they were treated with the restriction enzyme EcoRV, which cuts mouse mtDNA twice to generate 9.5 and 6.8 kb fragments. While corresponding bands were not seen in total NA due to the small proportion of mtDNA compared to nuclear DNA, two bands corresponding to the EcoRV-generated mtDNA fragments were observed in mtNA from N-Mito. A DNA ladder (M) was run on the same gel but not next to the sample lanes. Full-length gel and blots are presented in Supplementary Fig. S6c,d. Note that larger amounts of mtNA were treated with EcoRV and RNase T1 and were electrophoresed for gel purification of mtDNA for LC/MS analysis.

To quantitatively compare 5-methylcytosine (5mC) and unmodified cytosine using LC/MS, standard curves of corresponding deoxyribonucleosides were generated using authentic 5-methyldeoxycytidine (m^5^dC) and deoxycytidine (dC) (Fig. 6a). The ionisation efficiency of m^5^dC was approximately 50% better than that of dC (Fig. 6a), and mouse livers were chosen to obtain sufficient quantities of mtDNA for LC/MS investigation. Taking into consideration of the data from measurements of authentic nucleosides, liver mtDNA was digested enzymatically into mononucleosides and was subjected to mass spectrometric analyses. Very weak m^5^dC signals were observed in comparison with those of dC from two independent preparations of liver mtDNA (Fig. 6b), and amounts of m^5^dC relative to dC were estimated to be 0.3% and 0.5%, which is equivalent to 18–30 5mC residues per molecule of mtDNA. Under these analytical conditions, m^5^dC was present at about 6% of dC in genomic DNA (Fig. 6c), which is consistent with previous observation^3^.

**Figure 6:**
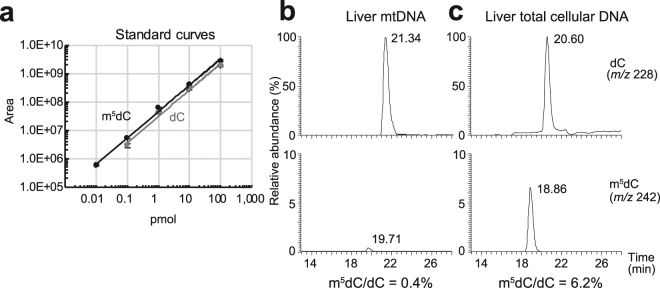
Mass spectrometric nucleoside analysis of mtDNA. (**a**) Standard curves of deoxycytidine (dC; grey line) and 5-methyldeoxycytidine (m^5^dC; black line) produced with serially diluted authentic chemicals; X and Y axes show amounts of authentic mononucleosides applied and peak areas of corresponding extracted mass chromatograms, respectively. Authentic samples were analysed three times and the means are plotted with SD. (**b,c**) Analyses of dC and m^5^dC in mtDNA (**b**) and total cellular DNA (**c**) from liver tissues. Top and bottom panels show extracted mass chromatograms for proton adducts of dC (*m/z* 228) and m^5^dC (*m/z* 242), respectively. Numbers near the peaks indicate retention times. Due to low abundance of mtDNA, results from total cellular DNA effectively represent the state of nuclear DNA. Two independent preparations were analysed once for mtDNA and twice for nuclear DNA. Mean m^5^dC/dC percentages were calculated for mtDNA and nuclear DNA.

## Discussion

In this study we aimed at investigating mtDNA with unprecedented thoroughness and providing a set of solid data that enable us to make a proposition on mammalian mtDNA methylation. To this end, we employed three contrasting experimental principles to detect 5mC; namely, bisulfite sequencing, McrBC cleavage assays and LC/MS.

A crucial point of our experiment design in next-generation bisulfite sequencing was parallel analyses of PCR-generated mtDNA, which has no 5mC. Under the conditions where bisulfite conversion of λDNA^−mC^ was sufficient, about 30% of reads that were mapped to mtDNA L strands were completely unconverted. Because experiments with synthetic and native mtDNA both showed such phenomena, we excluded reads in which ≥90% of cytosines were unconverted from subsequent analyses. Even after the exclusion, a fraction of unconverted cytosines was still present in synthetic mtDNA and control λDNA, which is appreciated with the results that overall conversion rates of synthetic mtDNA and λDNA^−mC^ did not reach 100%. Considering these observations and comparing results from native mtDNA and those from synthetic mtDNA, it is reasonable to conceive that cytosines which were not converted in native mtDNA were not methylated but likely escaped from bisulfite conversion reaction as were the cases with synthetic mtDNA and λDNA^−mC^. Hence, parallel analyses of control DNAs, not only λDNA^−mC^ but also synthetic mtDNA, are critical to interpretations of data from bisulfite sequencing analyses of mtDNA. In addition, experiences in the ‘wet’ experiments could be related to the ‘dry’ analysis results that ESC mtDNA in published WGBS data gave strong signatures of L strand-specific methylation (unconversion). Collectively, the present bisulfite sequencing data suggested that mitochondria lack cytosine methylation, or that mtDNA contains 5mC in a non position-specific manner and levels of 5mC at each cytosine site are below the accredit detection sensitivity of our bisulfite sequencing methods.

Analysis of reads with unconverted cytosine levels of ≥90% after 1 h incubation with bisulfite revealed several mtDNA positions in which coverage numbers of cytosines from the reads are rather high, and these were located in the protein-coding genes (e.g. *ND2*, *ND5* and *ND6*). 

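After 60 min, the mean L-strand unconversion rate of native mtDNA was 80.72% ± 6.33 in ND2 (nt 3914 to 4951), 52.92% ± 6.29 in ND5 (nt 11742 to 13565) and 99.50% ± 0.21 in ND6 (nt 13552 to 14070), each as the SD over n = 7 preparations. Synthetic mtDNA had 68.72, 45.09 and 99.52% in these genes. For comparison, native mtDNA had 37.41% ± 14.68 in the cytochrome b gene (nt 14145 to 15288) and 14.04% ± 5.58 in the control region, where synthetic mtDNA had 28.64 and 24.03%. On the L strand, 7 of 7 native preparations were above synthetic mtDNA in ND2, in ND5 and in the cytochrome b gene. In ND6 it was 4 of 7, and in the control region 1 of 7. H-strand means in ND2, ND5 and ND6 were 0.47% ± 0.10, 0.44% ± 0.08 and 0.22% ± 0.09 in native mtDNA. Synthetic mtDNA had 0.44, 0.33 and 0.23%, with 5, 7 and 3 of 7 preparations above it. Pooled over sites instead of averaged, the L-strand rates were 93.49% in ND2, 71.78% in ND5 and 99.53% in ND6.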

Because these phenomena were common to synthetic and native mtDNA, they may reflect DNA structures induced after denaturation of L and H strands of (BglII-digested) genome-length linear mtDNA, local sequences of L strands of such mtDNAs or specific experiment conditions of our study.

McrBC cleavage assays involve detection of bands of linearised full-length mtDNA with Southern hybridisation, and single cuts of linear mtDNA by McrBC will reduce band intensities. Previous studies proposed that two RmC sites that can be spaced more than 1 kb apart are required for the cleavage of DNA by McrBC^30,37,38^. In our assays, mtDNA bands were not affected by treatments of the enzyme. We also analysed mtDNA by LC/MS. Because sample preparation requires digestion of DNA into mononucleosides, LC/MS data are not supported by sequence information and trace levels of nuclear DNA contamination in mtDNA fractions would influence 5mC determinations. Therefore, we purified mtDNA from liver samples using multiple steps and 5mC nucleoside was detected from mtDNA preparations. Although 5mC levels were fairly low, they corresponded to 24 residues of 5mC per mtDNA molecule. Given that 46% of cytosines are preceded by purines (R) in mouse mtDNA, 11 5 mC residues should follow purine residues (24 residues × 0.46), and this number is equivalent to a single 5mC residue for every 1.5 kbp of mtDNA. Taken together, McrBC assays and LC/MS analyses suggest the following scenarios: [1] If most 5mCs in mtDNA are not preceded by purines, the number of 5mCs that can be used for cleavage of mtDNA by McrBC is considerably less than 11 per molecule of mtDNA, and thus it might have been difficult to observe reductions of mtDNA bands in cleavage assays. In this case, 5mC detected in LC/MS investigation would be derived genuinely from mouse liver mtDNA. A possibility could then be that DNMT1, DNMT3A or DNMT3B is imported into mitochondria to methylate cytosine residues. However, mitochondrial localisation of DNMTs remains controversial^29^. [2] LC/MS detection of 5mC from liver mtDNA may entirely or partly reflect the presence of trace contaminations with nuclear DNA in mtDNA preparations, despite our extensive purification procedures. Because the mass of mtDNA is less than 1% of that of nuclear DNA, it would be difficult to completely remove nuclear DNA from mtDNA preparations, and 5mC levels in liver mtDNA from LC/MS analyses (0.3–0.5%) would be an overestimation. This idea seems to fit with the results that bisulfite sequencing did not reveal any location where mtDNA methylation occurs and that mtDNA band intensities were not significantly reduced after McrBC treatments. [3] It is possible that both of these scenarios contribute to the present data. In any scenario, with the conclusions of our bisulfite sequencing analyses, such low levels of 5mC (at the most 0.3–0.5% of unmodified cytosine) are unlikely to play a role in mtDNA gene expression or mitochondrial metabolism.

Hong *et al*.^26^ studied methylation of mtDNA in human cells using bisulfite sequencing as the sole method of their analyses and proposed that cytosine methylation is effectively absent in mtDNA. Herein, we investigated mtDNA of mouse ESCs, liver and brain using bisulfite sequencing, McrBC digestion assays and LC/MS, and reached our conclusions. Furthermore, our careful application of bisulfite sequencing to mtDNA indicated difficulty in obtaining true/accurate information on mtDNA methylation with this method. Appropriate controls are essential for monitoring of bisulfite conversions and the ensuring data analyses. These were internal control DNA that was spiked into sample solutions (λDNA^−mC^ in this study) and an authentic methylation-free DNA that carries the mtDNA sequence (synthetic mtDNA). In the absence of these controls, the validity of bisulfite sequencing results should be interrogated carefully, particularly because failures of conversion of unmodified cytosines are considered indicative of methylation. Mechta *et al*.^40^ also performed bisulfite sequencing using a next-generation sequencer and discussed concern about mtDNA methylation analysis with bisulfite sequencing methods.

A recent bisulfite sequencing study of the CR of mtDNA reported 100% methylation of numerous cytosines at CG and non-CG sites of L strands^21^. The absence of unconverted cytosines in PCR products with mtDNA sequences was considered as the ground for efficient bisulfite conversion of native mtDNA. We suggest that because their control PCR products were only a few hundred bp long, short fragments with mtDNA sequences were bisulfite-converted, whereas L strands (of the CR) of native mtDNA, which is 16.3 kbp, may not have been converted efficiently. Another recent study^24^ also examined the CR and the cytochrome *c* oxidase subunit I coding region of mtDNA using bisulfite sequencing, and suggested that cytosines at both CG and non-CG sites in H and L strands were strongly methylated, with average methylation levels of ca. 20%–40%. However, because it appears that the study neither had spiked control DNA in sample solutions nor performed parallel experiments with control DNA having the corresponding mtDNA sequence, whether or not mtDNA was completely bisulfite-converted was not adequately examined. Infantino *et al*.^15^ proposed that 25% of cytosines in mtDNA were modified into 5mCs from mass spectrometric analysis. This is a rather high level, as even in nuclear DNA only several percent of cytosines is methylated. Also, if 5mC residues were present at such a high frequency, all of the present experiments should have detected substantial methylation. Shock *et al*.^16^ performed immunoprecipitation of sheared mtDNA using anti-5mC antibodies and suggested the presence of 5mC in mtDNA with qPCR amplification of precipitated fragments, although one cannot know the actual levels of methylation they detected from their description. Moreover, because their immunoprecipitation was not combined with bisulfite sequencing analyses^16^, it is possible that their observations were stemmed from weak non-specific binding of antibodies to unmodified cytosines when the sample DNA contains no or extremely few 5mC.

In summary, our data suggest that 5mC is not present at any specific position(s) in mtDNA and that levels of the methylated cytosines are very low, provided the modification occurs. In addition, we revealed alarming aspects of bisulfite sequencing upon applying to mtDNA. We infer that these features make investigations of mtDNA unexpectedly complex and thus have produced current controversies regarding the methylation of mtDNA^29^, despite the considerable research efforts of the past 4 decades^7–26,40–43^. Although it remains possible that mtDNA is methylated to the extent of nuclear DNA under as yet uncharacterised conditions, we provide accurate estimation of 5mC in mammalian mtDNA and hope that our data resolve current controversies among studies of mtDNA methylation.

## Methods

### Analysis of published WGBS data

WGBS data were obtained from public depositories and nucleotides with phred scores below 20 were trimmed from WGBS reads using Perl script. The resulting reads were aligned to reference genome sequences of mouse (mm10) or human (hg19) and reference mtDNA sequences of mouse (NC_005089.1) or human (NC_001807.4) using Bismark alignment software (version 0.14.0)^35^. Several WGBS datasets used in this study were produced from DNA libraries that were generated using the PBAT method^34^. Alignments of these WGBS data were performed in Bismark using the option “--pbat”. Reads that were not mapped to nuclear DNA but were to mtDNA reference sequences were then extracted. Subsequently, reads whose averaged methylation levels of all cytosines in non-CG sequence (non-CG methylation levels) were ≥0.7 as well as whose strand contained an G to A substitution were discarded. The retained reads were used to calculate methylation/unconversion levels of each cytosine site of mtDNA with coverage (read depth) of ≥10 using the following formula: the number of methylated reads / the number of methylated and unmethylated reads, and then average methylated/unconverted cytosine levels in mtDNA were obtained. Methylation levels of nuclear DNA were calculated using reads that were aligned to nuclear DNA reference sequences using the same conditions for mtDNA analysis.

### Cell culture and mice

Wild-type ESCs (E14) were cultured on feeder cells in 2i-LIF medium consisting of Neurobasal Medium (Life Technologies), DMEM/Ham’s F-12 medium (Wako Pure Chemical Industries), 1.9 mM glutamine (Nacalai tesque), N-2 (GIBCO), B-27 (GIBCO), penicillin-streptmycin, leukemia inhibitory factor (LIF) and two inhibitors (2i); GSK-3β inhibitor CHIR99021 and MEK inhibitor PD0325901. Medium was changed daily and cells were subcultured by trypsinisation every 2–3 days. Feeder cells were generated using X-ray irradiation of mouse STO fibroblast cells. TKO ESCs lacking in DNMT1, DNMT3A and DNMT3B (*Dnmt1*-/- *Dnmt3a*-/- *Dnmt3b*-/-)^44^ were cultured on Matrigel matrix (Corning) in the same medium described above. To avoid contamination of TKO ESC preparations with cells expressing DNMTs, feeder cells were not used for TKO ESC cultures. E14 ESCs, TKO ESCs and STO cells were kind gifts from Dr. H. Koseki (RIKEN), Dr. M. Okano (Kumamoto Univ.) and Prof. K. Hayashi (Kyushu Univ.), respectively. Liver and brain samples were obtained from wild-type C57BL/6 J mice in accordance with the guidelines of and with approval of the animal ethics committee of Kyushu University Graduate School of Medicine, Japan and liver samples from wild-type ICR mice were purchased from Kyudo Co. Ltd. (Saga, Japan).

### Preparation of mitochondria

Mitochondria were prepared as described previously^45^ with modifications. Typically, ESCs were harvested at room temperature from 25 9 cm culture dishes for a single preparation, or fresh mouse liver and brain tissues were minced well using scissors in a cold room. Where appropriate, the following procedures were performed at 4 °C or on ice. Samples were then homogenised in H buffer (225 mM mannitol, 75 mM sucrose, 10 mM Hepes-NaOH, 2 mM EDTA and 2-mercaptoethanol) using a Teflon homogeniser. Homogenates were centrifuged at 900/600 g (ESCs/tissue) to precipitate nuclei and undisrupted cells (P1). Supernatants were then centrifuged and the resulting supernatants were collected (S1). P1 pellets were resuspended in H buffer and were centrifuged at 900/600 g (ESCs/tissue) and supernatants were collected (S2). S1 and S2 supernatants were then mixed and centrifuged at 12,000/5,000 g (ESCs/tissue) and precipitates were resuspended in H buffer and centrifuged again. This step was repeated once for tissue samples, and crude mitochondria were obtained as precipitates, were resuspended in a small volume of H buffer and were then subjected to sucrose density step gradient (1 M/1.5 M) centrifugation at 15,700 rpm using a SW41 Ti rotor (Beckman Coulter). Purified mitochondria between the two layers of sucrose solution were recovered and centrifuged at 12,000 g and the resulting sucrose density gradient centrifugation (SDGC)-purified mitochondrial pellets were resuspended in E buffer (225 mM mannitol, 75 mM sucrose, 10 mM Hepes-NaOH) with 1 M KCl, and were then centrifuged again. To eliminate nuclear contaminants, 5 mg/ml mitochondria in E buffer with 2 mM MgCl_2_ were incubated with 50 units/ml Benzonase (Merck) at 30 °C for 15 min, followed by addition of 2.5 µg/ml trypsin and further incubation for 15 min. Enzyme reactions were terminated by adding equal volumes of stop buffer (E buffer with 25 mM EDTA and a proteinase inhibitor cocktail), and the mitochondria were then recovered as precipitates by centrifugation. Mitochondrial pellets were then resuspended and centrifuged three times in fresh aliquots of stop buffer to produce ‘nuclease-treated’ mitochondria (N-Mito).

### Western blot analysis

Protein lysates prepared from whole cells or mitochondria were electrophoresed on SDS-polyacrylamide gels and were blotted onto PVDF membranes (Millipore). Proteins were detected using the following primary antibodies: anti-histone H3 (Cell Signaling Technology #4499), anti-Fp70 (ThrmoFisher Scientific #459200), anti-p32/gC1qR^46^ and anti-TFAM^46^. Secondary antibodies used were HRP conjugates. Protein bands were detected using commercial detection kits and an ImageQuant LAS4000 instrument (GE Healthcare).

### Preparation of mtNA

N-Mito prepared from ESCs and tissues were lysed with Lysis buffer [75 mM NaCl, 50 mM EDTA (pH 8), 10 mM Hepes-NaOH (pH 7.2), 1% SDS and 0.2 mg/ml Proteinase K] and lysates were incubated at 50 °C for 30 min. mtNA was then extracted sequentially with phenol and chloroform/isoamyl-alcohol (CI) and was precipitated with 2-propanol. mtNA pellets were then rinsed in 70% ethanol, and were air-dried and dissolved in 10 mM Hepes-NaOH (pH 7.2) or H_2_O. (The procedures of rinse and air-dry of pellets were followed where alcohol precipitation of nucleic acids was performed in sections below.)

### Bisulfite sequencing of mtDNA by cycle sequencing

Three independent preparations of mtNA from N-Mito of E14 ESCs (ESC preps. i−iii in Fig. 1) were incubated with the restriction enzyme DraI to cleave mtDNA at several sites (Supplementary Fig. S2a). Samples were then subjected to sequential extraction using phenol and CI and ethanol precipitation. Bisulfite conversion was performed as previously described^47,48^ with modifications. Fifty ng of mtNA samples containing DraI-digested mtDNA were mixed with 100 ng of unmethylated lambda DNA (λDNA^−mC^) (Promega) and were then denatured by heating at 90 °C for 3 min in 10 mM Hepes-NaOH (pH 7.2) and 2 mM EDTA (pH 8) in 11.25 µl. Subsequently, 137.5 µl aliquots of 10 M bisulfite solution mixed with 1.25 µl aliquots of 3 N NaOH were added to the denatured samples, and bisulfite conversion reactions were performed at 70 °C for 1 h. (Our original protocol^47,48^ denatures DNA using NaOH. Thus, NaOH solution was added to bisulfite solution prior to conversion reactions to faithfully apply the conditions of bisulfite conversion in the original protocol.) The resulting nucleic acid samples were further processed to complete the bisulfite conversion reactions using EZ DNA methylation kit (Zymo Research); the samples were applied to columns, were treated with M-desulphonation buffer and were eluted with H_2_O.

A part of the cyt*b* gene from bisulfite-treated mtDNA was strand-specifically amplified using TaKaRa Ex Taq DNA polymerase (TaKaRa) with the following PCR primer pairs (Y = C and T; R = A and G): 5′-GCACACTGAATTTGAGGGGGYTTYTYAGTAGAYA-3′ and 5′-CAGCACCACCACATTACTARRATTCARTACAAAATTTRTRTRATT-3′, and 5′-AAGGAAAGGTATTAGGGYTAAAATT-3′ and 5′-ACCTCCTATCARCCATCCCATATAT-3′, which amplified nucleotides (nt) 14,632–15,130 of the L strand and 15,065–14,587 of the H strand in the cyt*b* gene, respectively. Underlined nucleotides are tails for second PCR (see below) and do not correspond to mtDNA sequences. Because cytosine positions in mtDNA could be occupied by either modified or unmodified cytosines, nucleotides in the PCR primers corresponding to C in mtDNA were randomised with Y in the sense primers to the corresponding strands and with R in the anti-sense primers so that the primers could hybridise to the target regions of the specified strands and the PCR-synthesised complementary strands with all possible patterns of cytosine methylation. A region in the converted λDNA^−mC^ was amplified using the primer pair of 5′-GGGTGATTTTTATTAAAGGGGTATT-3′ and 5′-TACACCATCCTCTTCCTACAAACTC-3′^49^. Primers were designed to amplify the region from nt 2,164 to 2,576 (GenBank accession: NC_001416.1) of bisulfite-converted λDNA^−mC^. PCR was conducted with 20 cycles of 95 °C for 30 s, 60 °C–50.5 °C (−0.5 °C/cycle) for 30 s and 72 °C for 2 min (touch-down PCR), followed by 15 cycles of 95 °C for 30 s, 50 °C for 30 s and 72 °C for 30 s and the final extension at 72 °C for 10 min^49^. PCR-amplified DNA fragments from H strands and λDNA^−mC^ were gel-purified. In the case of L strand, PCR-amplified fragments were purified using AmpureXP (Beckman Coulter) and second PCR was performed using the purified fragments as templates and the primer pair 5′- GCACACTGAATTTGAGGG-3′ and 5′-CAGCACCACCACATTAC-3′ with 4 cycles of 98 °C for 10 s, 54 °C for 30 s and 72 °C for 1 min, and the resulting fragments were then gel-purified. Gel-purified fragments derived from H strands, L strands and λDNA^−mC^ were ligated into pGEM-T Easy vectors (Promega) and plasmids were transformed into competent *E. coli* cells. Colonies were then picked up and inserted fragments were examined. Those with expected lengths after gel electrophoresis were sequenced using cycle sequencing. Insert sequences were then aligned with reference sequences using ATGC Sequence Assembly Software (GENETYX Inc., Japan) and the methylation status of mtDNA was analysed using the QUMA programme^50^.

### Bisulfite sequencing of mtDNA using next-generation sequencing

mtNAs from E14 ESCs and liver and brain tissues were treated with the restriction enzyme BglII to linearise mtDNA with a single cut at nt 15,338, followed by sequential extraction using phenol and CI and ethanol precipitation. Synthetic mtDNA mimicking the BglII-digested native mtDNA (Supplementary Fig. S2a) was generated using PCR with standard dNTP and the primers 5′-CTCTTCTCAAGACATCAAGAAGAAGGAGC-3′ and 5′-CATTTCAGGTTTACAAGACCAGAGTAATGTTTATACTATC-3′. PCR products were gel-purified and the resulting synthetic mtDNA was 16,291 bp long spanning from nt 15,342 to 15,333 and was free from 5mC.

Three independent preparations of ESC mtNA, two independent preparations of liver mtNA, two independent preparations of brain mtNA (all treated with BglII) and a preparation of synthetic mtDNA were spiked with λDNA^−mC^ and were then subjected to the bisulfite conversion steps as described above with the indicated duration of bisulfite conversion (Table 1). Twenty-four samples were individually bisulfite-converted (Table 1) and were then subjected to library production using the PBAT method^34,51^. For each sample, first strand synthesis was performed using Klenow Fragment (3′ → 5′ exo-) (New England Biolabs) with Bio-PEA2-N4 (5′-biotin-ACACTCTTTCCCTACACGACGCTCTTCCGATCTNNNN -3′). Biotinylated fragments were then captured using Dynabeads M-280 Streptavidin (Life Technologies) and second strands were synthesised from captured fragments using Klenow Fragment (3′ → 5′ exo-) with PBAT-PE-iX-N4 (5′-CAAGCAGAAGACGGCATACGAGATXXXXXXGTAAAACGACGGCCAGCAGGAAACAGCTATGACNNNN-3′). Twenty-four different PBAT-PE-iX-N4 containing specific six-nucleotide index sequences (XXXXXX)^51^ were used to be compatible with subsequent multiplex sequencing. After removal of the first strand, the second strand was double-stranded using Phusion Hot Start II DNA Polymerase (Thermo Fisher Scientific) with Primer-3 (5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′). DNA concentrations of the generated libraries were estimated using a KAPA Library Quantification kit (KAPA Biosystems). Because the concentrations of these libraries were less than 2 nM, as required for sequencing, the libraries were amplified modestly using PCR as follows. To normalise the effects of PCR on individual libraries, DNA concentrations were adjusted to the lowest of the 24 libraries and library amplification was performed with 15 cycles of PCR using the primer pair 5′-AATGATACGGCGACCACCGA-3′ and 5′-CAAGCAGAAGACGGCATACGA-3′. After amplification, all libraries were >2 nM and ran on an agarose gel as smears of 300–650 bp, confirming proper size distributions of DNA fragments in the libraries (Supplementary Fig. S2b). Finally, all amplified PBAT libraries were adjusted to 2 nM and were mixed in equal volumes. The mixture was then processed as described previously^34^ and was subjected to 50-bp paired-end sequencing on a MiSeq (Illumina) with PhiX Control kit v3 (Illumina). First reads were used for mapping and methylation analyses. After adaptor sequences and low-quality nucleotides were removed using TrimGalore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), the reads were mapped to the mouse mtDNA (chrM, mm10) using Bismark^35^ with default parameters and the “--pbat” option. Output data (bismark_bt2.txt files) were further processed using Perl scripts to analyse methylation (unconversion) states of cytosine residues.

### Preparation of model DNA fragments with or without 5mC

Model DNA fragments with a part of mouse mtDNA sequence from nt 16,033 to 15,510 were generated using PCR with dATP, dGTP, dTTP and dCTP or 5-methyl-dCTP (Zymo Research), TaKaRa EX Taq (TaKaRa) and the primers 5′-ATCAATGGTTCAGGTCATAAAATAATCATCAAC-3′ and 5′-GCCTTAGGTGATTGGGTTTTGC-3′. PCR products were then purified from agarose gels using QIAquick Gel Extraction Kit (Qiagen), were extracted sequentially with phenol and CI and were alcohol-precipitated.

### McrBC treatments and Southern hybridisation

mtNA was treated with the restriction enzyme BlpI, which cleaves mouse mtDNA once, followed by treatment with Proteinase K, extraction with phenol and CI and alcohol precipitation. Samples were then incubated with 10 units of McrBC (New England Biolabs) in the buffer provided by the company in the presence or absence of 1 mM GTP in 20 µl reaction volumes at 37 °C for 4 h. Reaction mixtures were then treated with Proteinase K and were electrophoresed in agarose gels, and the gels were processed for Southern hybridisation and blotted onto Zeta-Probe Membranes (Bio-Rad Laboratories). After fixation of blotted DNA using UV cross-linking, Southern hybridisation was performed using radiolabelled probes as described previously^45^ with minor modifications. Membranes were then exposed to phosphorimaging plates and bands were visualised and quantified using a Typhoon FLA9500 instrument (GE Healthcare). DNA probes were radiolabeled using Random Primer DNA Labeling Kit Ver.2 (TaKaRa) and [α-^32^P] dCTP (3000 Ci/mmol) (PerkinElmer) using PCR fragments of mouse mtDNA spanning nt 16,033–15,510.

### Purification of mtDNA and LC/MS analysis

Purified mtNA from N-Mito was treated with the restriction enzyme EcoRV to generate two mtDNA fragments of 9.5 kb and 6.8 kb. RNase T1 was added to the reaction mixture to degrade mitochondrial RNA. The reaction was terminated by sequential extraction of nucleic acids using phenol and CI, and mtDNA was precipitated with 2-propanol. Samples were then electrophoresed in agarose gels and mtDNA was visualised using ethidium bromide. Gels containing mtDNA were then excised and mtDNA was extracted using QIAquick Gel Extraction Kit (Qiagen) according to the manufacturer’s instructions, and was then ethanol precipitated.

LC/MS analysis of nucleosides was performed as described previously^52^ with some modifications. Purified mtDNA was enzymatically digested into mononucleosides as follows. mtDNA was first treated with 0.1 units of nuclease P1 (Wako Pure Chemical Industries) in 50 mM ammonium acetate (pH 7.3) at 37 °C for 1 h. Subsequently, 0.17 units of phosphodiesterase I (Worthington Biochemical Corporation) and 50 mM ammonium bicarbonate were added to reaction mixtures, followed by 1 h incubation at 37 °C. Finally, 0.1 units of bacterial alkaline phosphatase (*E.coli* C75) (TaKaRa) were added to reaction mixtures and they were incubated at 37 °C for 1 h. The resulting digests were then evaporated, were dissolved into 90% acetonitrile/ 10% H_2_O and were applied to a Q Exactive mass spectrometer (Thermo Fisher Scientific) equipped with an ESI source and an Ultimate 3000 liquid chromatography system (Thermo Fisher Scientific). Nucleosides were separated using a ZIC-cHILIC column (2.1 mm × 150 mm, Merck Millipore) with 5 mM ammonium acetate (pH 5.3) (solvent A) and acetonitrile (solvent B) at a flow rate of 0.1 ml/min in a linear gradient of 90–50% B from 0 to 30 min. Serial dilutions of authentic deoxycytidine (dC) (Wako Pure Chemical Industries) and 5-methyldeoxycytidine (m^5^dC) (Tokyo Chemical Industry) were used to generate standard curves and relative ionisation efficiencies of nucleosides were calculated. The quantities of dC and m^5^dC from mtDNA samples were then estimated using these standard curves. In addition, we analysed nucleoside contents of the nuclear DNA by subjecting total cellular nucleic acid (total NA) to LC/MS analyses.

### Data Availability

Data that support this study are deposited in Gene Expression Omnibus under the accession number GSE104104.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Accurate estimation of 5-methylcytosine in mammalian mitochondrial DNA
**Source:** Sci Rep. 2018 Apr 11;8:5801. doi: 10.1038/s41598-018-24251-z
**Supplement:** Supplementary file 1 — Supplementary Information

# **Accurate estimation of 5-methylcytosine in mammalian mitochondrial DNA**

Shigeru Matsuda, Takehiro Yasukawa, Yuriko Sakaguchi, Kenji Ichiyanagi, Motoko Unoki, Kazuhito Gotoh, Kei Fukuda, Hiroyuki Sasaki, Tsutomu Suzuki and Dongchon Kang

## **\* SUPPLEMENTARY INFORMATION \***

### **Legends for Supplementary Figures**

#### **Supplementary Figure S1. Analysis of mtDNA reads in published whole genome bisulfite sequencing (WGBS) datasets**

From published WGBS metadata, reads that were derived from mtDNA were extracted and aligned as described in the Methods section. Average cytosine unconversion rates in CG, CHG and CHH sequences (H = A, G and T) of mtDNA L strands (**a**) and H strands (**b**) of indicated mouse samples are shown as bar graphs. WGBS datasets used were SRX209455 for liver, SRX209452 for heart, SRX209454 for kidney, SRX209451 for cortex, SRX209449 for cerebellum, SRX210604, SRX210603 and SRX210602 for ESC (2i), SRX210599, SRX210600 and SRX210601 for ESC\_1 and GSE30202 for ESC\_2. According to literature (see References for Supplementary Table S1), ESC (2i) were cultured in 2i-LIF medium and were maintained in the ground state, and ESC\_1 and ESC\_2 were cultured in Serum-LIF medium and were maintained in the primed state. Superscript numbers in parentheses at shoulders of sample names correspond to those shown on the first line of Supplementary Table S1.

#### **Supplementary Figure S2. Data analysis of next-generation bisulfite sequencing of mtDNA**

(a) Schematic drawing of mouse mtDNA with key information for this study. 

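The L strand of the reference sequence of 16299 bp holds 3976 cytosines (24.4% of its bases) and 2013 guanines (12.4%), so the H strand has 2013 cytosines. Both strands together have 5989 cytosines, of which 287 per strand are in CG sequences. The files analysed here list 3890 L-strand and 1939 H-strand cytosines, 277 of them per strand in CG sequences.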

The black circle represents mouse mtDNA (16,299 bp). Black arrows point to the positions of indicated mtDNA nucleotide numbers. The thick cyan line shows the control region (CR). Black and grey arrowheads

indicate restriction sites of BglII (1 site) and DraI (9 sites), respectively. 

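A search of the reference sequence found the BglII motif AGATCT at 1 position, nt 15335 to 15340, in the tRNA gene for threonine. The DraI motif TTTAAA was found at 9 positions, starting at nt 1476, 3041, 3894, 5274, 9818, 11009, 11651, 13196 and 14175. The last of these lies in the cytochrome b gene.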

The magenta line outside the mtDNA black circle indicates the position that was analysed using cycle sequencing-based bisulfite sequencing (Figure 1). 

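By the paper's coordinates, the fragment does not contain the H-strand cytosine inside the BglII site. At this cytosine the 4 synthetic libraries had 7 reads in all, from 0 to 3 per library, and the 20 native libraries had 699 reads. Relative to the median coverage of the H-strand cytosines within 30 nt, the coverage was 0 to 6.5% in the synthetic libraries and 8.1 to 84.0% in the native libraries.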

The yellow line inside the black circle indicates the linear fragment of synthetic mtDNA (16,291 bp) used as the methylated cytosine-free mtDNA mimicking BglII-digested mtDNA.

**(b)** Confirmation of DNA libraries for Illumina Miseq analysis. Samples that were subjected to library generation were three independent preparations of ESC mtNA (E1, E2 and E3), two independent preparations of liver mtNA (L1 and L2), two independent preparations of brain mtNA (B1 and B2) and a preparation of synthetic mtDNA (S1). Bisulfite conversions were performed for 5, 15, 40, 60 and 90 min (5, 15, 40, 60 and 90). Fractions from the 24 libraries were individually electrophoresed in an agarose gel and were stained with Sybr Green I (top). Yellow dotted lines on the image indicate 300 bp and 650 bp positions. M indicates DNA size markers. Concentrations (DNA conc.) of the libraries are shown as a bar graph (bottom). The numbers above the gel image and below the X axis of the graph correspond to index numbers of PBAT-PE-iX-N4 (see Table 1 and Methods in the main text).

**(c,d)** Numbers of uniquely mapped reads (DNA fragments) obtained from Miseq analysis. Reads were sorted to corresponding samples according to index sequences and to the strands from which they were derived; **(c)** mtDNA L strands (L) and H strands (H) and **(d)**  $\lambda$ DNA<sup>-mC</sup> plus strands (p) and minus strands (m). Grey bars indicate numbers of all reads sorted to each category and black bars indicate numbers of reads with cytosine unconversion rates of < 90% (i.e., if a read contains 10 cytosines and 9 or all of them were unconverted, it was included in a grey bar but not in a black bar). Only numbers of reads from mtDNA L strands showed substantial differences between black and grey bars. A possible reason for the phenomenon is explained in the main text (Page 6, bottom line and Page 7, first line). Another possibility could be that if ‘second round’ first strand synthesis fortuitously occurred on first strand synthesis products that were synthesised with H strand fragments during the first strand synthesis step of library production, reads generated from the second round product would be considered to have DNA sequences complementary to the bisulfite-converted H strand. If the H strand fragment contained no cytosine, reads from the second round product will have no G:A mismatch against the reference L strand and would hence be aligned to the L strand. G in such a H strand fragment will be considered as an unconverted cytosine in the reads generated from the second round product.

Two hundred ng of either mtNA or synthetic mtDNA was mixed with 2 ng  $\lambda$ DNA<sup>-mC</sup> for deep sequencing. Hence, the relative ratio of synthetic mtDNA to  $\lambda$ DNA<sup>-mC</sup> was significantly higher than that of native mtDNA to  $\lambda$ DNA<sup>-mC</sup>, as mtNA contains mtDNA and mitochondrial RNAs (rRNA,

tRNA and mRNA). Because proportions of numbers of reads reflect ratios of mtDNA and  $\lambda$ DNA<sup>-mC</sup> contents, it was reasonable that read numbers of  $\lambda$ DNA<sup>-mC</sup> in synthetic mtDNA samples were low.

(e,f) Heat map presentation of reads acquired from deep sequencing. Refer to the legend for Figure 2 for details.

**Supplementary Figure S3. Data analysis of next-generation bisulfite sequencing after exclusion of reads with cytosine unconversion rates of  $\geq 90\%$**

(a–c) Rates of cytosine unconversion at cytosine sites where coverage was  $\geq 10$  in whole mtDNA (a),  $\lambda$ DNA<sup>-mC</sup> mixed as an internal control (b) and the CR of mtDNA (nucleotides 15,423–16,034) (c) were plotted according to nucleotide numbers (X axis) and percentage unconversion rates (Y axis). Plots for L strands of mtDNA and plus strands of  $\lambda$ DNA<sup>-mC</sup> are shown above X axes with percentage unconversion rates increasing upwards, and H strands and minus strands below X axes with percentage unconversion rates increasing downwards.

(d–f) Numbers of cytosine sites with  $\geq 10$  coverage; mtDNA (d),  $\lambda$ DNA<sup>-mC</sup> (e) and the CR (f). Numbers from L (or plus) strands and H (or minus) strands are shown separately as orange and blue bars for each sample. These data were produced after exclusion of reads with cytosine unconversion rates of  $\geq 90\%$ . Numbers of total cytosine sites in the strands are shown (total number) at the right end of the graphs.

(g,h) From nucleotide (nt) 1 to 16,299, mtDNA was divided into 32, 500 bp non-overlapping windows and a 299 bp window (window [1]; nt 1–500, window [2]; nt 501–1,000, ..., window [32]; nt 15,501–16,000 and window [33]; nt 16,001–16,299). Analysed were native and synthetic mtDNA that were subjected to 40 and 60 min incubation with bisulfite. Means of cytosine unconversion rates at cytosine sites with coverage of  $\geq 10$  were calculated with distinctions of L strands (g) and H strands (h) for each sample in each window, and means are shown in bar graphs. Where no bar is shown, the averaged unconversion rate was 0%. Where bars are shown below the baseline, unconversion rates in windows of the corresponding samples were not obtained because no cytosine in the sample in the window gave unconversion rate.

(i, j) Comparison of standard deviations (SD) of cytosine unconversion rates in L and H strands of whole mtDNA (i) and the CR (j). Average cytosine unconversion rates are presented in Figure 3d,f. Orange and blue bars show SD of cytosine unconversion rates in L and H strands, respectively. 

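The SD of unconversion rates over covered sites was higher on the L strand than on the H strand in 24 of 24 libraries, with ratios between 3.43 and 47.73. In the control region after 60 min, the L-strand SD ranged from 23.67 percentage points in E2_60 to 42.55 in B2_60, and the H-strand SD from 0.43 in S1_60 to 0.85 in E3_60. Ratios of the strands in that region lay between 32.36 and 78.59 over the 8 libraries. The values come from all reads, including those with at least 90% unconverted cytosines.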

L strand showed larger deviations in all samples. Identity of samples is shown as abbreviation as in Supplementary Figure S2.

#### **Supplementary Figure S4. Analysis of reads that were resistant to bisulfite conversion in next-generation bisulfite sequencing**

(a) Numbers of reads from mtDNA with cytosine unconversion rates of  $\geq 90\%$ . Reads were sorted to corresponding samples according to index sequences.

(b,c) Distribution of cytosines in the reads with cytosine unconversion rates of  $\geq 90\%$ . Cytosine sites with coverage of  $> 10$  were plotted. X axis, nucleotide position; Y axis, coverage number (upwards, L strand; downwards, H strand). Nucleotide positions and a gene map of mouse mtDNA are shown as the linearised form in (b). Synthetic and native mtDNA gave similar patterns. Identity of samples is shown as abbreviation as in Supplementary Figure S2.

#### **Supplementary Figure S5. Western blot analysis of purified mitochondria**

Western blot analyses of total cell lysates (total lysates) and nuclease/protease-treated mitochondrial preparations (N-Mito) from mouse tissues and ESCs were performed using antibodies against Fp70 (a subunit of respiratory complex II localised in inner mitochondrial membrane), p32 (a mitochondrial matrix protein), TFAM (a mtDNA binding protein) and histone H3 (a nuclear DNA binding protein). Panels with histone H3\* are intensified or longer exposure images of the corresponding panels above. For wild-type ESCs, SDGC-purified mitochondrial fractions (SDGC-Mito) were also analysed. Data from liver samples presented in Figure 5 are shown for comparison. Full-length blots are shown in Supplementary Fig. S6c.

#### **Supplementary Figure S6.**

(a) EtBr-staining gel image corresponding to Fig. 4a. Major bands observed at the lower part of the gel (\*) are most likely to be cytoplasmic ribosomal RNAs (rRNAs) and transfer RNAs (tRNAs). M indicates DNA size markers.

(b) Southern hybridisation images corresponding to Fig. 4d. Migration positions of mtDNA in gels varies between the blots.

(c) Western blot images corresponding to Fig. 5b and Supplementary Fig. S5. Numbers at the right or left sides of the panels indicate approximate positions of protein size markers. Panels of brain samples are not accompanied by size markers because they were run on the same gels as liver samples.

(d) EtBr-staining gel images corresponding to Fig. 5c. Major bands observed at the lower part of the gel (\*) are most likely to be cytoplasmic rRNAs in the total NA lane and mitochondrial rRNAs and tRNAs in the mtNA lane. M indicates DNA size markers.

## References for Supplementary Table S1

- 1 Hon, G. C. *et al.* Epigenetic memory at embryonic enhancers identified in DNA methylation maps from adult mouse tissues. *Nature Genet.* **45**, 1198-1206 (2013).
- 2 Ficiz, G. *et al.* FGF signaling inhibition in ESCs drives rapid genome-wide demethylation to the epigenetic ground state of pluripotency. *Cell Stem Cell* **13**, 351-359 (2013).
- 3 Stadler, M. B. *et al.* DNA-binding factors shape the mouse methylome at distal regulatory regions. *Nature* **480**, 490-495 (2011).
- 4 Raddatz, G. *et al.* Dnmt2-dependent methylomes lack defined DNA methylation patterns. *Proc. Natl. Acad. Sci. U.S.A.* **110**, 8627-8631 (2013).
- 5 Shirane, K. *et al.* Mouse oocyte methylomes at base resolution reveal genome-wide accumulation of non-CpG methylation and role of DNA methyltransferases. *PLoS Genet.* **9**, e1003439; [10.1371/journal.pgen.1003439](https://doi.org/10.1371/journal.pgen.1003439) (2013).
- 6 Wang, L. *et al.* Programming and inheritance of parental DNA methylomes in mammals. *Cell* **157**, 979-991 (2014).
- 7 Kobayashi, H. *et al.* High-resolution DNA methylome analysis of primordial germ cells identifies gender-specific reprogramming in mice. *Genome Res.* **23**, 616-627 (2013).
- 8 UCSD Human Reference Epigenome Mapping Project (GSE16256).
- 9 Lister, R. *et al.* Human DNA methylomes at base resolution show widespread epigenomic differences. *Nature* **462**, 315-322 (2009).
- 10 Laurent, L. *et al.* Dynamic changes in the human methylome during differentiation. *Genome Res.* **20**, 320-331 (2010).

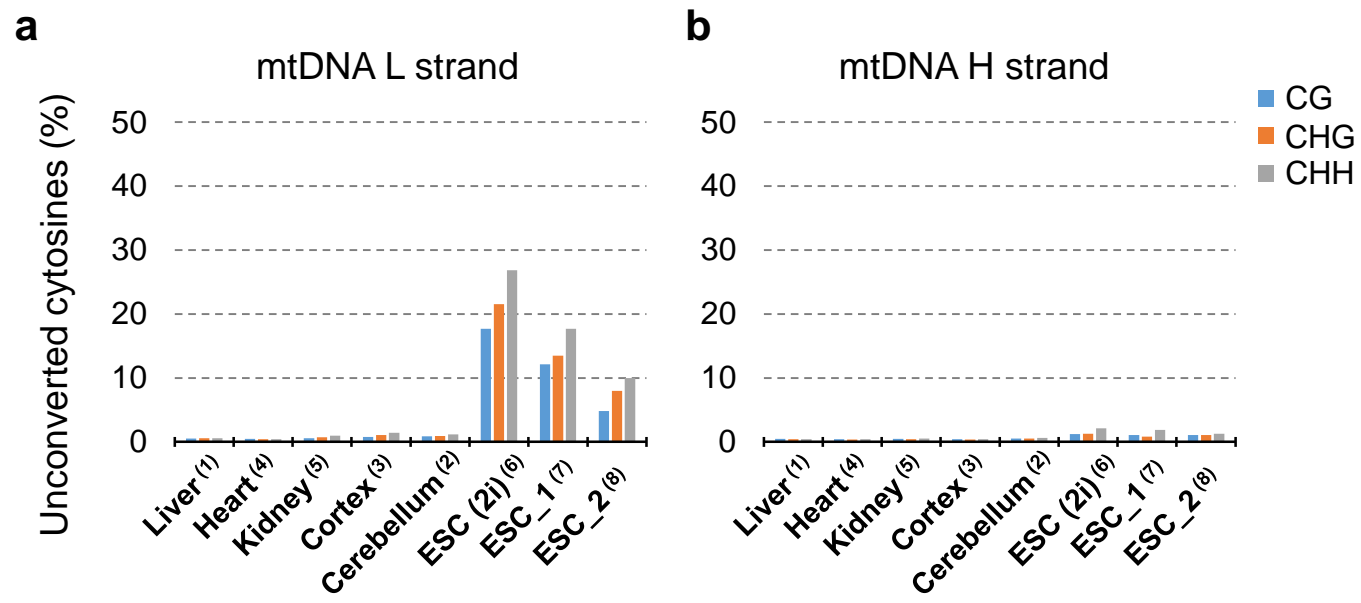

**Supplementary Figure S1**

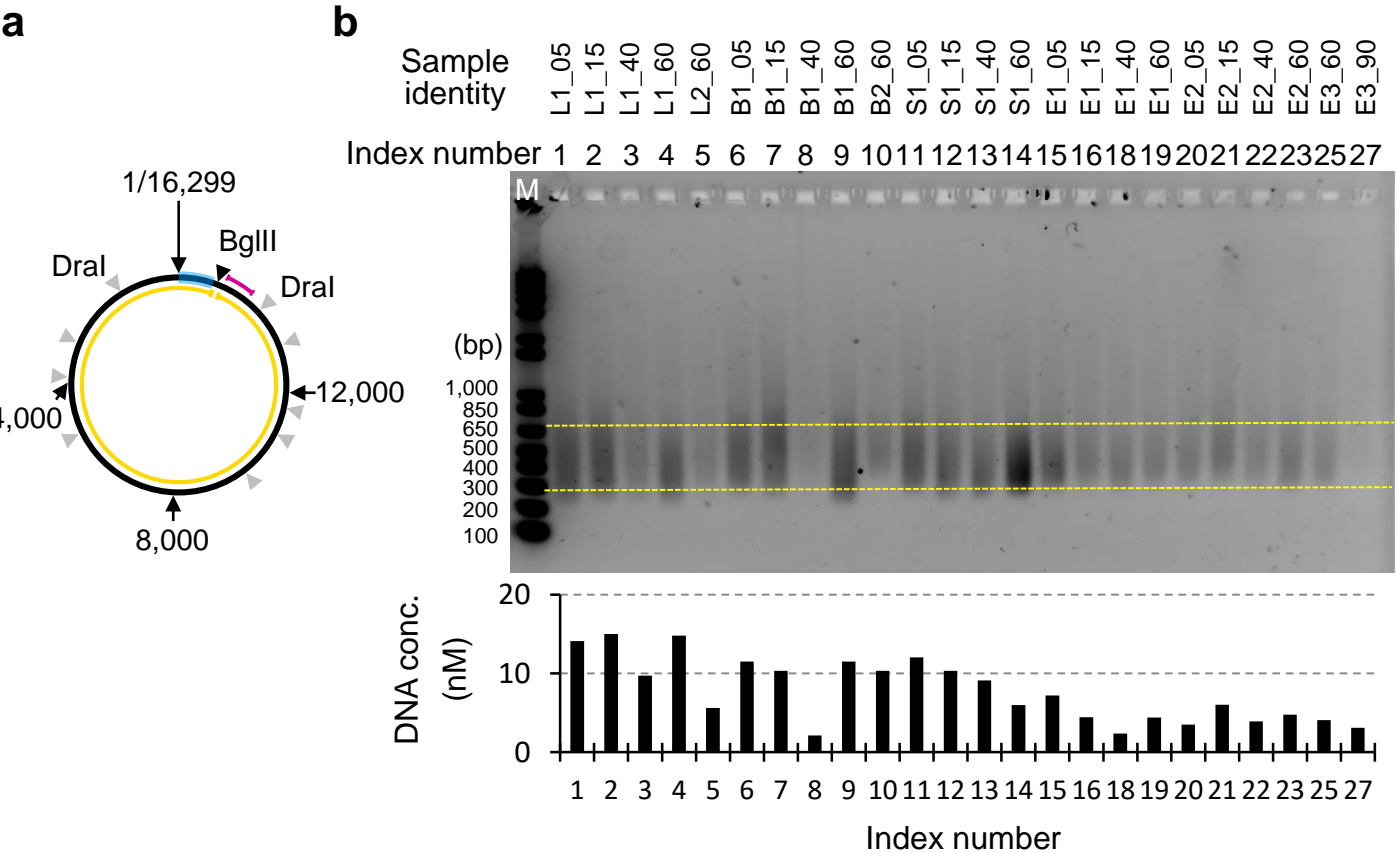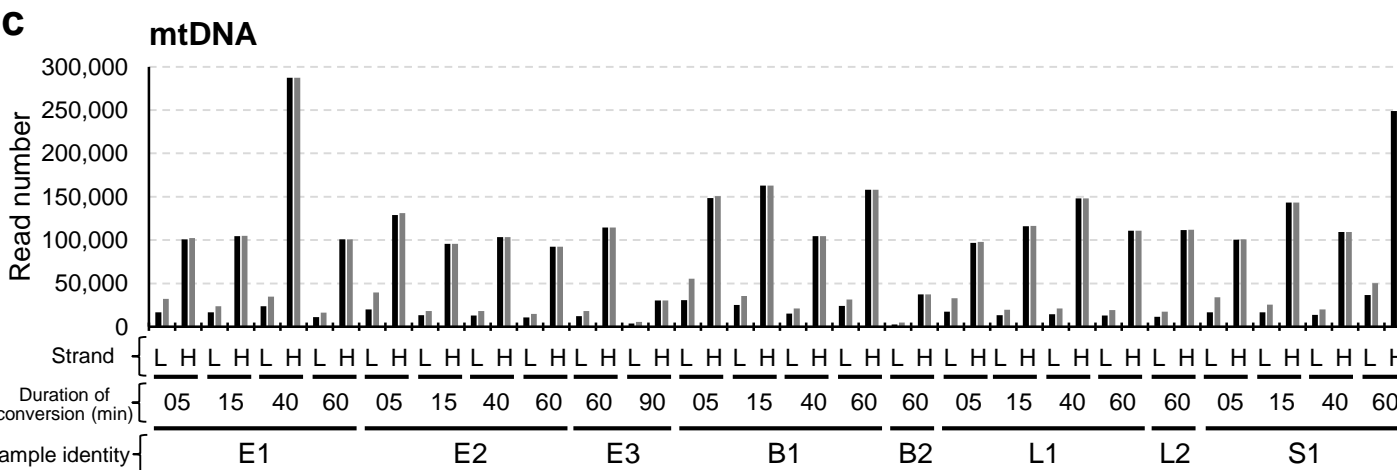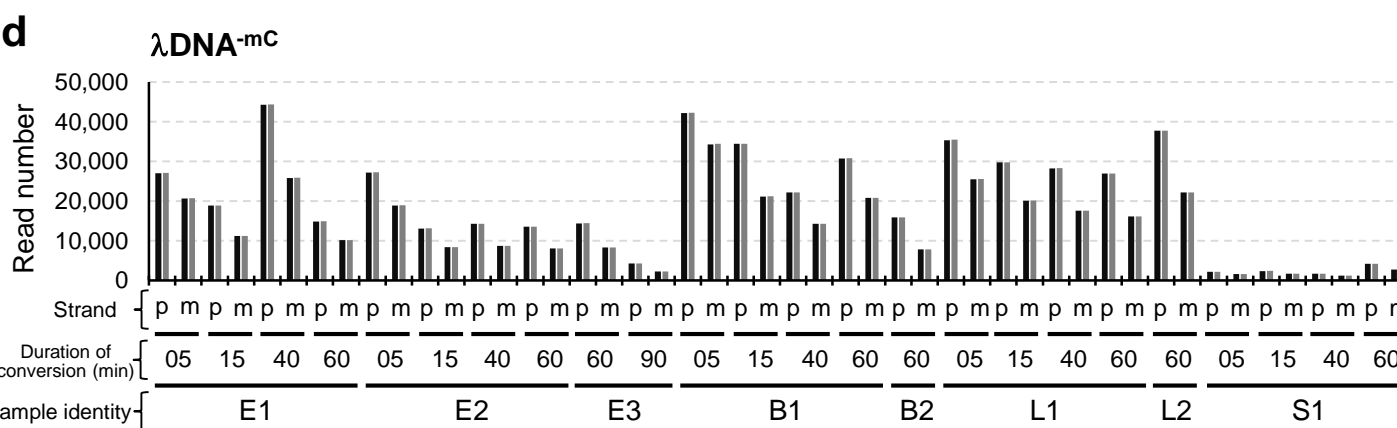

Supplementary Figure S2

e mtDNA

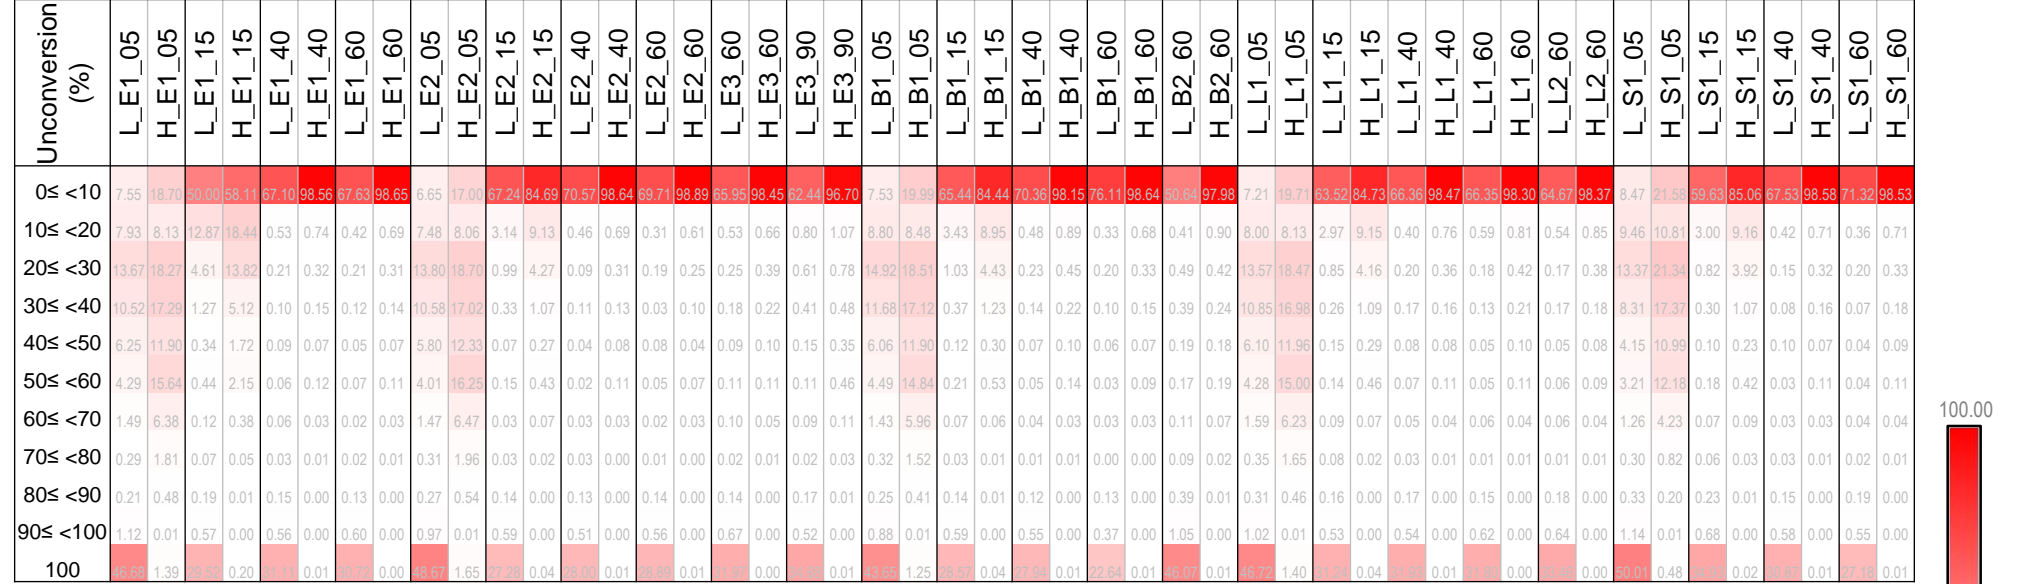

f λDNA-mC

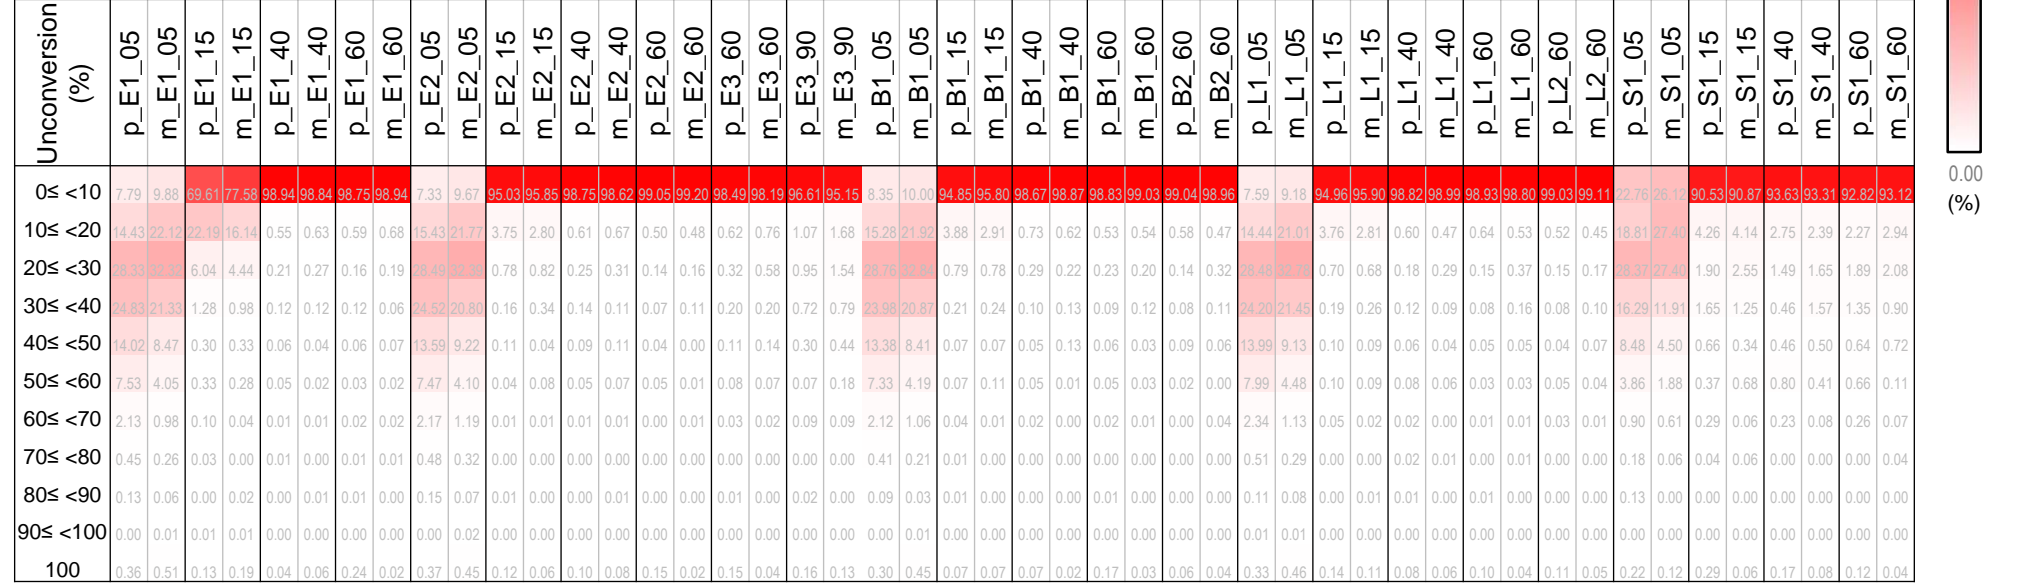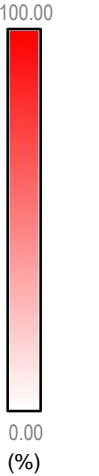

Supplementary Figure S2

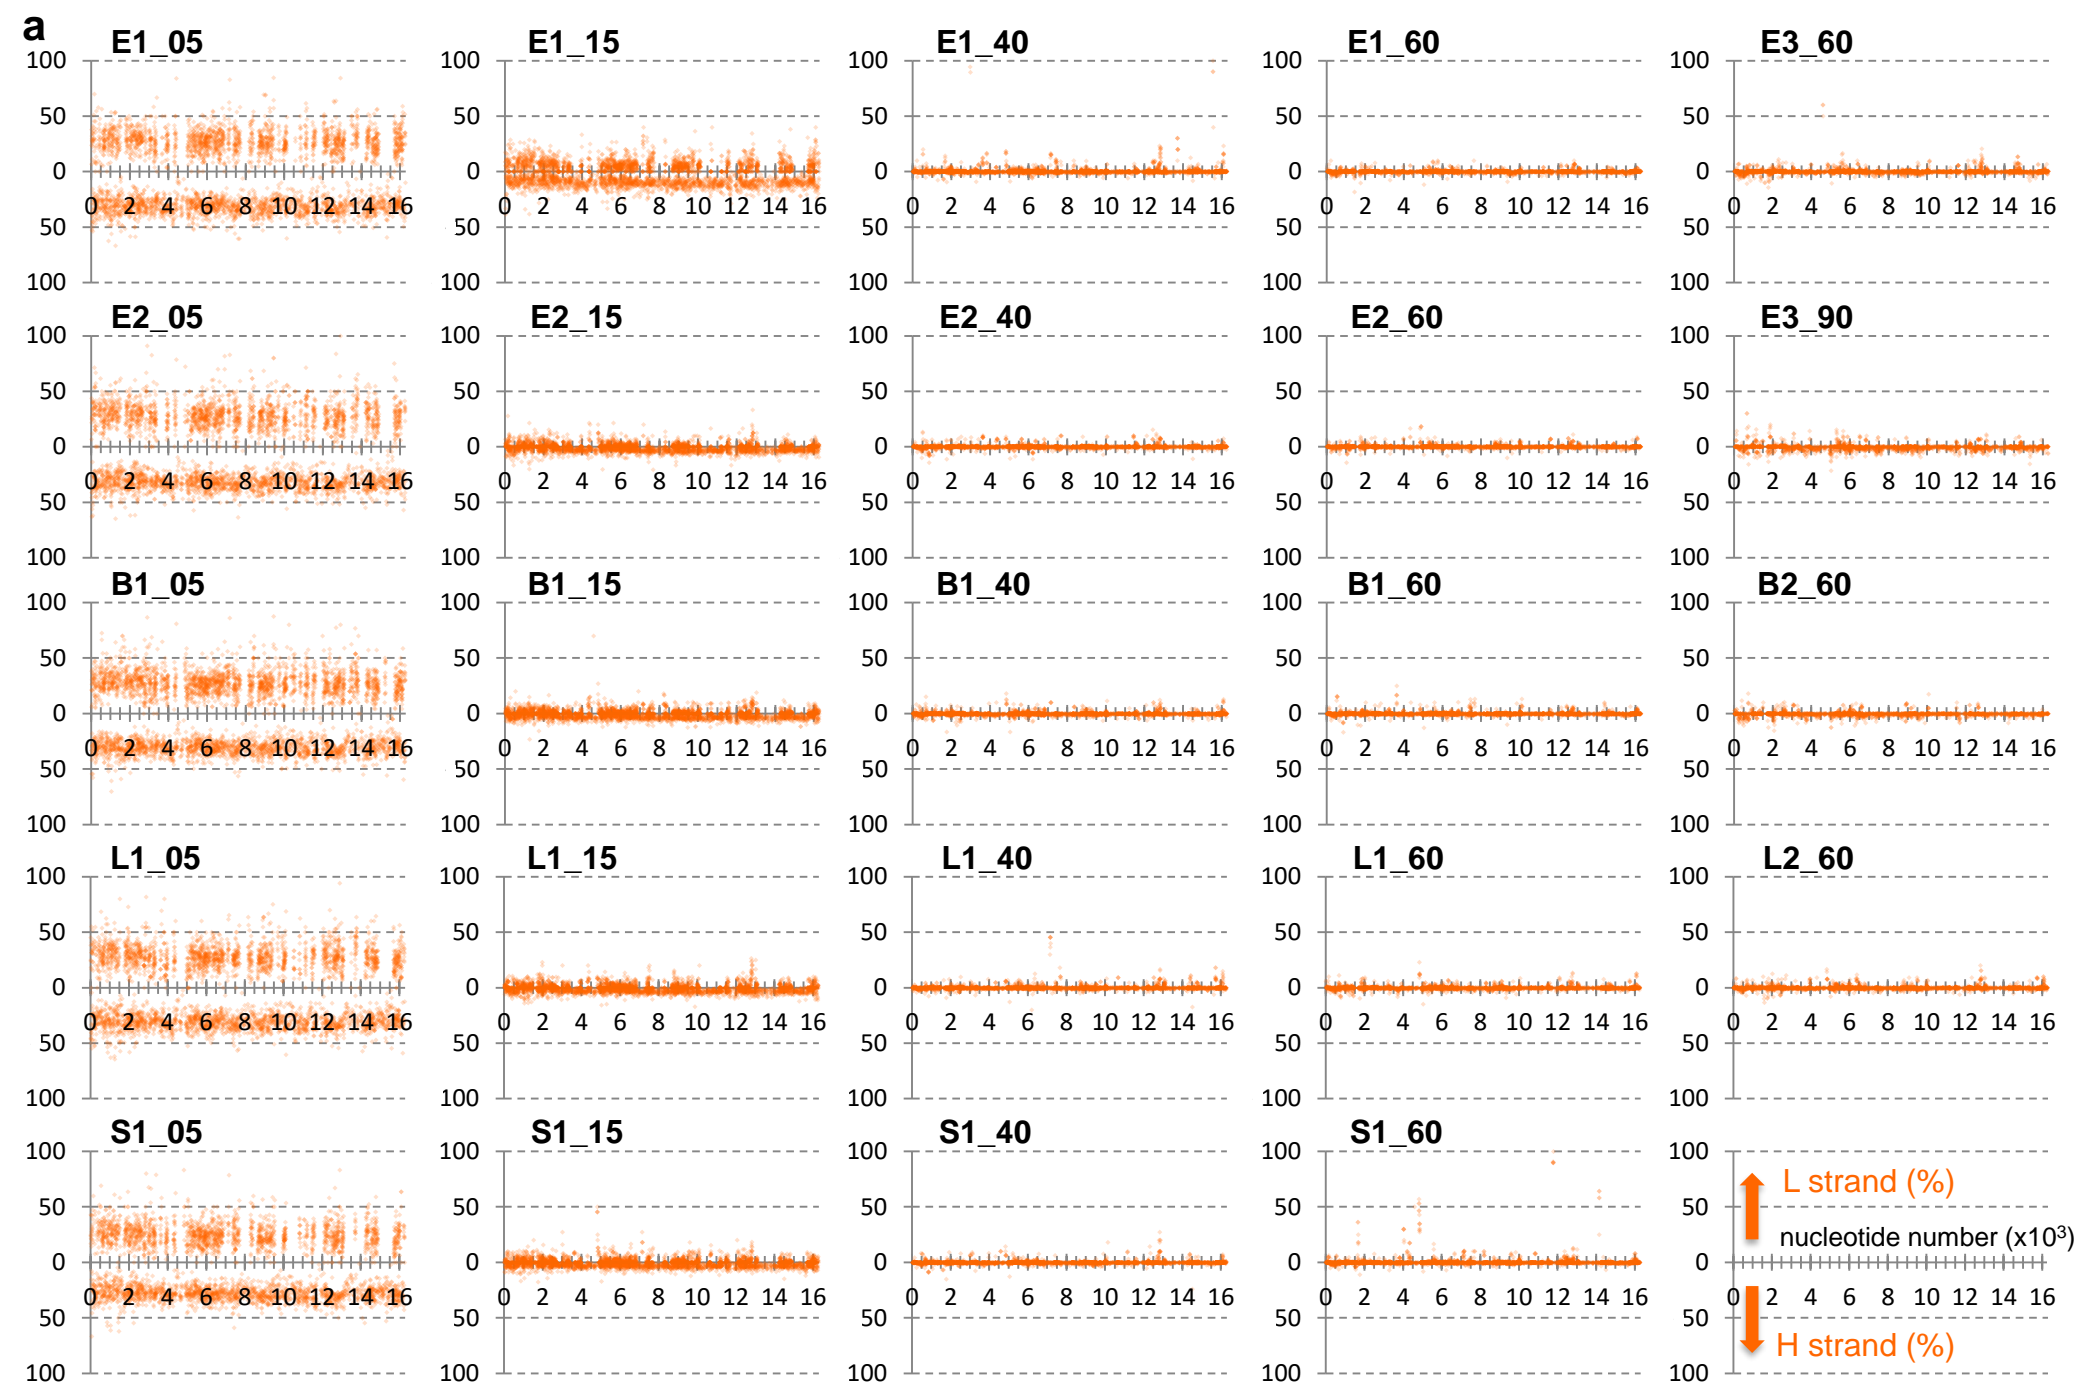

**Supplementary Figure S3**

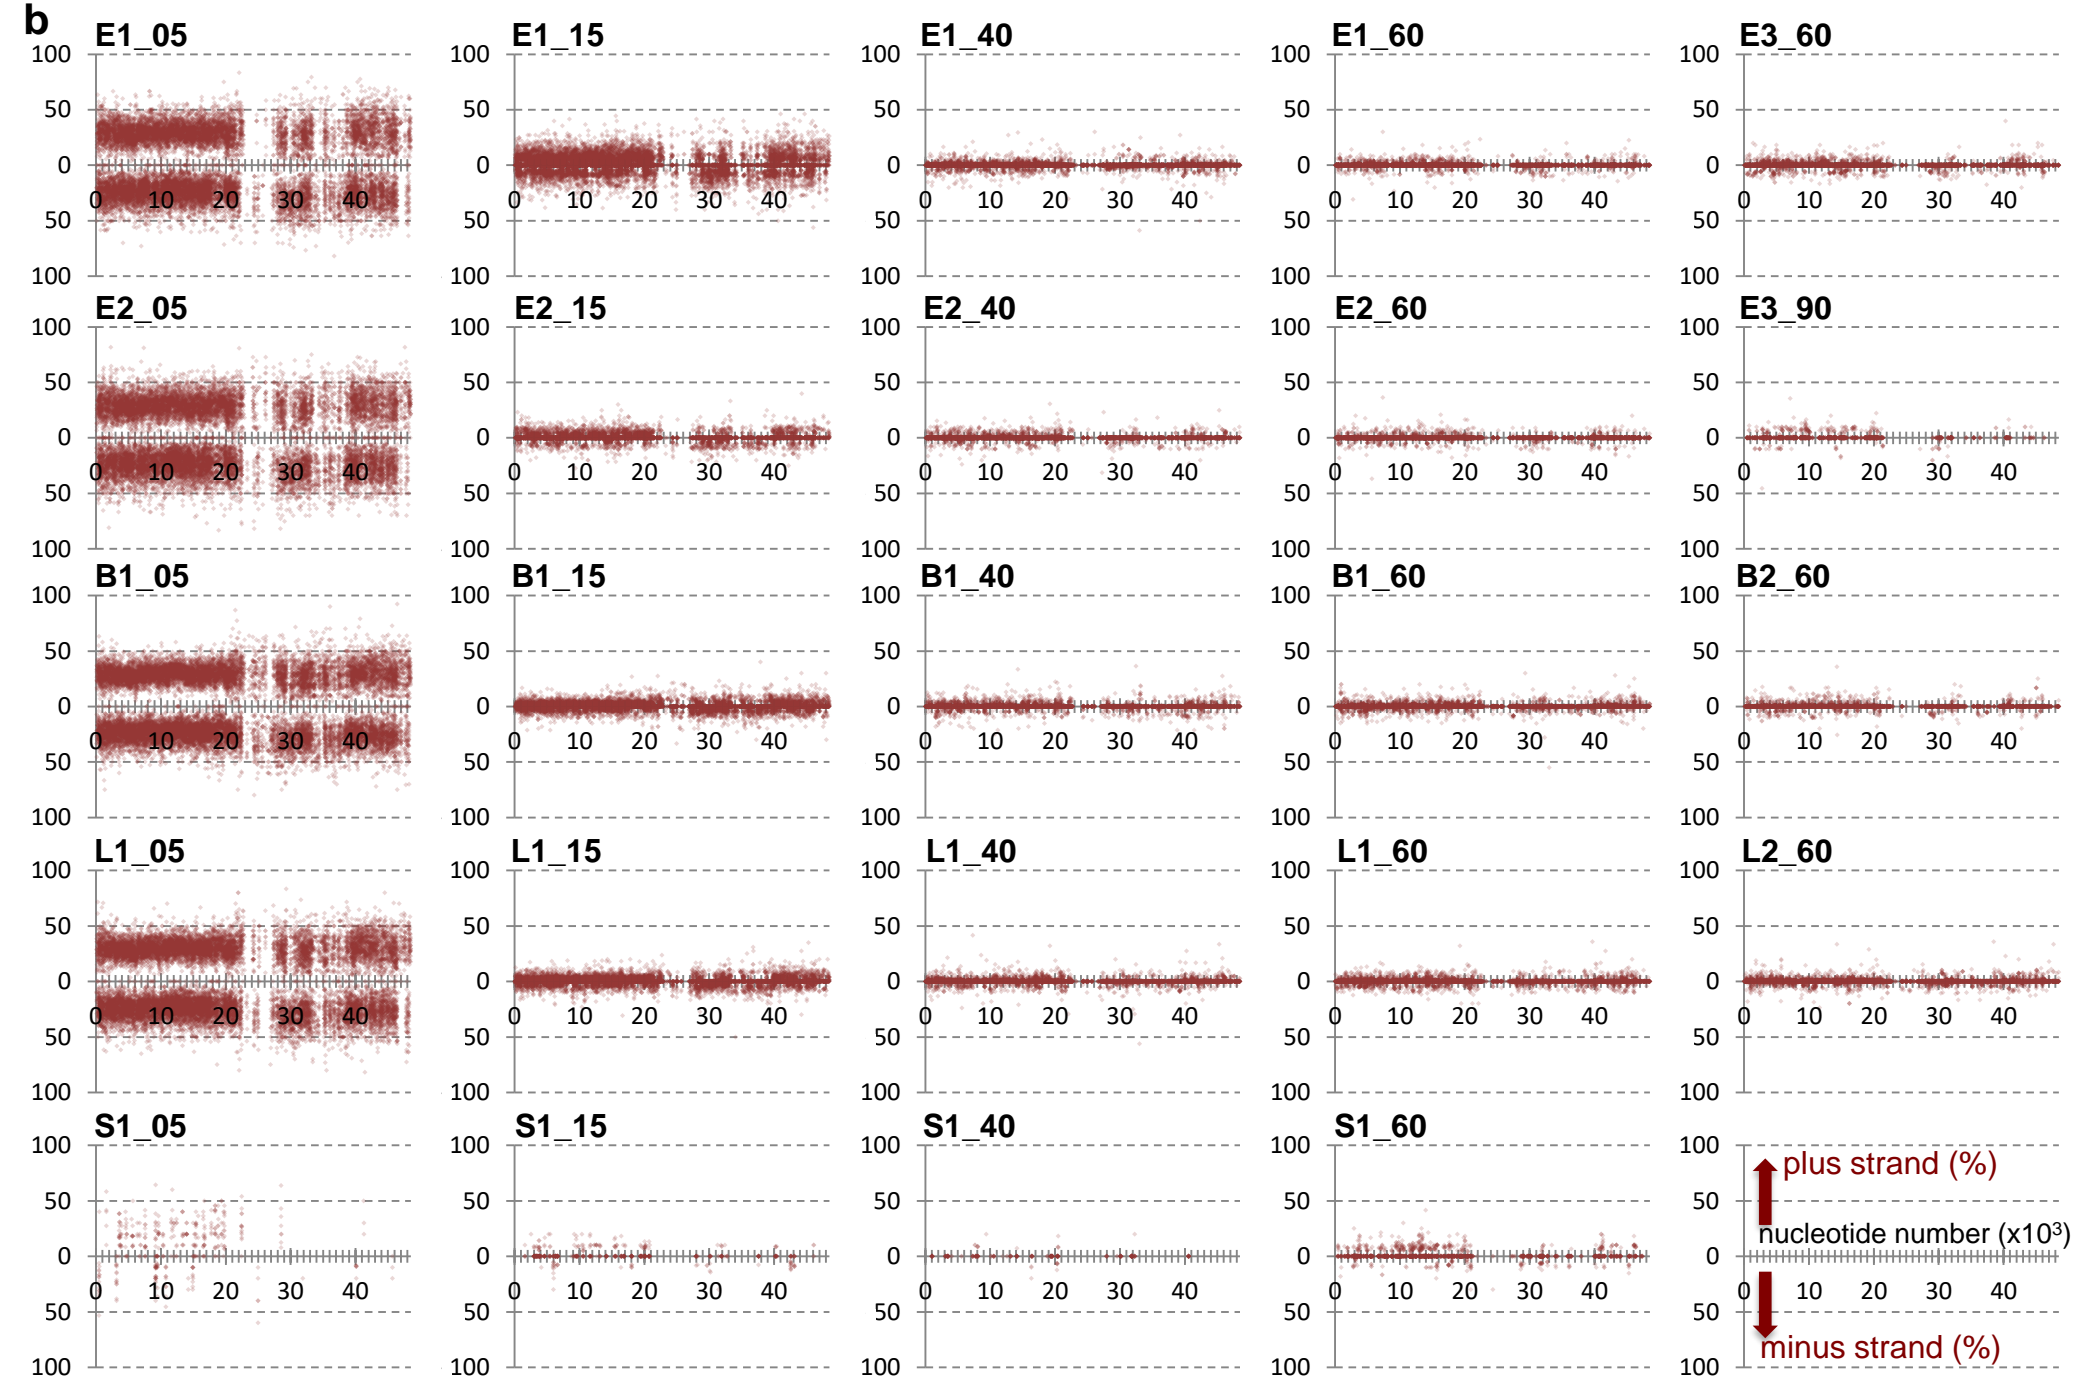

**Supplementary Figure S3**

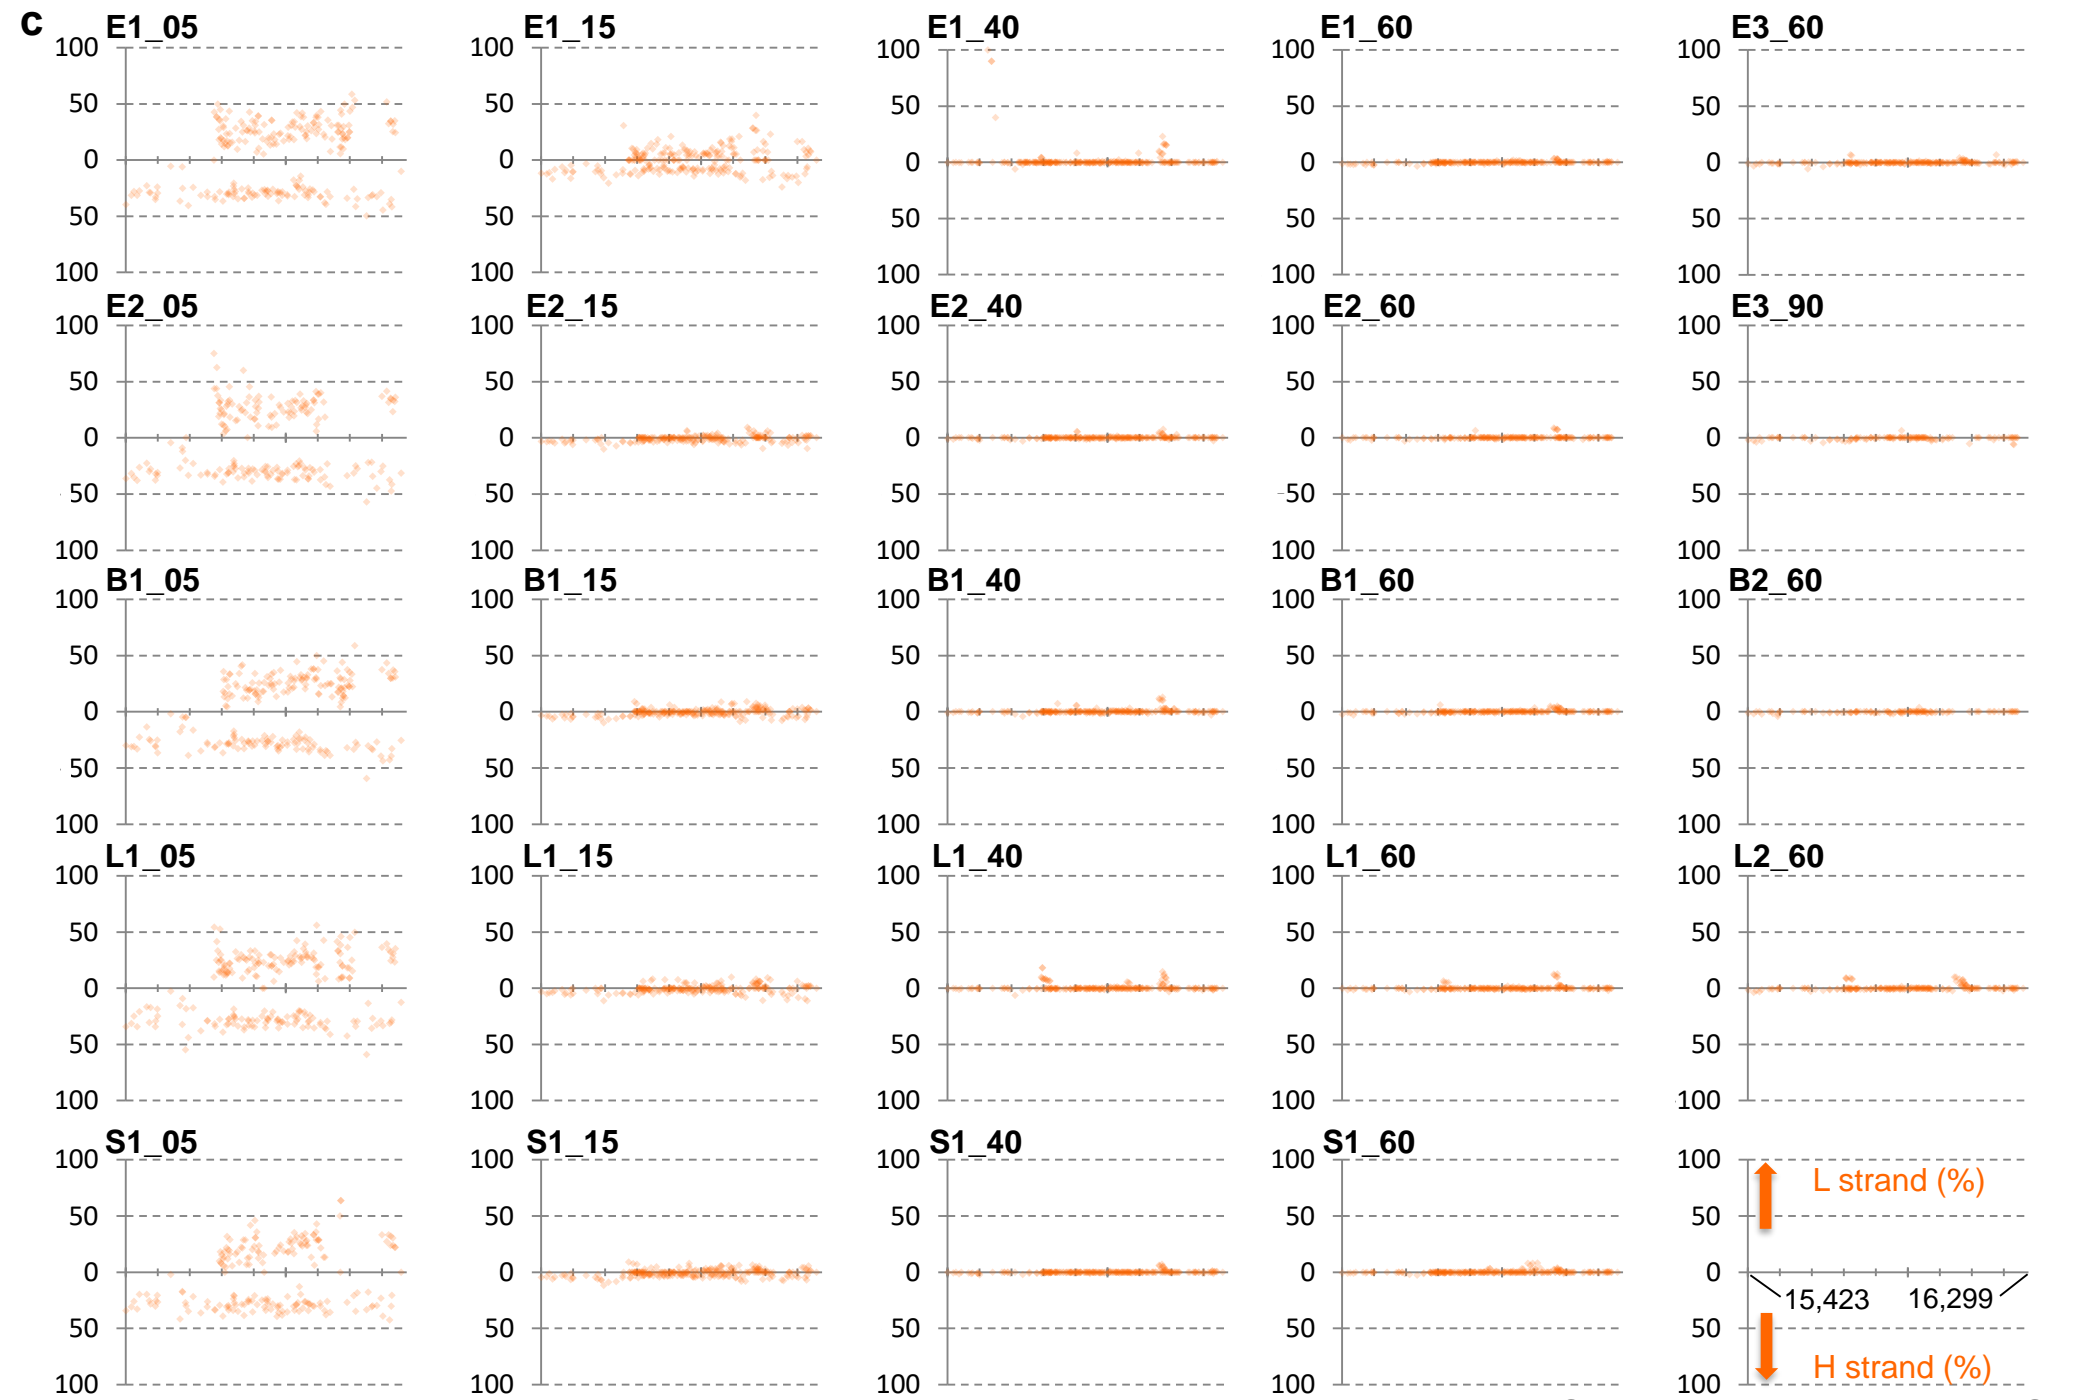

**Supplementary Figure S3**

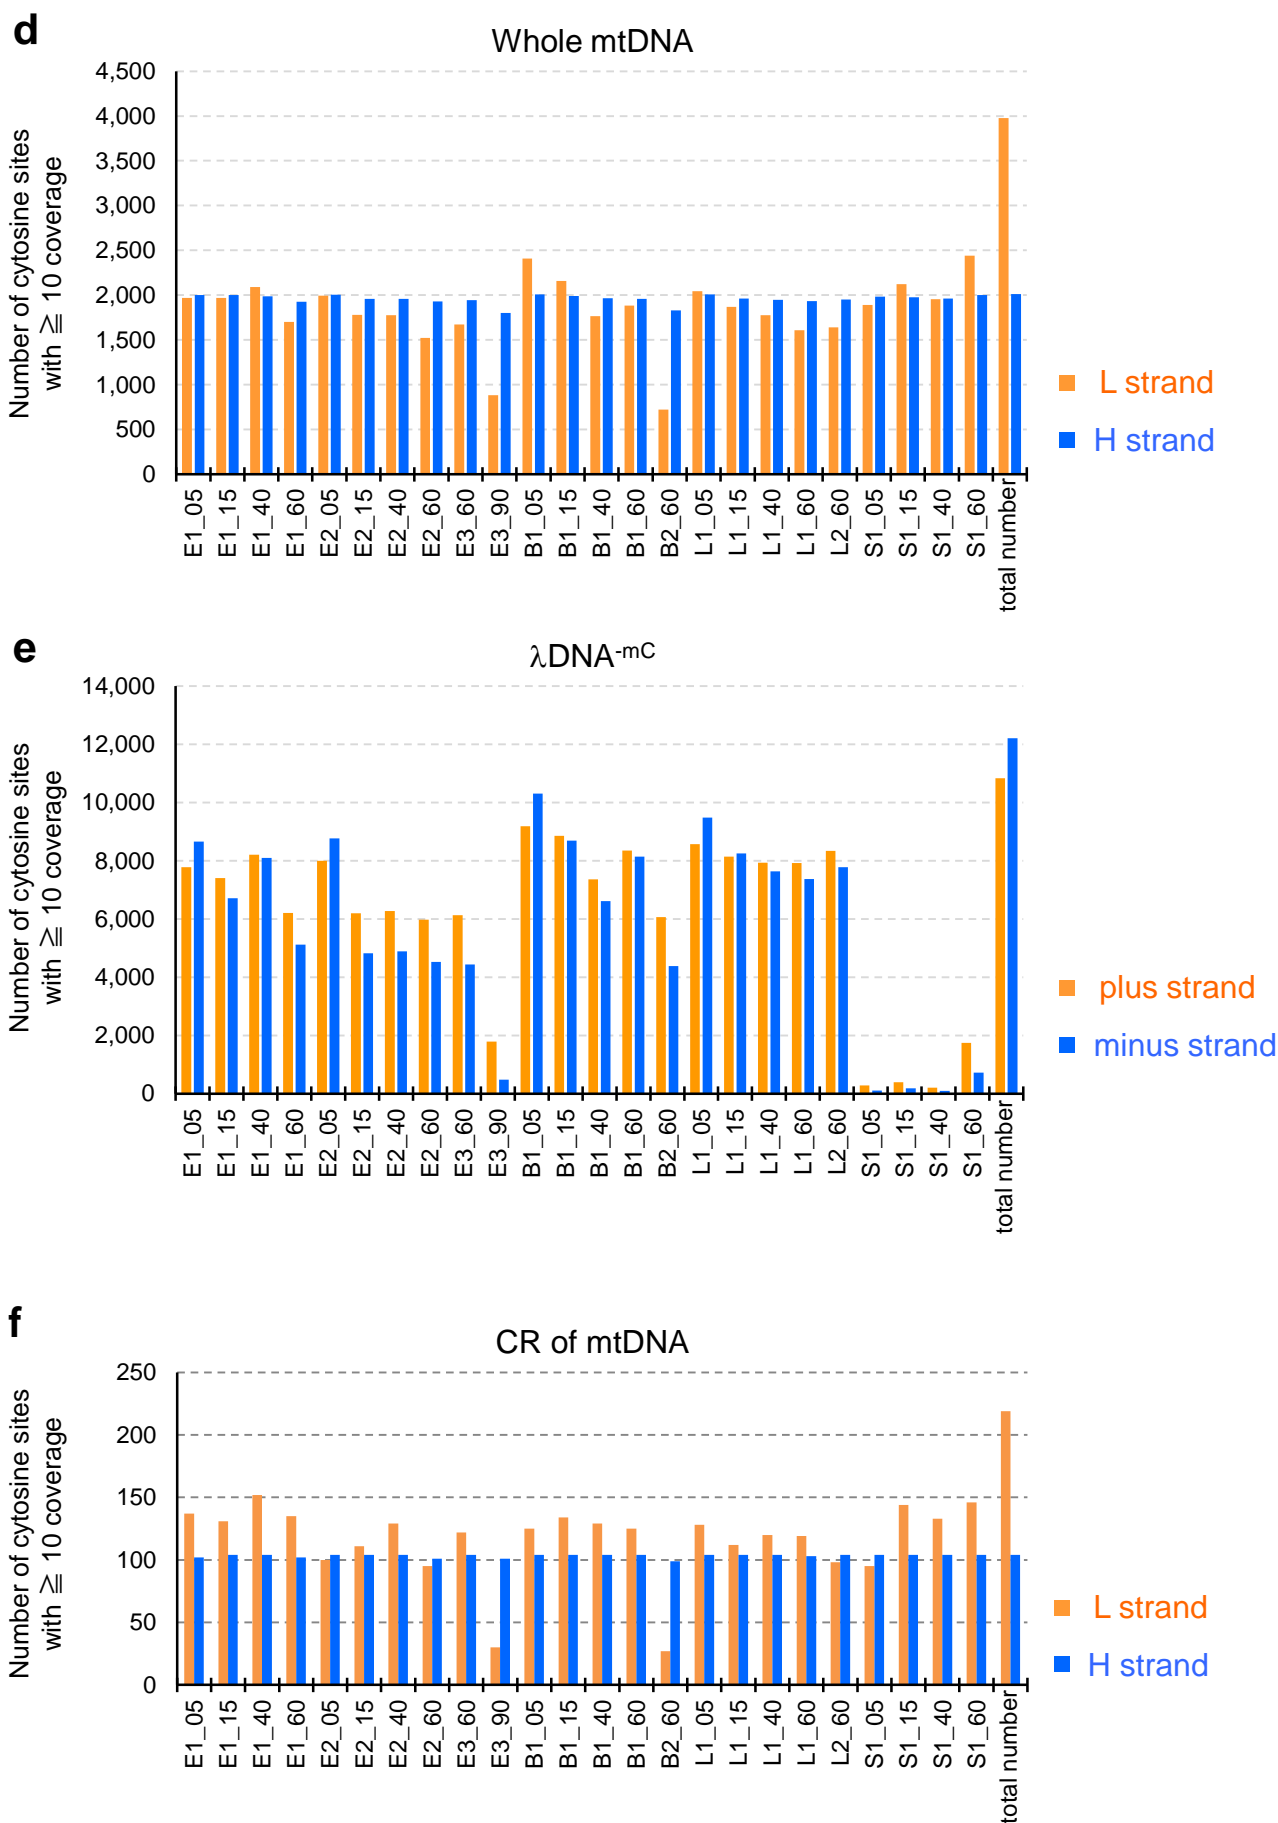

Supplementary Figure S3

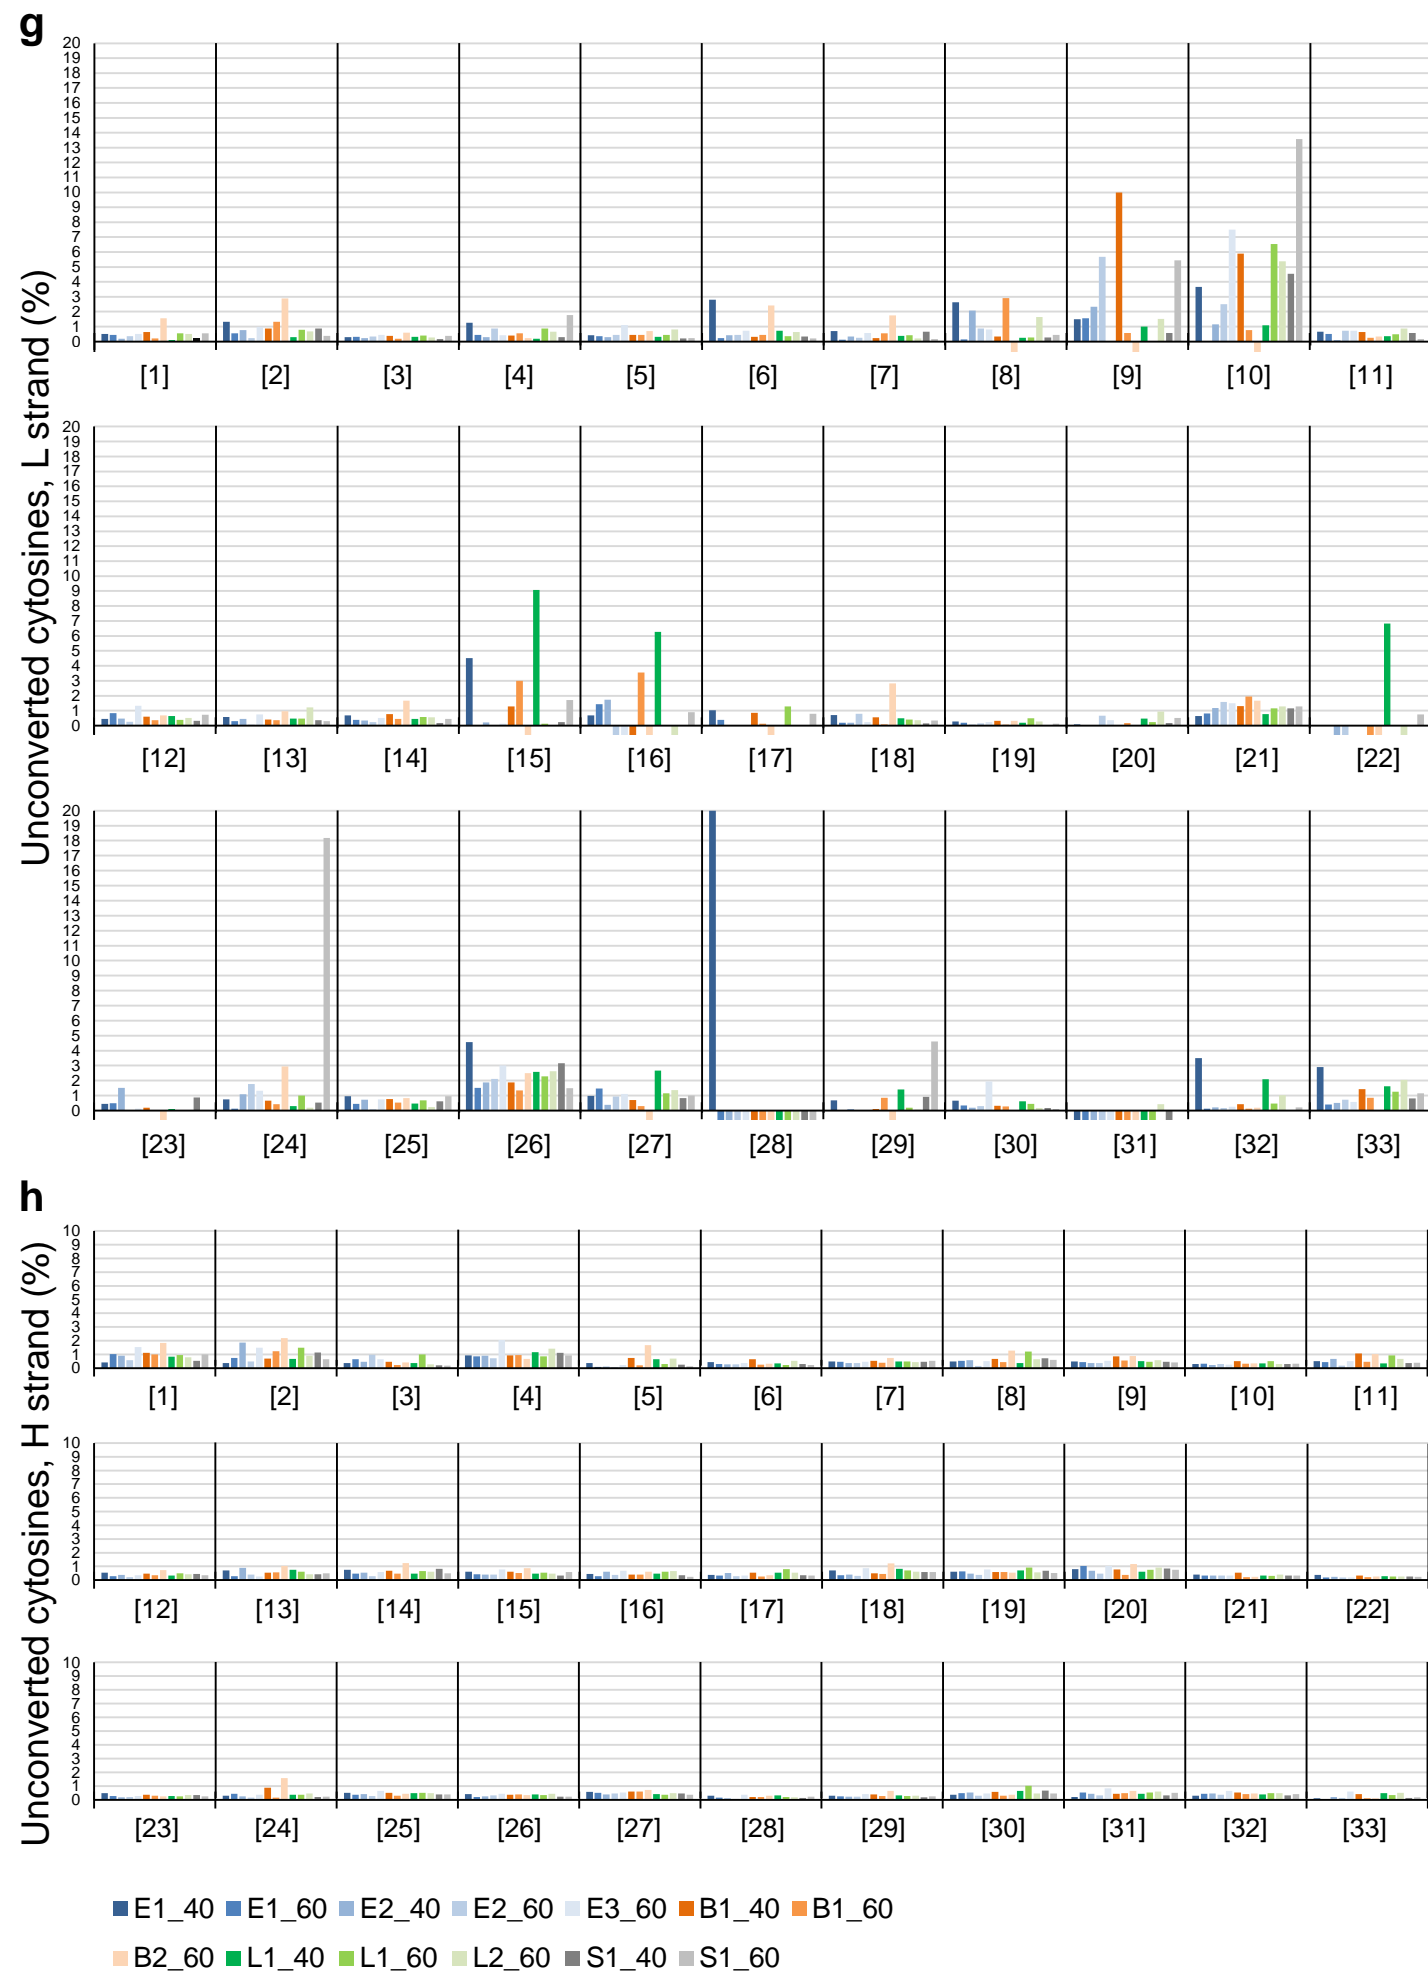

**i**

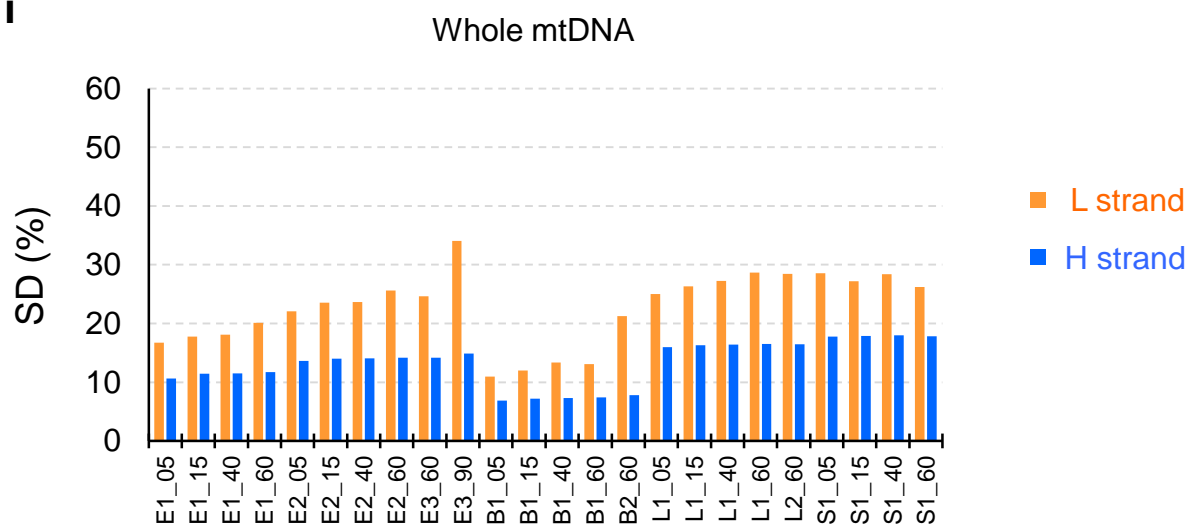

**j**

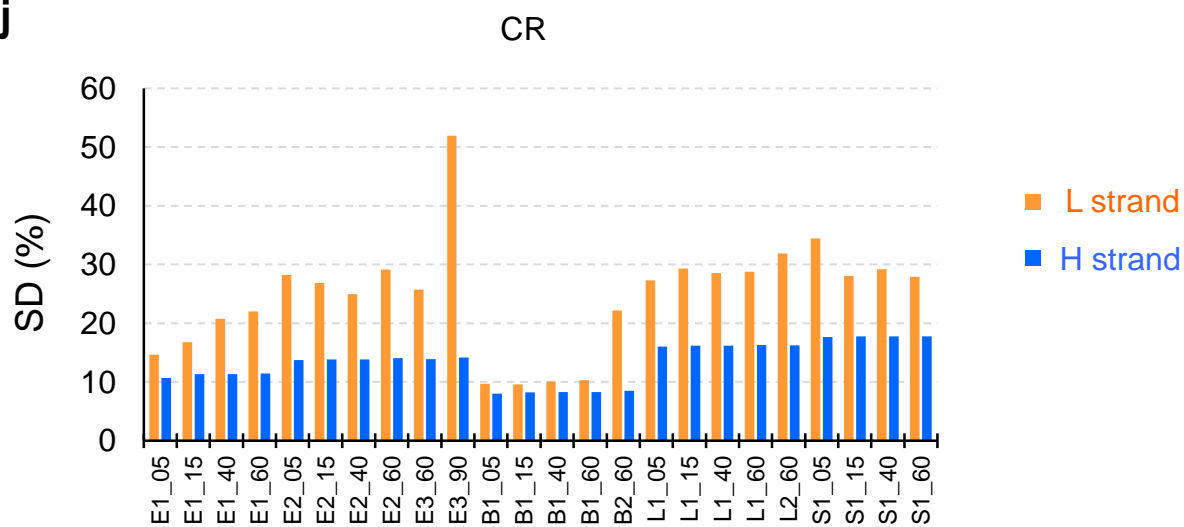

**Supplementary Figure S3**

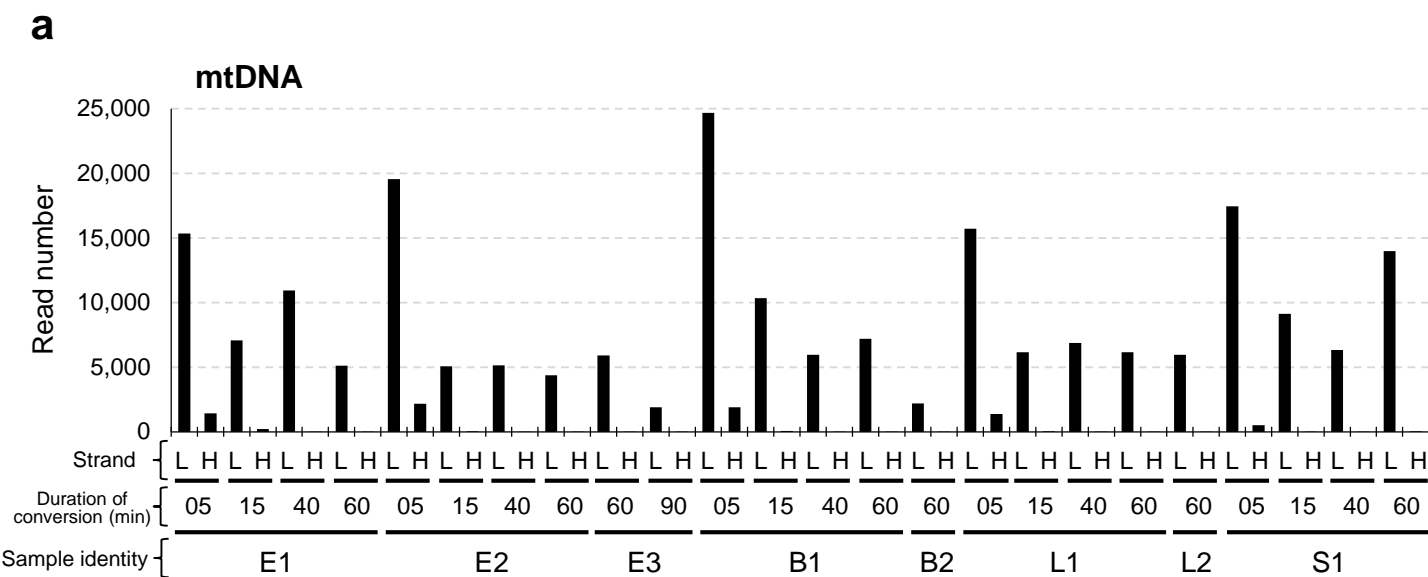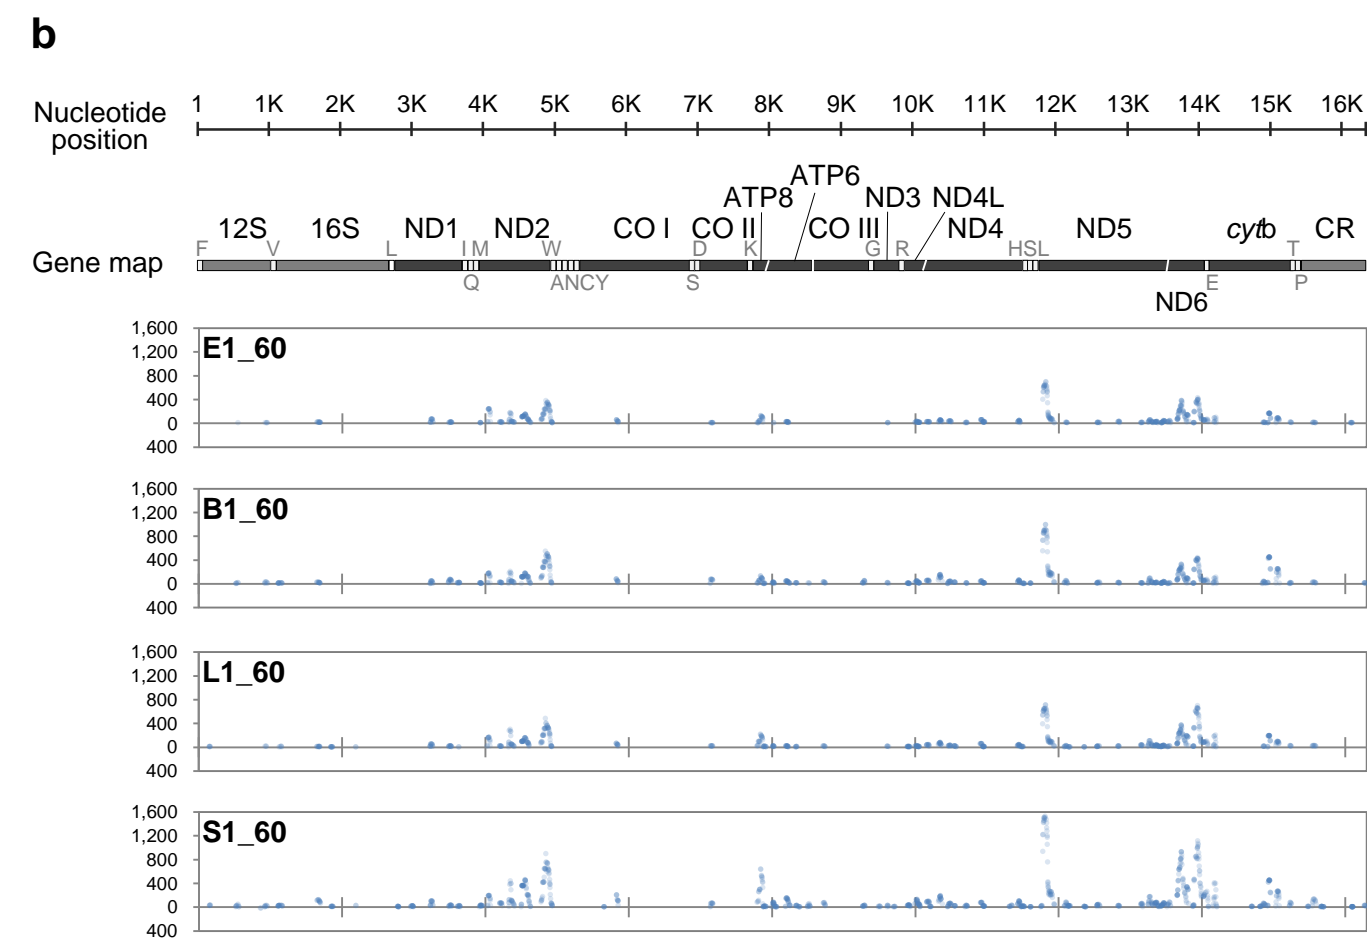

**Supplementary Figure S4**

**c**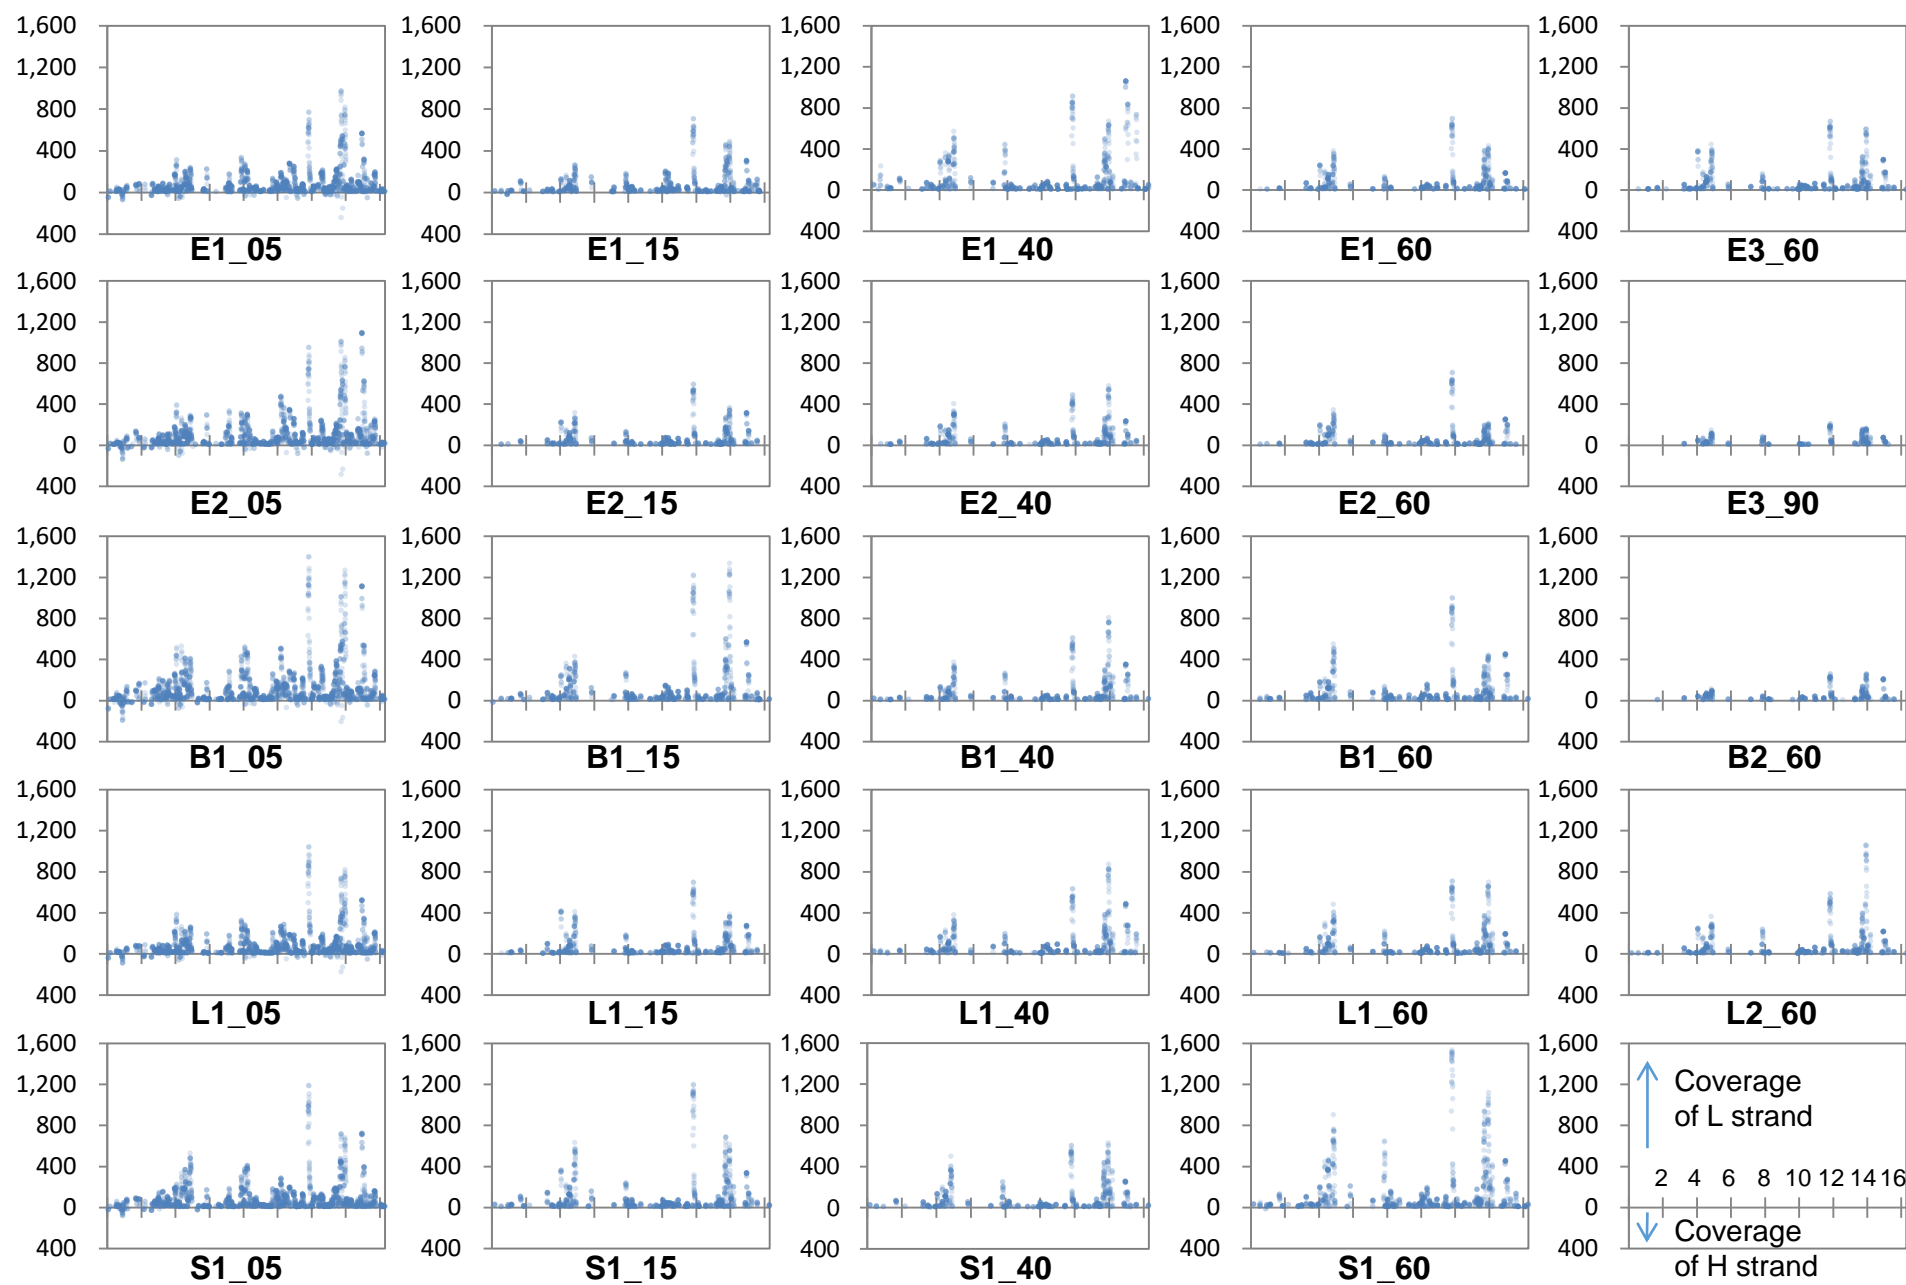**Supplementary Figure S4**

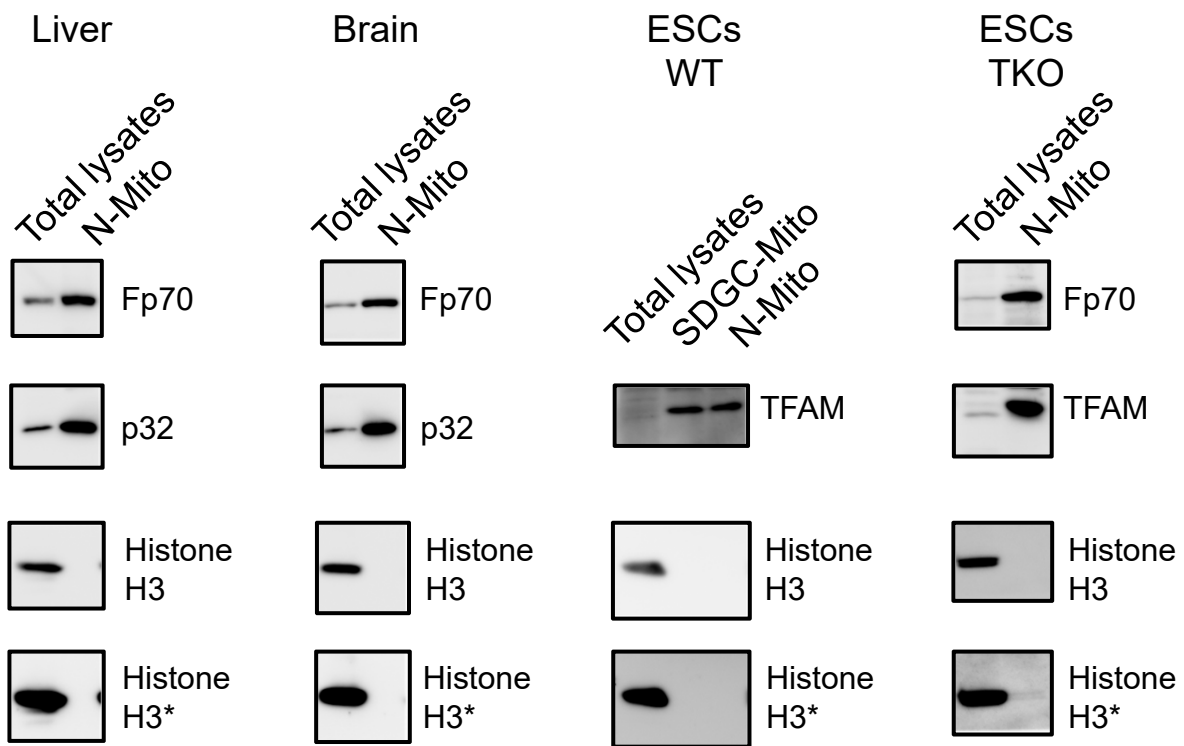

**Supplementary Figure S5**

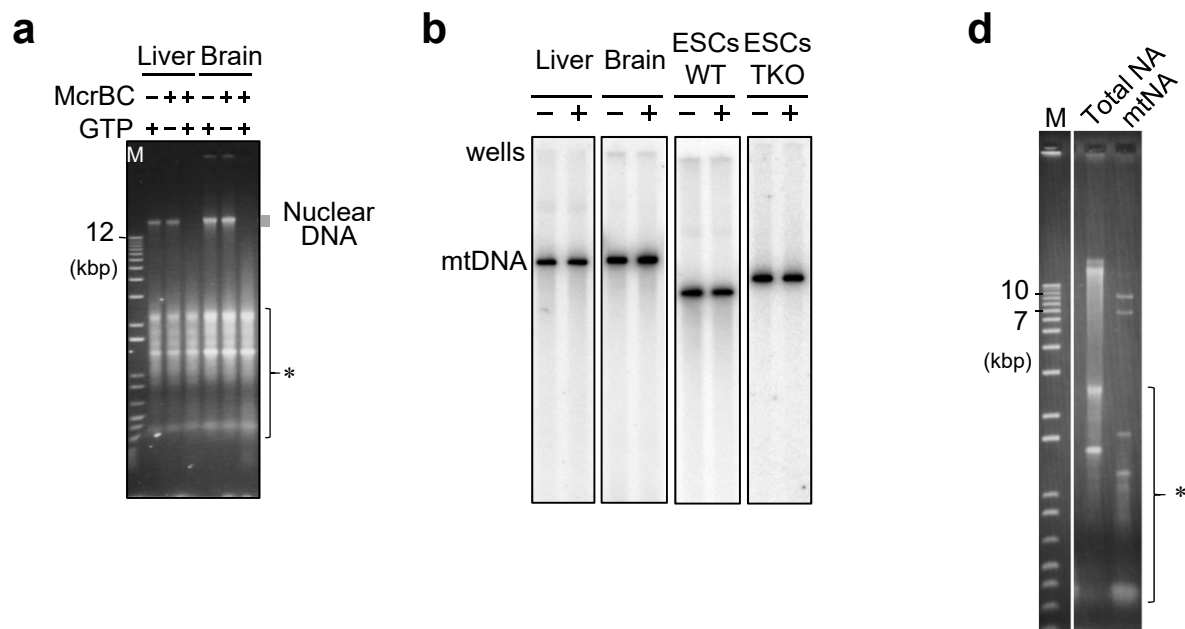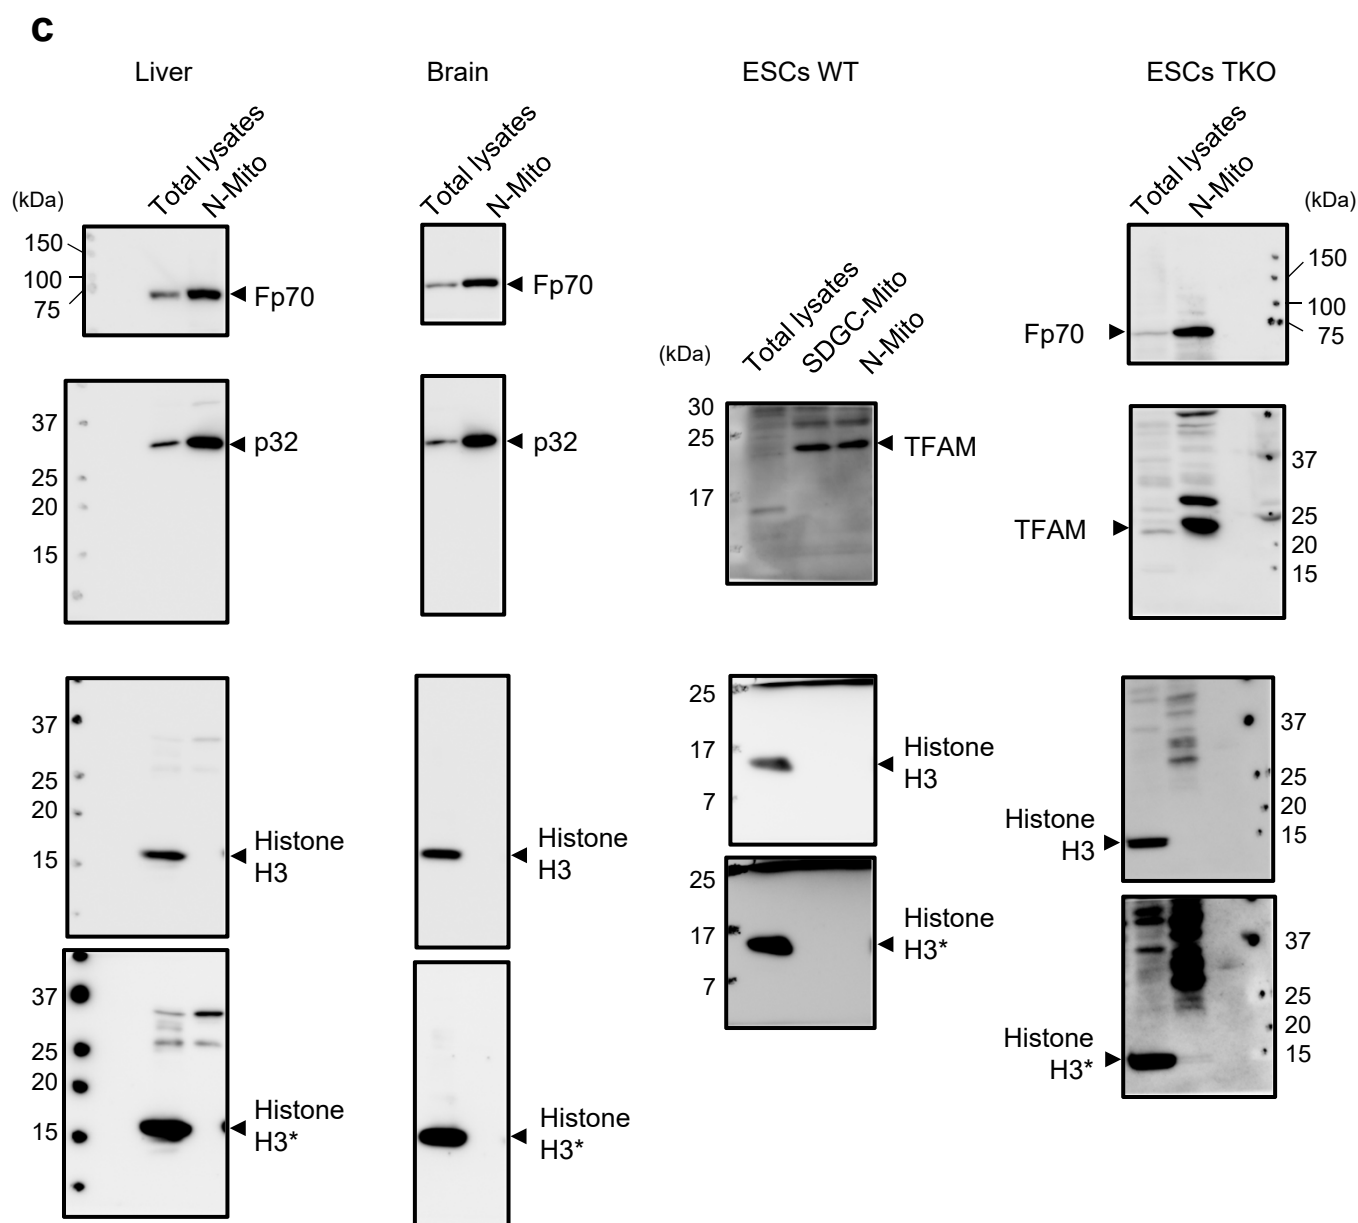

**Supplementary Figure S6**

Supplementary Table S1. Analysis of published WGBS metadata

| (1)–(8) are shown in Supplementary Fig. S1                         |     |          | (1)                | (2)                     | (3)                 | (4)                | (5)                 | (6)                           | (7)                            | (8)                            |                        |                                  |                                      |                               |                               |                              |                               |                     |                              |                               |                                                       |                    |                     |                                      |
|--------------------------------------------------------------------|-----|----------|--------------------|-------------------------|---------------------|--------------------|---------------------|-------------------------------|--------------------------------|--------------------------------|------------------------|----------------------------------|--------------------------------------|-------------------------------|-------------------------------|------------------------------|-------------------------------|---------------------|------------------------------|-------------------------------|-------------------------------------------------------|--------------------|---------------------|--------------------------------------|
| species                                                            |     |          | mouse              | mouse                   | mouse               | mouse              | mouse               | mouse                         | mouse                          | mouse                          | mouse                  | mouse                            | mouse                                | mouse                         | mouse                         | mouse                        | mouse                         | mouse               | mouse                        | mouse                         | human                                                 | human              | human               | human                                |
| sample                                                             |     |          | liver <sup>1</sup> | cerebellum <sup>1</sup> | cortex <sup>1</sup> | heart <sup>1</sup> | kidney <sup>1</sup> | ESC (2i/LIF) <sup>2</sup>     | ESC 1 (Serum/LIF) <sup>2</sup> | ESC 2 (Serum/LIF) <sup>2</sup> | ESC [tko] <sup>4</sup> | Non- growing oocyte <sup>5</sup> | Germinal vesicle oocyte <sup>5</sup> | Dnmt3a KO oocyte <sup>5</sup> | Dnmt3b KO oocyte <sup>5</sup> | Dnmt1 KO oocyte <sup>5</sup> | Dnmt3l KO oocyte <sup>5</sup> | Oocyte <sup>6</sup> | Inner cell mass <sup>6</sup> | Male PGC (E13.5) <sup>7</sup> | fibroblast-derived iPS cells (clone 6_9) <sup>8</sup> | ovary <sup>8</sup> | ESC <sup>9</sup>    | New born derived foreskin fibroblast |
| Data ID                                                            |     |          | SRX209455          | SRX209449               | SRX209451           | SRX209452          | SRX209454           | SRX210604.SRX210603.SRX210602 | SRX210599.SRX210600.SRX210601  | GSE30202                       | SRX204133              | DRX001591.DRX001592              | DRX001583.DRX001584                  | DRX001586                     | DRX001587.DRX001590           | DRX001589.DRX001585          | DRX001588                     | GSM1386019          | GSM1386023                   | DRX001803~DRX001807           | SRX056692                                             | SRR1045705         | SRX006239.SRX006240 | GSM491351                            |
| library                                                            |     |          | MethylC single     | MethylC single          | MethylC single      | MethylC single     | MethylC single      | MethylC single                | MethylC single                 | MethylC single                 | MethylC paired         | PBAT single                      | PBAT single                          | PBAT single                   | PBAT single                   | PBAT single                  | PBAT single                   | MethylC paired      | MethylC paired               | PBAT paired                   | MethylC single                                        | MethylC single     | MethylC single      | MethylC paired                       |
| Average levels of unconverted cytosines in percentages (depth>=10) |     |          |                    |                         |                     |                    |                     |                               |                                |                                |                        |                                  |                                      |                               |                               |                              |                               |                     |                              |                               |                                                       |                    |                     |                                      |
| Mitochondria                                                       | CG  | L strand | 0.51               | 0.89                    | 0.75                | 0.45               | 0.57                | 17.68                         | 12.14                          | 4.82                           | 2.88                   | 1.8                              | 7.77                                 | 4.44                          | 7.51                          | 7.23                         | 2.33                          | 2.34                | 0.87                         | 0.81                          | 0.41                                                  | 0.33               | 2.15                | 0.38                                 |
|                                                                    |     | H strand | 0.49               | 0.53                    | 0.4                 | 0.43               | 0.48                | 1.2                           | 1.08                           | 1.09                           | 0.54                   | 0.79                             | 3.39                                 | 1.5                           | 3.02                          | 2.69                         | 0.84                          | 0.4                 | 0.88                         | 0.87                          | 0.36                                                  | 0.38               | 0.46                | 0.09                                 |
|                                                                    | CHG | L strand | 0.56               | 0.94                    | 1.08                | 0.44               | 0.7                 | 21.55                         | 13.49                          | 7.98                           | 2.92                   | 1.79                             | 7.92                                 | 4.41                          | 7.6                           | 7.27                         | 2.54                          | 2.82                | 0.95                         | 0.79                          | 0.39                                                  | 0.32               | 2.28                | 0.2                                  |
|                                                                    |     | H strand | 0.44               | 0.51                    | 0.38                | 0.37               | 0.43                | 1.27                          | 0.83                           | 1.05                           | 0.47                   | 0.81                             | 3.58                                 | 1.55                          | 3.21                          | 2.79                         | 0.9                           | 0.46                | 0.9                          | 0.8                           | 0.39                                                  | 0.38               | 0.39                | 0.07                                 |
|                                                                    | CHH | L strand | 0.57               | 1.19                    | 1.41                | 0.44               | 0.96                | 26.84                         | 17.69                          | 9.97                           | 4.18                   | 2.25                             | 12.4                                 | 7.66                          | 12.19                         | 11.39                        | 4.38                          | 7.66                | 1                            | 0.94                          | 0.48                                                  | 0.31               | 2.67                | 0.35                                 |
|                                                                    |     | H strand | 0.43               | 0.64                    | 0.41                | 0.42               | 0.51                | 2.14                          | 1.87                           | 1.27                           | 0.58                   | 0.82                             | 3.17                                 | 1.41                          | 2.79                          | 2.48                         | 0.83                          | 0.5                 | 0.92                         | 0.87                          | 0.39                                                  | 0.35               | 0.43                | 0.07                                 |
| Nucleus                                                            | CG  | Top      | 78.13              | 80.03                   | 79.51               | 75.79              | 79.29               | 25.65                         | 68.87                          | 78.74                          | 3.16                   | 3.2                              | 39.32                                | 6.55                          | 39.3                          | 38.27                        | 3.31                          | 58.34               | 21.72                        | 3.51                          | 86.21                                                 | 65.42              | 84.87               | 54.27                                |
|                                                                    |     | Bottom   | 78.1               | 80.06                   | 79.53               | 75.78              | 79.08               | 25.62                         | 68.78                          | 78.69                          | 1.6                    | 3.33                             | 39.43                                | 6.57                          | 39.38                         | 38.43                        | 3.33                          | 58.3                | 21.74                        | 3.57                          | 86.18                                                 | 64.72              | 84.9                | 54.05                                |
|                                                                    | CHG | Top      | 0.5                | 0.94                    | 1.28                | 0.57               | 0.56                | 0.81                          | 1.12                           | 2.09                           | 1.64                   | 0.54                             | 3.68                                 | 0.68                          | 3.83                          | 4.36                         | 0.43                          | 3.45                | 1                            | 0.73                          | 2.63                                                  | 0.49               | 2.94                | 0.12                                 |
|                                                                    |     | Bottom   | 0.5                | 0.94                    | 1.28                | 0.57               | 0.56                | 0.81                          | 1.12                           | 2.1                            | 1.02                   | 0.55                             | 3.69                                 | 0.68                          | 3.83                          | 4.35                         | 0.42                          | 3.46                | 1.01                         | 0.73                          | 2.64                                                  | 0.49               | 2.94                | 0.12                                 |
|                                                                    | CHH | Top      | 0.51               | 1.09                    | 1.51                | 0.61               | 0.6                 | 0.82                          | 0.81                           | 1.66                           | 3.11                   | 0.56                             | 3.12                                 | 0.62                          | 3.21                          | 3.54                         | 0.43                          | 3.29                | 0.97                         | 0.72                          | 1.06                                                  | 0.54               | 1.2                 | 0.13                                 |
|                                                                    |     | Bottom   | 0.51               | 1.1                     | 1.51                | 0.61               | 0.6                 | 0.82                          | 0.81                           | 1.66                           | 1.33                   | 0.57                             | 3.12                                 | 0.62                          | 3.22                          | 3.54                         | 0.43                          | 3.29                | 0.97                         | 0.73                          | 1.06                                                  | 0.52               | 1.21                | 0.12                                 |
| Analysed site (depth>=10)                                          |     |          |                    |                         |                     |                    |                     |                               |                                |                                |                        |                                  |                                      |                               |                               |                              |                               |                     |                              |                               |                                                       |                    |                     |                                      |
| Mitochondria                                                       | CG  | L strand | 206                | 171                     | 206                 | 207                | 177                 | 147                           | 133                            | 187                            | 202                    | 169                              | 207                                  | 207                           | 207                           | 207                          | 207                           | 227                 | 233                          | 179                           | 305                                                   | 377                | 288                 | 213                                  |
|                                                                    |     | H strand | 217                | 216                     | 217                 | 218                | 216                 | 215                           | 215                            | 215                            | 222                    | 213                              | 217                                  | 217                           | 217                           | 217                          | 217                           | 242                 | 239                          | 214                           | 399                                                   | 399                | 374                 | 433                                  |
|                                                                    | CHG | L strand | 273                | 213                     | 272                 | 276                | 217                 | 171                           | 149                            | 246                            | 262                    | 218                              | 272                                  | 272                           | 272                           | 271                          | 271                           | 298                 | 308                          | 225                           | 356                                                   | 450                | 344                 | 236                                  |
|                                                                    |     | H strand | 275                | 275                     | 280                 | 281                | 275                 | 275                           | 275                            | 275                            | 290                    | 272                              | 284                                  | 284                           | 284                           | 284                          | 284                           | 320                 | 318                          | 271                           | 415                                                   | 415                | 397                 | 457                                  |
|                                                                    | CHH | L strand | 2,277              | 1,436                   | 2,229               | 2,293              | 1,439               | 1,064                         | 927                            | 1,754                          | 1,880                  | 1,691                            | 2,302                                | 2,299                         | 2,302                         | 2,301                        | 2,294                         | 2,511               | 2610                         | 1796                          | 2,417                                                 | 3,738              | 2,295               | 1,160                                |
|                                                                    |     | H strand | 998                | 996                     | 999                 | 1,009              | 996                 | 986                           | 988                            | 989                            | 1,034                  | 984                              | 1,028                                | 1,027                         | 1,027                         | 1,027                        | 1,027                         | 1,146               | 1134                         | 984                           | 1,137                                                 | 1,136              | 1,079               | 1,259                                |
| Nucleus                                                            | CG  | Top      | 565,242            | 1,495,168               | 1,586,934           | 2,508,201          | 205,110             | 4,503,615                     | 4,047,727                      | 197,145                        | 3,709                  | 66,631                           | 3,818,400                            | 644,287                       | 4,589,785                     | 911,554                      | 454,107                       | 9,513,590           | 11232403                     | 77391                         | 2,991,472                                             | 10,497             | 1,119,526           | 1,073,472                            |
|                                                                    |     | Bottom   | 567,378            | 1,496,838               | 1,585,137           | 2,505,342          | 203,968             | 4,506,973                     | 4,050,441                      | 197,804                        | 3,652                  | 67,737                           | 3,821,966                            | 643,127                       | 4,590,984                     | 913,434                      | 452,871                       | 9,516,453           | 11230846                     | 78349                         | 2,976,664                                             | 9,889              | 1,116,865           | 1,067,404                            |
|                                                                    | CHG | Top      | 3,227,186          | 7,633,512               | 8,472,431           | 13,067,861         | 1,187,367           | 19,180,208                    | 16,940,234                     | 1,127,320                      | 13,839                 | 387,558                          | 20,769,775                           | 3,718,459                     | 24,961,978                    | 5,260,779                    | 2,486,959                     | 46,410,882          | 61676035                     | 381022                        | 15,063,189                                            | 43,948             | 5,568,542           | 4,170,761                            |
|                                                                    |     | Bottom   | 3,223,895          | 7,628,849               | 8,468,716           | 13,056,193         | 1,180,201           | 19,156,211                    | 16,916,124                     | 1,127,915                      | 13,831                 | 387,849                          | 20,767,149                           | 3,715,200                     | 24,953,954                    | 5,259,783                    | 2,486,918                     | 46,368,993          | 61678579                     | 380173                        | 14,999,110                                            | 44,328             | 5,574,127           | 4,163,643                            |
|                                                                    | CHH | Top      | 11,586,341         | 18,194,450              | 22,380,171          | 42,290,285         | 3,310,774           | 37,573,305                    | 32,547,882                     | 2,927,723                      | 32,283                 | 1,112,349                        | 63,828,146                           | 10,991,705                    | 77,409,665                    | 15,401,916                   | 7,497,939                     | 121,844,148         | 194887184                    | 1157975                       | 37,075,402                                            | 182,775            | 14,023,795          | 6,987,315                            |
|                                                                    |     | Bottom   | 11,566,811         | 18,184,603              | 22,371,505          | 42,256,084         | 3,296,440           | 37,548,002                    | 32,525,795                     | 2,921,073                      | 30,867                 | 1,115,234                        | 63,816,049                           | 10,995,376                    | 77,389,349                    | 15,415,189                   | 7,508,102                     | 121,760,447         | 194975420                    | 1160110                       | 36,922,498                                            | 180,444            | 14,030,899          | 6,969,333                            |

From published WGBS metadata, reads that were derived from mtDNA and nuclear DNA were aligned as described inMethods. Average levels of methylated/unconverted cytosines in CG, CHG and CHH sequences (H = A, G and T) with distinctions of strands in mtDNA (mitochondria) and nuclear DNA (nucleus) are presented. Numbers of analysed sites that were used to obtain averages are also shown.

**Supplementary Table S2.**

| <b>Conversion rate of mtDNA with 1 h bisulfite conversion reaction (%)</b>                                 |             |           |           |                |            |            |                |             |             |
|------------------------------------------------------------------------------------------------------------|-------------|-----------|-----------|----------------|------------|------------|----------------|-------------|-------------|
| mtDNA                                                                                                      | all<br>CN   | all<br>CG | all<br>CH | L<br>CN        | L<br>CG    | L<br>CH    | H<br>CN        | H<br>CG     | H<br>CH     |
| ESC mtDNA (n = 3)                                                                                          | <b>99.5</b> | 99.5      | 99.5      | 99.4<br>(99.6) | 99.5       | 99.4       | 99.6<br>(99.5) | 99.5        | 99.6        |
| Brain mtDNA (n = 2)                                                                                        | <b>99.3</b> | 99.4      | 99.3      | 99.2<br>(99.7) | 99.2       | 99.2       | 99.4<br>(99.6) | 99.5        | 99.4        |
| Liver mtDNA (n = 2)                                                                                        | <b>99.4</b> | 99.5      | 99.4      | 99.4<br>(98.8) | 99.5       | 99.3       | 99.4<br>(99.5) | 99.5        | 99.4        |
| Synthetic mtDNA                                                                                            | <b>99.1</b> | 99.6      | 99.1      | 98.7<br>(99.4) | 99.5       | 98.7       | 99.6<br>(99.6) | 99.6        | 99.6        |
| <b>Conversion rate of <math>\lambda</math>DNA<sup>-mC</sup> with 1 h bisulfite conversion reaction (%)</b> |             |           |           |                |            |            |                |             |             |
| $\lambda$ DNA <sup>-mC</sup> mixed in                                                                      | all<br>CN   | all<br>CG | all<br>CH | plus<br>CN     | plus<br>CG | plus<br>CH | minus<br>CN    | minus<br>CG | minus<br>CH |
| ESC samples (n = 3)                                                                                        | <b>99.6</b> | 99.6      | 99.6      | 99.6           | 99.6       | 99.6       | 99.6           | 99.7        | 99.6        |
| Brain samples (n = 2)                                                                                      | <b>98.6</b> | 98.8      | 98.4      | 98.6           | 98.6       | 98.6       | 98.6           | 98.6        | 98.4        |
| Liver samples (n = 2)                                                                                      | <b>99.6</b> | 99.6      | 99.6      | 99.6           | 99.6       | 99.6       | 99.7           | 99.6        | 99.7        |
| Synthetic mtDNA                                                                                            | <b>98.3</b> | 98.4      | 98.3      | 98.2           | 98.3       | 98.1       | 98.6           | 98.5        | 98.7        |

Numbers shown for ESC, brain and liver mtDNA are means of cytosine conversion rates obtained from data of three (ESCs) or two (brain and liver) independently prepared samples. Numbers for synthetic mtDNA are cytosine conversion rates obtained from data of a single preparation. 

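In the control region after 60 min, mean conversion on the L strand was 89.62% in ESCs (n = 3), 80.42% in brain (n = 2), 86.02% in liver (n = 2) and 75.97% in synthetic mtDNA (no replicates). On the H strand it was 99.51, 99.58, 99.48 and 99.62%, in the same order. The L-strand values are without the paper's exclusion of reads and rest on 36 (B2_60) to 191 (S1_60) covered sites per library.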

Numbers in parentheses indicate conversion rates in the CR of mtDNA (nt15,423-16,299).

How the deposited data were processed for this re-analysis (not part of the article)

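Unconversion of cytosines after bisulfite treatment was measured in 24 PBAT libraries of mouse mtDNA, 10 from ESCs, 5 from brain, 5 from liver and 4 from synthetic mtDNA. They come from 3 ESC, 2 brain, 2 liver and 1 synthetic preparations, treated for 5, 15, 40, 60 or 90 min. Samples were assigned to preparation and duration from the labels and Table 1, and all 24 libraries were used. No pair of the 276 pairs of libraries had identical coverage.

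The authors sequenced the libraries on a MiSeq, removed adaptors and low-quality nucleotides from the first reads with TrimGalore, mapped them to mouse mtDNA (mm10) with Bismark and its option for PBAT libraries, and derived the state of each cytosine per strand with Perl scripts. For each cytosine of each library, the authors deposited the percent of covering reads in which it was unconverted, given to 1 decimal and not corrected for incomplete conversion. The deposited coverage is a count of the reads over that cytosine, without normalization or a minimum. Each library lists the same cytosines, 3890 on the L strand and 1939 on the H strand, and every position holds a cytosine of that strand in the reference sequence of 16299 bp. A further 160 cytosines of the reference, 86 on the L strand and 74 on the H strand, are not in the files analysed here. Reads of λDNA were not analysed here, nor were the published whole genome data, the clones of the cytochrome b region, the enzyme digestions or the mass spectrometry.

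The paper calculated its rates after leaving out reads with at least 90% unconverted cytosines. Single reads are not in the files analysed here, so this step could not be repeated. Between 19.1 and 36.3% of the covered L-strand sites of the 60 min libraries had rates of 90% or more, and no H-strand site had. The files therefore appear to hold values from before that step, and the L-strand values given with the paper's sentences are not restricted in this way.

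From these values, the number of unconverted reads per site was taken as the percent times the coverage, rounded to a whole number. A percent with 1 decimal does not fix this number where the coverage is high, so pooled rates and site tests carry this small rounding error. Sites with coverage of at least 10 were used, as in the paper, and the rate of a library, window or region is the mean over its sites. Windows were 500 bp from nt 1, 33 per strand. The control region was nt 15423 to 16299, as in Supplementary Table S2. Calls per library numbered 257028 to 2260572, with a median of 986984.5. The median coverage per cytosine was 55 reads over all libraries, 24 on the L strand and 259 on the H strand. For pooled rates of single libraries, 95% Wilson intervals are given, and 3 unconverted reads were taken as the smallest number that shows a rate. The intervals treat calls as independent, although calls of the same read are not, so they are too narrow. In the 60 min libraries this floor at the median coverage was 3.7 to 12.0% on the L strand and 0.47 to 3.19% on the H strand.

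Native and synthetic mtDNA were compared after 60 min with 1 library per preparation, 7 native and 1 synthetic, by an exact permutation test of which preparation is the synthetic one, whose smallest p-value is 1 in 8. Windows were compared in the 13 libraries treated for 40 or 60 min by counting those in which the libraries of a group lie above all others. This count was set beside all 78 choices of 2 libraries, or 100 drawn choices of as many libraries as the series has. Single sites were tested by Fisher's exact test on reads summed over preparations, with Benjamini-Hochberg adjustment and a threshold of 0.05, for sites covered in synthetic mtDNA and in at least 1 preparation of each native series. ESC and tissue mtDNA were compared in the same way at sites covered in at least 5 of 7 preparations, and all 35 splits of the preparations were counted. Reads summed over preparations hide the variation between them, so this comparison was repeated with limma on the empirical logit of each preparation's rate (offset 0.5) and with a Cochran-Mantel-Haenszel test that takes the replicate number as a block. The SDs of the strands were compared by an exact sign-flip permutation test over 8 preparations.

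The sites named in the text were chosen by a fixed rule. They are the 5 sites with the largest native minus synthetic difference among those with an adjusted p-value under 0.05 and a higher rate in every covering native preparation, and the 5 sites with the highest mean rate among those covered in all 8 libraries of 60 min. The windows named are those that meet a window rule and the 3 per strand with the highest means, and the regions named are those the paper names. More than 5 sites had a mean of 100%, and ties were taken in order of position. Samples, main tests, the naming rule and most alternatives were set before the files arrived.

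Alternatives were a coverage minimum of 20 or 30, counts pooled over sites, sites of 50% or more left out, sites covered in all 8 libraries of 60 min, the 40 min libraries, the shorter control region ending at nt 16034, windows of 250 bp, at least 5 covered sites per window, series means in place of every library, a rate difference of at least 2 percentage points, the same direction in every preparation, counts drawn down to 10 reads, and each preparation left out in turn. Alternatives added after the values had been seen were L-strand sites with a rate under 5% in S1_40, L-strand sites in stretches without G shorter than 20 nt, the H strand only, and sites covered in all 13 libraries.

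The site tests were tested on simulated data in which 200 well-covered H-strand sites were raised to the same high rate. All 200 were recovered, 5 other sites were called, and 0 sites were called in data without changes. Reads were drawn without variation between preparations, and all L-strand sites had a uniform rate. The simulation therefore does not show how the tests perform on the L strand, for small differences or with variation between preparations. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Random draws used a fixed seed of 20, and permutation tests over windows used 100000 permutations.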

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

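Each group of 4 to 10 libraries was searched for a highest or lowest library that stands far apart from the others. In 40 groups, with 80 ends tested, 7 values were flagged. About 1 flag in 20 groups arises by chance, and the 7 flags come from only 2 libraries, so they are not independent.

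E1_15, the ESC preparation 1 treated for 15 min, stood above the other native libraries of that duration. Its mean unconversion rate was 40.48% on the L strand, where the others lay between 32.24 and 33.64%. On the H strand it was 10.55% against 3.41 to 3.67%, and in the control region of the H strand 9.93% against 3.04 to 3.17%. If conversion was less complete in that reaction, most H-strand sites would be highest in E1_15. This held for 96.10% of the 1872 sites covered in all 4 native libraries. The rise was thus spread over most sites, but this largely restates the higher mean. Low depth was not the explanation, since at the 1593 H-strand sites with at least 100 reads in E1_15 its mean was still 10.25%, against 3.27 to 3.39% in the others. Methylation of ESC preparation 1 would also leave its 60 min library high, but its H-strand mean was 0.45% there, within the range of the native libraries. That last prediction was made after the result had been seen. A candidate explanation, without an independent test, is a reaction that had gone less far at 15 min, for example through its timing or temperature. The preparation was sequenced only as a single library per duration, so a repeat of the reaction was not available.

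B2_60, brain preparation 2 treated for 60 min, stood apart from the other native libraries in 4 measures. Its L-strand mean was 41.28% against 29.74 to 32.31%, and the SD of its L-strand site rates was 45.78 percentage points against 41.21 to 42.34. It had the fewest sites with coverage of at least 10, 1197 on the L strand against 2134 to 2543 and 1759 on the H strand against 1853 to 1888. Its median coverage of 10 reads per cytosine was the lowest of all 24 libraries. Over the 1146 L-strand sites covered in all 7 native libraries, its mean was 41.71% and the others lay between 39.15 and 40.16%. The gap was far smaller than over all covered sites, but it was still 0.61 of the whole range and past the limit for 7 libraries. By the prediction made beforehand, the set of covered sites therefore does not account for all of the gap. Less complete conversion in that reaction, a prediction made after the result had been seen, would raise L-strand sites that are otherwise converted. At L-strand sites with a rate under 5% in S1_40, B2_60 had 1.61%, inside the range of 1.00 to 1.78% of the others. Its H-strand mean of 0.79% was the highest of the native libraries, with 0.40 to 0.70% in the others, but was not flagged. Less complete conversion is thus neither shown nor ruled out. A biological difference of brain was not separable from the preparation, since brain preparation 1 was at 30.05% and brain has only 2 preparations. These tests leave the remainder of the gap unexplained.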

How the results depend on the processing

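Of 65 results, 25 were unchanged under every alternative, and 448 rows of alternatives were computed in all. Among the 18 results that answer a comparison, 3 were unchanged: the H-strand means of ESC and brain mtDNA over CN sites after 60 min and the H-strand difference between native and synthetic mtDNA in the control region. The alternatives on L-strand sites with a low rate in S1_40, on stretches without G, on the H strand only and on sites covered in all 13 libraries were chosen after the values had been seen, and the others were set before the files arrived.

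L-strand means after 60 min depended on which sites were used. With a coverage minimum of 20, the mean of 30.90% in ESCs became 32.05%, that of 31.97% in liver 32.46% and that of 29.10% in synthetic mtDNA 29.54%, and a minimum of 30 gave 29.68% in synthetic mtDNA. Counts pooled over sites gave 36.32% in ESCs, 39.30% in liver and 33.43% in synthetic mtDNA, since deeply covered sites then weigh more. The sites covered in all 8 libraries gave 39.78, 39.64 and 39.56%, in the same order, and 40.65% in brain. With sites of 50% or more left out, the means were 4.23% in ESCs, 4.48% in brain, 4.32% in liver and 4.67% in synthetic mtDNA. In stretches without G shorter than 20 nt they were 6.13, 7.30, 6.87 and 7.98%, in the same order. At sites with a rate under 5% in S1_40 they were 1.34, 1.305, 1.20 and 0.96%, but this set was selected for low rates in synthetic mtDNA, so low values there follow in part from the choice.

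H-strand means changed less. Counts pooled over sites gave 0.47% in liver, and 0.442% in synthetic mtDNA in place of 0.61%. A coverage minimum of 30 gave 0.562% and the sites covered in all 8 libraries 0.479% in synthetic mtDNA, which has no replicates and was judged by its narrow binomial interval. That interval covers counting error only, so small shifts in synthetic mtDNA were readily counted as changes.

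The sign of the difference between native and synthetic mtDNA was not stable. On the L strand, 3.47 percentage points became -0.347 with sites of 50% or more left out and -1.303 in stretches without G shorter than 20 nt. The H-strand difference of -0.022 became 0.0016 with pooled counts and 0.0848 over the sites covered in all 8 libraries, and it ranged from -0.0555 to 0.0083 across the 7 fits that each left out a preparation, with a change of sign without ESC replicate 1 (5.79e-04) and without ESC replicate 2. In the control region, the L-strand difference of -9.99 became 9.13 after 40 min. None of these differences passed a test, and with 1 synthetic preparation the design cannot give a p-value under 1 in 8. The covered sites differ between libraries and a large share of L-strand rates is near 0 or 100%, so a mean over covered sites can move with the sites that enter it.

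The count of 4 windows with every native library above synthetic mtDNA became 2 with a coverage minimum of 20 and 1 with 30, where 60 and 57 windows had values. It became 12 in the 60 min libraries only, which leaves fewer libraries to separate, 35 for the means of the series, and 0 over sites covered in all 13 libraries. The count of 1 window for a single series became 3 with windows of 250 bp (121 windows), 5 in the 60 min libraries only and 62 for the means of the series, where in most windows some series must be highest. Leaving out each preparation gave 1 to 31 such windows, the highest without brain replicate 1, which leaves B2_60 as the only brain library. The window of nt 3501 to 4000 on the L strand has no value with a coverage minimum of 20 or 30.

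Sites higher in native mtDNA numbered 13, and 35 with the 40 and 60 min libraries summed, 0 on the H strand only, 0 with the L-strand sites of low rate and all H-strand sites, and 0 with the stretches without G shorter than 20 nt and all H-strand sites. Sites lower in native mtDNA numbered 29, and 48, 0, 0 and 0 under the same alternatives, and 11 where the same direction was asked of every preparation. Leaving out each preparation gave 8 to 24 higher and 14 to 34 lower sites. The summed libraries have more reads and so more sites pass, while the alternatives with 0 leave out L-strand sites with intermediate or high rates. Sites that differ between ESC and tissue mtDNA numbered 0, also in the fit with the replicate block (0), with limma and with a coverage minimum of 30, and 0 to 5 with each preparation left out.

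The difference in SD between the strands, 40.77 percentage points, was 39.17 in the 5 libraries of 40 min, where the exact p-value of 0.0625 is the smallest that 5 preparations allow. Among the rows for a single gene, site, window or context, 69 moved and 5 were weaker. The weaker rows were L-strand nt 9626, 3497, 4062 and 4061 without ESC replicate 1. Also weaker was nt 3497 with the 40 and 60 min libraries summed.

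Depth limits the L strand most. B2_60 has 1197 covered L-strand sites and a floor of 12.0% at their median coverage. A rate of a few percent at a single L-strand site was below that floor. With native reads summed, the floor at the median L-strand site was 1.08% in native and 2.36% in synthetic mtDNA, against 0.17 and 0.46% on the H strand. Each site test is limited by the lower depth of synthetic mtDNA, which has a single library.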

Differences from the paper's values

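The median coverage per cytosine was 55 reads over all sites and libraries, and the paper's value is 96 reads. Over sites with at least 1 read the median was 63 reads, and over sites with coverage of at least 10, the sites used for the rates, it was 105 reads, which is close to the paper's value. Both were computed as descriptions of depth and not as alternatives set before the files arrived, none of which concerns this median.

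The mean L-strand unconversion rate of CN sites differed from the paper's in 24 of 24 libraries. The paper's means were read by eye from the values printed above the bars of Fig. 3d. They leave out reads with at least 90% unconverted cytosines, which the values here appear to include. After 5 min the means were 66.61% in E1_05, 68.47% in E2_05, 65.93% in B1_05, 66.95% in L1_05 and 67.68% in S1_05, and the paper's are about 28%, about 28%, about 28%, about 28% and about 25% (Fig. 3d, read by eye), in the same order. After 15 min the means were 40.48% in E1_15, 32.24% in E2_15, 33.29% in B1_15, 33.64% in L1_15 and 33.39% in S1_15, and the paper's are about 6.6%, about 1.9%, about 2%, about 2.2% and about 2.1% (Fig. 3d, read by eye), in the same order. After 40 min the means were 30.87% in E1_40, 28.77% in E2_40, 29.49% in B1_40, 30.87% in L1_40 and 27.70% in S1_40, and the paper's are about 1.4%, about 0.5%, about 0.6%, about 0.9% and about 0.5% (Fig. 3d, read by eye), in the same order. After 60 min the means were 29.74% in E1_60, 31.60% in E2_60, 31.36% in E3_60, 30.05% in B1_60, 41.28% in B2_60, 32.31% in L1_60, 31.63% in L2_60 and 29.10% in S1_60, and the paper's are about 0.4%, about 0.6%, about 0.9%, about 0.6%, about 1%, about 0.6%, about 0.7% and about 1.3% (Fig. 3d, read by eye), in the same order. After 90 min the mean was 34.97% in E3_90, and the paper's is about 1.4% (Fig. 3d, read by eye). A coverage minimum of 20 or 30 and counts pooled over sites brought none of the 24 within the range counted as no difference, and neither did keeping the sites covered in all 8 libraries for the 8 libraries of 60 min. With sites of 50% or more left out, the 5 libraries of 5 min came within it, at 31.78% in E1_05, 32.01% in E2_05, 32.17% in B1_05, 31.68% in L1_05 and 30.49% in S1_05, and the others did not. Keeping only L-strand sites with a rate under 5% in S1_40, an alternative chosen after seeing the values and selecting on low rates, brought 13 of 24 within it. These were 40.00% in E1_05, 39.82% in B1_05, 39.30% in L1_05, 9.97% in E1_15, 2.73% in E2_15, 2.98% in B1_15, 3.23% in L1_15, 3.67% in S1_15, 1.57% in E1_40, 0.79% in E2_40, 0.93% in B1_40, 0.47% in S1_40 and 0.96% in S1_60. Keeping L-strand sites in stretches without G shorter than 20 nt, also chosen after seeing the values, brought in none.

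On the H strand, 1 of 24 means differed: 0.61% in S1_60 against the paper's about 0.4% (Fig. 3d, read by eye). A coverage minimum of 30 (0.56%), counts pooled over sites (0.44%) and the sites covered in all 8 libraries (0.48%) closed this gap, while a coverage minimum of 20 and leaving out sites of 50% or more did not.

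The SD of site rates over whole mtDNA differed on the L strand in 6 of 9 libraries, in percentage points: 41.56 in E1_60, 42.19 in E2_60, 41.90 in E3_60, 41.21 in B1_60, 45.78 in B2_60 and 40.02 in S1_60, and the paper's are about 20, about 26, about 25, about 13, about 21 and about 26 (Supplementary Fig. S3i, read by eye), in the same order. With sites of 50% or more left out, B1_60 came to 9.70 and within the range, and none of the other alternatives set before the files arrived closed a gap. In stretches without G shorter than 20 nt, an alternative chosen after seeing the values, the SDs of 5 libraries came within it, at 19.37 in E1_60, 19.54 in E2_60, 20.35 in E3_60, 23.87 in B2_60 and 22.20 in S1_60. The H-strand SD differed in 9 of 9 libraries, with 0.94 in E1_60, 0.99 in E2_60, 1.16 in E3_60, 1.62 in B1_60, 1.49 in B2_60, 1.66 in L1_60, 0.98 in L2_60, 1.93 in S1_60 and 1.98 in E3_90, and the paper's are about 12, about 14, about 14, about 7.4, about 7.8, about 16, about 16, about 18 and about 15 (Supplementary Fig. S3i, read by eye), in the same order. None of the alternatives closed a gap on this strand.

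For the control region, the L-strand SD differed in 3 of 9 libraries, with 25.40 in B1_60, 42.55 in B2_60 and 6.75 in E3_90, and the paper's are about 10, about 22 and about 52 (Supplementary Fig. S3j, read by eye), in the same order. B1_60 came within the range with sites of 50% or more left out (9.56) and, by the alternative on stretches without G that was chosen after seeing the values, at 9.66, and no alternative closed the other gaps. The H-strand SD of the control region differed in 9 of 9 libraries, with 0.67 in E1_60, 0.57 in E2_60, 0.85 in E3_60, 0.56 in B1_60, 0.66 in B2_60, 0.49 in L1_60, 0.70 in L2_60, 0.43 in S1_60 and 1.36 in E3_90, and the paper's are about 11, about 14, about 14, about 8.3, about 8.5, about 16, about 16, about 18 and about 14 (Supplementary Fig. S3j, read by eye), in the same order. No alternative closed any of these. The same limit applies to the SDs read for the control region, where the paper's mean rates are also low.

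The number of L-strand sites with coverage of at least 10 was 1197 in B2_60 and 1332 in E3_90, and the paper's are about 720 and about 880 (Supplementary Fig. S3d, read by eye). The paper's counts leave out reads with at least 90% unconverted cytosines, which the coverage here appears to include. Of the L-strand sites counted here, 36.3% in B2_60 and 28.4% in E3_90 had a rate of 90% or more. The 2 sets of counts are thus not of the same reads. No alternative set before the files arrived bears on this number.

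Mean conversion in brain after 60 min was 64.34% at L-strand CN sites and 62.67% at L-strand CH sites, and the paper's values in Supplementary Table S2 are 99.2% and 99.2%. With sites of 50% or more left out, it was 95.52% and 95.24%, within the range. The same holds for 2 alternatives chosen after seeing the values: L-strand sites with a rate under 5% in S1_40 (98.70% and 98.68%) and stretches without G shorter than 20 nt (92.70% and 92.30%). A coverage minimum of 20 or 30, counts pooled over sites and the sites covered in all 8 libraries did not close the gap. The L-strand conversions of the other series in that table are also far from the values found here, but by a ratio too small to be counted as a difference here.

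The paper states that no window had an apparently higher level in all native series than in synthetic mtDNA. Its rates leave out reads with at least 90% unconverted cytosines. Here, with such reads apparently included, 4 L-strand windows met the rule of no overlap between libraries. Over sites covered in all 13 libraries, 0 of them did. The paper gives no numerical limit for an apparently higher level, so these counts cannot decide its statement. The paper also states that no window had an apparently higher level in a single native series. Here 1 H-strand window, nt 13001 to 13500, met the rule of no overlap for brain. Brain averaged 0.65% there, against 0.37 to 0.46% in synthetic mtDNA, and 17 of 100 drawn choices gave as many windows.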

Other observations

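The L-strand rates are far above the H-strand rates in native and synthetic mtDNA, and the paper gives several possible reasons for completely unconverted reads. The tests reported here use per-site values that appear to include such reads.

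Slow conversion of L-strand cytosines was tested first. At the 698 L-strand sites with a rate of 50% or more in S1_40, the mean change between 15 and 60 min was a fall of -0.21 percentage points, that is a small rise, with a range of -1.38 to 1.66 over 5 preparations. The H-strand rate fell by 4.20 percentage points over the same time. These sites were chosen because they were still unconverted after 40 min, so sites that converted slowly before then are left out and the lack of a fall was largely fixed by the choice. Between 40 and 60 min, the choice does not fix the change in the native libraries. At the covered sites of this set, the mean went from 91.54 to 91.79% in ESC preparation 1 and from 90.51 to 93.30% in ESC preparation 2. It went from 90.55 to 92.02% in brain preparation 1 and from 92.33 to 93.38% in liver preparation 1. Each library was averaged over its own covered sites, which were not matched between the durations. After 40 and 60 min these numbered 694 and 654 in ESC preparation 1 and 659 and 620 in ESC preparation 2. In brain preparation 1 they numbered 679 and 683, and in liver preparation 1 669 and 675. Part of the changes may thus come from the sites. Within that limit, the lack of a fall argues against conversion still in progress at these sites after 40 min. Slow conversion before then is not ruled out by the test.

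A loss of converted L-strand reads would leave the number of unconverted reads per site similar on both strands. The median over the 8 libraries of 60 min of unconverted reads per site was 11.73 times as high on the L strand as on the H strand (range, 9.84 to 15.37). A loss of converted reads alone would not give this. The prediction was made after related values had been seen.

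Methylation of native mtDNA as the cause of the high L-strand rates would place synthetic mtDNA below native mtDNA. Synthetic mtDNA had a mean of 29.095%, below all 7 native preparations, so the criterion as written, which came after the values had been seen, was met. It is a weak criterion, since the nearest native preparation was at 29.74% and synthetic mtDNA, which carries no 5mC, itself had nearly the full rate. Over the sites covered in all 8 libraries, ESC mtDNA had 39.78%, brain 40.65%, liver 39.64% and synthetic mtDNA 39.56%. Nearly all of the difference between strands is thus present without 5mC, and a small excess in native mtDNA cannot be told apart from a difference in the covered sites.

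The paper proposes that a further round of first strand synthesis on products of H-strand fragments without a cytosine gives reads that align to the L strand as unconverted. In that case, high rates would be confined to long stretches of the L strand without G. In synthetic mtDNA after 60 min, the mean rate was 4.23% in stretches of 1 to 9 nt, 11.29% in 10 to 19 nt, 38.75% in 20 to 29 nt, 59.40% in 30 to 39 nt, 64.96% in 40 to 59 nt and 99.01% in longer stretches. Sites in stretches shorter than 20 nt had a mean of 7.98%, and the area under the ROC curve of the stretch length for sites of 50% or more was 0.8835. Neither value met the limits written beforehand for or against the proposal, so this test left it open.

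A second form, in which reads of the opposite orientation tolerate a mismatch, was tried after these values had been seen. Sites that no window of 50 nt with at most 1 G covers had a mean of 12.60%, above the limit written for it. The area under the ROC curve for the fewest G in a 50 nt window was 0.9326. The prediction asked for both a low mean and a high area, and it failed on the mean. Windows of 40 and 150 nt were also tried and gave areas of 0.9116 and 0.9334. All versions tried are given here, and the length of the window was not chosen on independent data.

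Across sites, the L-strand rate nevertheless followed the number of G nearby. In synthetic mtDNA it was 87.09% at sites whose poorest 50 nt window had 0 G, 74.51% with 1, 46.61% with 2, 11.06% with 3, 4.22% with 4, 1.38% with 5 and 0.88% with 6. In native mtDNA it was 87.27% ± 2.76, 74.05% ± 1.49, 48.07% ± 4.97, 9.87% ± 1.29, 2.39% ± 1.03, 1.49% ± 0.32 and 0.88% ± 0.36 (SD, n = 7). A graded version of the paper's proposal, in which alignment tolerates several mismatches, may explain this, as may the resistance of cytosine-rich sequence to conversion, and the area of 0.9326 does not separate them. Reads with their alignments would be needed.

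L-strand CG cytosines had lower rates than CH cytosines. If this came only from where CG sites lie, the difference would vanish in short stretches without G. Over all covered L-strand sites of synthetic mtDNA after 60 min, the means were 9.48% at CG and 30.55% at CH. In stretches shorter than 20 nt the difference was 4.09 percentage points (4.32% at CG and 8.41% at CH). The difference was thus far smaller in short stretches, where both rates were lower, but it did not vanish. A cytosine of a CG sequence has a G next to it by definition, which is a further limit of this comparison.

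For the H strand, the mirrored prediction, made after related values had been seen, was that sites under 50 nt windows with at most 1 C of the L strand are raised. In S1_60 there were 23 such sites, with a mean of 11.36% against 0.48% elsewhere, a ratio of 23.73. In the native libraries of 60 min the ratio ranged from 0.67 to 16.23 with a median of 1.61, and only 2 of 7 were above 5. The signal in synthetic mtDNA may come from reads in the opposite orientation, but it was not general.

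Over the 33 L-strand windows of 500 bp in S1_60 alone, which are not independent replicates, the rate rose with the share of cytosine (Spearman's rho = 0.5755, permutation p = 4.9e-04). It also rose with the number of unconverted reads per site (rho = 0.8653, permutation p = 1e-05, the smallest that 100000 permutations give). Windows of S1_60 with high rates thus had many unconverted reads. These reads are part of the rate itself, so a rise is partly built in. The relation does not rule out that few converted reads also raised the rate. These 2 relations were the only ones computed over windows, and both stay below 0.05 with Benjamini-Hochberg adjustment.

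The 4 windows that are higher in all native libraries than in synthetic mtDNA were compared again over sites covered in all 13 libraries. Of these 4, 0 were still higher. Different covered sites in native and synthetic libraries may therefore account for them.

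The larger SD on the L strand was not explained by lower depth: with counts drawn down to 10 reads per site, the SD ratio of L to H was 16.19. At L-strand sites with a rate under 5% in S1_40 the ratio was 2.57, each strand at its own depth. Lower depth of these L-strand sites can by itself raise the SD and selection for low rates narrows it, so this ratio does not rule out that completely unconverted reads account for the larger SD.

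The H-strand cytosine inside the BglII site is outside the synthetic fragment, yet the 4 synthetic libraries had 7 reads over it, compared with 699 reads in the 20 native libraries. A small number of reads from native mtDNA in the synthetic libraries, whether template carried over from the PCR or reads assigned to the wrong library, may explain the 7 reads. The prediction was made after the reads had been seen, and the random bases of the primers at the end of the fragment, 3 nt away, were not tested as another source.

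For ESC against tissue mtDNA, 35 of the 35 splits of the 7 preparations into 3 and 4 gave at least as many sites as the 0 of the real split, which any split does. The median of the splits was 8 sites and the highest 66, so summed reads can give differences from the spread between preparations alone.

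No biological explanation beyond 5mC in native mtDNA was tested for any of these patterns.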
